# Extracellular vesicles derived from *Enterococcus faecalis*: inflammatory activation does not require internalization

**DOI:** 10.1186/s12964-026-02926-9

**Published:** 2026-05-18

**Authors:** Marlon Alexander Gancino Guevara, Arefeh Kardani, Annika Schomisch, Sari Rasheed, Vida Mashayekhi, Emely Saccon, Nurzhan Abdukarimov, Nikolay Krasimirov Kirilov, Sabryna Junker, Agnes-Valencia Weiss, Marcus Koch, Gilles Gasparoni, Marc Schneider, Julia Schulze-Hentrich, Markus Bischoff, Sören L. Becker, Rolf Müller, Daniela Yildiz, Gregor Fuhrmann, Oskar Staufer, Jessica Hoppstädter, Alexandra K. Kiemer

**Keywords:** Gram-positive bacterial EVs, NF-κB, TLR2, Pam_3_CSK_4_, Small unilamellar vesicles, Dynamin-dependent endocytosis, *ex vivo* embryonic zebrafish macrophages, HMDMs, HUVECs, extracellular flux analysis

## Abstract

**Background:**

*Enterococcus faecalis* is a common gut commensal Gram-positive bacterium that can act as an opportunistic pathogen and is frequently associated with severe infections community-acquired and nosocomial. Bacteria-derived extracellular vesicles (EVs) emerge as key mediators of host-bacteria communication with immunomodulatory roles and mechanistic participation in pathophysiological processes. However, the impact of *E. faecalis*-derived EVs (*Ef*-EVs) on host cells and their potential role in shaping host responses during infection remain unclear.

**Methods:**

*Ef*-EVs from the *E. faecalis* DSM 20478 type strain and four independent clinical bloodstream isolates were isolated *via* ultracentrifugation and size exclusion chromatography. EVs were characterized by nanoparticle tracking analysis and cryogenic transmission electron microscopy. Immunomodulatory effects of *Ef*-EVs were studied in vitro on NF-κB/AP-1 reporter cells, primary human monocyte-derived macrophages, and human umbilical vein endothelial cells, and by transcriptomic analysis of macrophages isolated from in vivo EV-treated zebrafish larvae. EV-induced signaling mechanisms were studied using uptake inhibitors as well as bottom-up assembled bacterial EVs functionalized with synthetic bacterial ligands. EV-induced metabolic reprogramming in macrophages was investigated by RNA-Seq and live-cell metabolic analyses using the Seahorse XFe-96 Flux Analyzer.

**Results:**

We found that *Ef*-EVs can induce pro-inflammatory responses in host macrophages *via* Toll-like receptor 2 (TLR2) signaling, as demonstrated using TLR2 transgenic cell lines and a TLR2-blocking antibody. Using uptake inhibitors as well as bottom-up assembled bacterial EVs functionalized with synthetic bacterial ligands as a minimalistic approach to study mechanisms of EV signaling, we demonstrated that *Ef*-EVs target the plasma membrane TLR2 to induce inflammation in a process uncoupled from their internalization. Furthermore, we found that *Ef*-EVs induce metabolic reprogramming towards a pro-inflammatory, glycolytic phenotype.

**Conclusion:**

Our findings reveal a mechanism by which Gram-positive bacterial EVs modulate immune signaling and metabolic pathways, advancing our understanding of host-pathogen communication.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-026-02926-9.

## Abstract (plain language summary)

*Enterococcus faecalis* is a commensal bacterium in the human gut, but it can also cause life-threatening diseases, especially serious hospital-acquired infections. Bacteria release particles called extracellular vesicles (EVs), which help them interact and communicate with other cells, including bacteria and human cells. However, it is unclear how EVs produced by *E. faecalis* (*Ef*-EVs) affect the host immune system. In this study, we investigated how *Ef*-EVs affect immune and endothelial cells. We found that *Ef*-EVs activate inflammatory responses through a receptor on the cell surface, without the need to be taken up by the cells. In addition, *Ef*-EVs altered the metabolism of immune cells, shifting them towards a state that supports inflammation. These findings highlight a previously underexplored mechanism by which Gram-positive bacterial EVs can shape host immunity and cellular metabolism, thereby advancing our understanding of host-pathogen interactions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-026-02926-9.

## Background

*Enterococcus faecalis* is a Gram-positive bacterium and a commensal member of the human gut microbiota [1]. However, it can also act as an opportunistic pathogen capable of causing a range of life-threatening diseases, including peritonitis [1], bacteremia [2], endocarditis of both native and prosthetic heart valves [3], and sepsis [4], with a heightened pathogenicity in individuals with a compromised immune system or underlying health conditions [2]. Furthermore, *E. faecalis* is a major cause for nosocomial and iatrogenic infections, such as surgical site infections [5], catheter-associated urinary tract infections [6], and refractory periapical periodontitis [7]. Of note, the emergence of vancomycin-resistant enterococci represents also a major challenge for infection prevention and hospital hygiene at a global scale [8–10]. Upon transitioning from a commensal to a pathogenic bacterium, *E. faecalis* employs diverse mechanisms to interact with host cells and shape the course of infection, influencing not only colonization but also the host’s ability to mount an effective defense [1]. Indeed, the severity of enterococcal infections is often associated with the ability of enterococci to form biofilms [3, 11]. *E. faecalis* is also able to persist and replicate intracellularly in host cells [12], including epithelial cells [13], endothelial cells [14], and macrophages [12, 15, 16]. However, despite extensive characterization of the factors involved in *E. faecalis* pathogenicity, the mechanisms that facilitate bloodstream translocation, immune evasion, and survival, as well as virulence, remain to be further elucidated [3, 11, 17].

Beyond direct contact-based interactions, bacteria can remotely influence host cell responses through the release of extracellular vesicles (EVs) [18–21]. These nanosized membrane-bound particles serve as molecular messengers, carrying diverse bioactive cargo, including proteins, nucleic acids, and lipids [19, 21]. Upon contact with host cells, bacteria-derived EVs can modulate their function, initiating and shaping the course of pathophysiological processes, such as inflammation and infection [18, 22–24].

The formation and release of EVs is viewed as a secretory mechanism conserved across all domains of life (i.e., *Archaea*, *Bacteria*, and *Eukarya*) [19, 20, 25, 26]. Although the regulation of vesiculogenesis remains poorly understood [19, 26], studies indicate that EVs originate from the budding of membrane regions with tightly regulated lipid composition [19, 25].

Given the widespread assumption that the thick cell wall of Gram-positive bacteria interferes with EV biogenesis, research has historically focused on understanding the biological functions and the relevance of EVs derived from Gram-negative bacteria, leaving the roles of Gram-positive bacteria-derived EVs largely unexplored [20, 25, 27]. First identified by Lee et al. in *Staphylococcus aureus* [20], experimental evidence shows that Gram-positive bacteria-derived EVs shed from the bacterial cytoplasmic membrane, incorporating and transporting pathogen-associated molecular patterns (PAMPs), including lipoproteins, nucleic acids, and peptidoglycans (PGNs) [19, 20, 28]. As a source for bacterial antigens, Gram-positive bacterial EVs can be recognized by host pattern recognition receptors (PRRs), such as Toll-like receptors (TLRs) and nucleotide-binding oligomerization domain (NOD)-like receptors (NLRs), inducing signaling cascades that lead to the pro-inflammatory activation of immune cells [19, 28–30]. Studies on the signaling mechanisms induced by components derived from the cell membrane of Gram-positive bacteria (e.g., lipoteichoic acid (LTA) and acylated lipopeptides) indicate that induced cell activation is principally orchestrated by TLR2 [31] and suggest that their pro-inflammatory activity depends on their uptake following receptor binding [32]. Therefore, it raises the question of whether the immunomodulatory effects of Gram-positive bacterial EVs are functionally linked to their uptake.

During either exogenous or endogenous bacterial invasion, secreted bacterial EVs can permeate host barriers and access the host bloodstream [33–36]. Through complex interactions with host cells, involving multiple immune and non-immune cell types, bacteria-derived EVs may shape the outcome of bacterial infections and associated complications [33, 37]. In this context, the role of *E. faecalis*-derived EVs (*Ef*-EVs) as a virulence factor in *E. faecalis* pathogenicity during the progression of bloodstream infections (e.g., bacteremia, infective endocarditis, and sepsis) is still unclear [38, 39].

In this work, we investigated the immunomodulatory functions and induced signaling mechanisms of EVs derived from the *E. faecalis* DSM 20478 type strain and clinical bloodstream isolates in vitro using defined cellular model systems, such as NF-κB/AP-1 reporter cells, primary human monocyte-derived macrophages (HMDMs), and primary human umbilical vein endothelial cells (HUVECs). The in vivo effects of *Ef*-EVs were studied through transcriptomic analysis of e*x vivo* macrophages isolated from EV-treated zebrafish larvae – a relevant 3R-compatible model system. Leveraging synthetically bottom-up assembled bacterial EVs – i.e., small unilamellar vesicles (SUVs) precisely functionalized with the synthetic PRR ligand Pam_3_CSK_4_ – as a minimalistic model to study mechanisms of EV signaling [40], we found that *Ef*-EVs target the plasma membrane TLR2 to induce inflammation in a process uncoupled from their cellular internalization. Furthermore, we demonstrate that *Ef*-EVs trigger metabolic reprogramming towards a pro-inflammatory state. Taken together, these findings provide mechanistic insights into the role of *Ef*-EVs as a potential virulence factor and key mediator of host-pathogen interactions.

## Materials and methods

### Cell culture

#### Human primary cells

##### Human umbilical vein endothelial cells (HUVECs)

Human umbilical vein endothelial cells (HUVECs) were isolated from fresh umbilical cords from female individuals (Klinikum Saarbrücken, Germany, consent of the Local Ethics Committee, permission no. 131/08) under sterile conditions using 0.1 g/L collagenase for digestion (cat. no. COLLA-RO, Roche) at 37 °C. To stop the digestion, the veins were rinsed with Earle’s medium 199 (cat. no. P04-07500, PAA) containing 10% fetal calf serum (FCS, cat. no. F7524, PAA), 100 U/mL penicillin G, and 100 µg/mL streptomycin (cat. no. P4333, Sigma-Aldrich). After centrifugation (10 min, 200 × *g*), cells were re-suspended in 5 mL endothelial cell growth medium with supplement mix (cat. no. C-22010, Promocell) containing 10% FCS, 100 U/mL-100 µg/mL penicillin-streptomycin (Pen-Strep, cat. no. P4333, Sigma-Aldrich), and 0.1% Kanamycin (cat. no. K0254, Sigma-Aldrich), and cultivated at 37 °C and 5% CO_2_ in a T25 cell culture flask. After one day, the cells were washed three times with phosphate-buffered saline (PBS, 7.20 g/L NaCl, 0.43 g/L KH_2_PO_4_, 1.48 g/L Na_2_HPO_4_) and cultivated until they reached confluence. Cells were cryopreserved in passage #1 and were used for the experiments up to passage #6 [41].

##### Human monocyte-derived macrophages (HMDMs)

Monocytes were isolated from buffy coats of healthy blood donors (Blood Donation Center, Klinikum Saarbrücken, Germany) with the consent of the Local Ethics Committee (permission no. 173/18). Peripheral blood mononuclear cells (PBMCs) were isolated by density gradient centrifugation using lymphocyte separation medium 1077 (cat. no. C-44010, PromoCell) and LeucoSep tubes (cat. no. 227290, Greiner). Monocytes were obtained by magnetic cell sorting using anti-CD14 microbeads (cat. no. 130-050-201, Miltenyi). HMDMs were seeded and differentiated in RPMI 1640 medium (cat. no. R0883, Sigma-Aldrich) containing 2 mM L-glutamine, 1.5 g/L sodium bicarbonate, 4.5 g/L glucose, 10 mM HEPES, 1.0 mM sodium pyruvate, 10% FCS, 100 U/mL-100 µg/mL Pen-Strep, and 20 ng/mL human recombinant macrophage colony-stimulating factor (M-CSF, cat. no. 130-096-492, Miltenyi) for 6 days before their use [42].

#### NF-κB/AP-1 reporter cell lines

##### Differentiated macrophage-like THP1-XBlue™ cells

NF-κB/AP-1 reporter monocytes, THP1-XBlue™ cells (cat.no. thpx-sp, Invivogen), derived from the human monocytic THP-1 cell line by transfection of a secreted embryonic alkaline phosphatase (SEAP) reporter gene under the control of an NF-κB- and AP-1-inducible promoter, were cultured in RPMI 1640 medium containing 2 mM L-glutamine, 1.5 g/L sodium bicarbonate, 4.5 g/L glucose, 10 mM HEPES, 1.0 mM sodium pyruvate, 10% heat-inactivated FCS, 100 mg/mL Normocin™ (cat. no. ant-nr-1, Invivogen), 50 U/mL-50 µg/mL Pen-Strep, and with 200 µg/mL Zeocin™ (cat. no. ant-zn-1, Invivogen) at 37 °C with 5% CO_2_. Prior to experimentation, THP1-XBlue™ cells were differentiated into macrophage-like cells (dTHP1-XBlue cells) by incubation with 30 ng/mL phorbol 12-myristate-13-acetate (PMA, cat. no. P1585, Sigma-Aldrich) for 72 h, in the absence of Zeocin. As specified by the manufacturer, cells secrete Secreted Embryonic Alkaline Phosphatase (SEAP) upon NF-κB and AP-1 activation *via* TLR stimulation, which can be quantified using the QUANTI-Blue™ solution (cat. no. rep-qbs3, Invivogen).

##### HEK-Dual™ hTLR2 cells

Dual NF-κB/AP-1, IL-8 reporter human embryonic kidney 293 (HEK293) cells, stably co-transfected with the human toll-like receptor 2 (hTLR2) and CD14 genes, along with SEAP and Lucia luciferase reporter genes, and carrying a triple knockout of TLR3, TLR5 and TNFR (HEK-Dual™ hTLR2 cells, cat. no. hkd-htlr2ni, Invivogen), were cultured in DMEM (cat. no. D6546, Sigma-Aldrich) containing 4.5 g/L glucose, 2 mM L-glutamine, 10% heat-inactivated FCS, 100 µg/mL Normocin™, 100 U/mL-100 µg/mL Pen-Strep, 50 µg/mL of Zeocin™, and 100 µg/mL Hygromycin B Gold (cat. no. ant-hg-1, Invivogen) at 37 °C with 5% CO_2_. Upon NF-κB/AP-1 and/or IL-8 activation *via* TLR2 stimulation, HEK-Dual™ hTLR2 cells secrete SEAP and Lucia luciferase, which can be quantified using the QUANTI-Blue™ solution and the QUANTI-Luc™ (cat. no. rep-qlc1, Invivogen), respectively.

##### HEK-Blue™ TNF-α cells

NF-κB/AP-1 reporter HEK293 cells are stably co-transfected with the genes encoding for the human TNF-α receptor and a SEAP reporter gene under the control of the IFN-β minimal promoter fused to five AP-1 and five NF-κB binding sites (HEK-Blue™ TNF-α cells, cat. no. hkb-tnfdmyd, Invivogen), designed for the detection of bioactive human and murine tumor necrosis factor-alpha (TNF). Cells were cultured in DMEM containing 4.5 g/L glucose, 2 mM L-glutamine, 10% heat-inactivated FCS, 100 µg/mL Normocin™, 100 U/mL-100 µg/mL Pen-Strep, 100 µg/mL of Zeocin™, and 1 µg/mL of Puromycin (cat. no. ant-pr-1, Invivogen) at 37 °C with 5% CO2. Upon TNF stimulation, cells activate NF-κB/AP-1, leading to SEAP secretion. TNF-induced activation can be quantified using QUANTI-Blue™ solution.

##### HEK-Blue™ IL-1R cells

NF-κB/AP-1 reporter HEK293 cells, endogenously expressing the human IL-1 receptor and stably co-transfected with the murine IL-1 receptor and a SEAP reporter gene under the control of the IFN-β minimal promoter fused to five NF-κB and five AP-1 binding sites (HEK-Blue™ IL-1R cells, cat. no. hkb-il1r, Invivogen), designed to detect bioactive human and murine IL-1α and IL-1β, were cultured in DMEM containing 4.5 g/L glucose, 2 mM L-glutamine, 10% heat-inactivated FCS, 100 µg/mL Normocin™, 100 U/mL-100 µg/mL Pen-Strep, 100 µg/mL of Zeocin™, 1 µg/mL of Puromycin, and 200 µg/mL Hygromycin B Gold at 37 °C with 5% CO2. Following the binding of IL-1α and IL-1β to IL-1R1, cells activate NF-κB/AP-1, leading to SEAP secretion. IL-1α/β-induced activation can be quantified using QUANTI-Blue™ solution.

### Isolation and purification of *Ef*-EVs

Unless otherwise specified, *Ef*-EVs refer to EVs derived from *E. faecalis* type strain (DSM 20478, German Collection of Microorganisms and Cell Cultures (DSMZ)). *E. faecalis* DSM 20478 and *E. faecalis* clinical bloodstream isolates (clinical strain 1, 2, 3, and 4) were cultured in Brain Heart Infusion (BHI) medium (cat. no. 53286, Merck) or on BHI agar plates (BHI medium supplemented with 1.5% agar (cat. no. A1296, Sigma-Aldrich) under static conditions at 37 °C [38, 39]. A single colony of *E. faecalis* was inoculated into 10 mL of BHI medium and grown overnight at 37 °C. The overnight culture was then diluted into 400 mL of fresh BHI medium and incubated until reaching the late phase of exponential growth. Bacterial medium was harvested and centrifuged at 5000 × *g* for 15 min at 4 °C. The supernatant was carefully separated from the bacterial pellet by decantation and further filtered through 0.45 μm PVDF bottle-top filters (cat. no. 6–0039, Neolab) to remove any remaining bacteria. Absence of bacterial contamination was confirmed *via* overnight incubation of 0.5-1 mL of the filtrate on agar plates at 37 °C. The filtered supernatants were then loaded in 70 mL ultracentrifuge tubes (cat. no. 355655, Beckman Coulter) and ultracentrifuged (UC) at 160,000 × *g* for 3 h at 4 °C (rotor SW 45Ti, Optima L-90k, Beckman Coulter) to pellet the *Ef*-EVs. The supernatants were removed, and the EV pellets were resuspended in 100 µL of 0.2 μm-filtered PBS (cat. no. 99255, TPP, Switzerland). Size exclusion chromatography (SEC) was performed to separate EVs from proteins and diluents. An aliquot of 500 µL of EV pellet was loaded onto a 40 mL Sepharose CL-2B (cat. no 17-0140-01, GE Life Science) column (1.5 cm-diameter borosilicate glass Kimble^®^ Flex-Column^®^, cat. no. 420400-1530, DWK Life Sciences). Forty fractions of 1 mL were collected in 1.7 mL tubes (cat. no. MCT-175-A, Axygen, Corning Incorporated) by eluting with 0.2 μm filtered PBS. The protein concentration of the collected fractions was quantified using the bicinchoninic acid (BCA) assay (cat. no. QPBCA, Sigma Aldrich) according to the manufacturer’s instructions. The total protein concentration in each fraction was determined by interpolation from a standard calibration curve generated using bovine serum albumin (BSA). The fraction with the highest EV content was selected for further physicochemical and biological analyses, as previously described [43, 44]. Fractions were stored at -80 °C until further use.

#### Fluorescent labeling of *Ef*-EVs

Pelleted *E. faecalis* DSM 20478-derived EVs obtained after UC were fluorescently labeled with DiI (cat. no. V22885, Vybrant DiI Cell Labeling Solution, Thermo Fisher), using 2 µL of dye per mL of EV pellet suspension (final DiI concentration: 2 µM), followed by incubation for 30 min at 37 °C. Unincorporated dye and impurities were separated from DiI-labeled *Ef*-EVs by SEC, as previously described. Fractions with the highest fluorescence intensity and EV content were selected for subsequent analysis [43].

### Formulation and functionalization of small unilamellar vesicles

Small unilamellar vesicles (SUVs) were prepared by thin film hydration followed by extrusion, using the following lipid composition: 79 mol% Egg L-α-phosphatidylcholine (Egg PC, cat. no. 840051, Avanti Polar Lipids), 20 mol% Egg L-α-phosphatidylglycerol (Egg PG, cat. no. 841138, Avanti Polar Lipids), and 1 mol% 1,2-dioleoyl-sn-glycero-3-phosphoethanolamine-N-(Cyanine 5) (18:1 Cyanine 5 PE, cat. no. 810335, Avanti Polar Lipids) [45]. Briefly, lipids dissolved in chloroform were mixed at given ratios in glass vials and dried under vacuum for 40 min at room temperature (RT) and dark conditions. The formed lipid film was rehydrated with PBS at a total lipid concentration of 6 mM and incubated for 20 min at RT, protected from light. SUV suspensions were obtained after vortexing and extrusion of the resulting liposome suspension through a 100 nm pore size polycarbonate membrane (cat. no. 610005, Avanti Polar Lipids, USA) at least 13 times. SUVs were then functionalized with synthetic bacterial lipopeptide Pam_3_-Cys-Ser-Lys_4_ (Pam_3_CSK_4_, cat. no. tlrl-pms, Invivogen) by post-insertion. In brief, SUVs at 120 µM were incubated with Pam_3_CSK_4_ at various concentrations (0.4, 0.04, or 0.004 mol% of total SUV lipid composition) in PBS at 37 °C for 15 min and dark conditions, resulting in Pam_3_CSK_4_-SUVs. SUV and Pam_3_CSK_4_-SUV suspensions were stored at 4 °C.

### Particle characterization

#### Nanoparticle tracking analysis

Particle size distribution and concentration of *Ef*-EV, SUV, and Pam_3_CSK_4_-SUV suspensions were characterized by nanoparticle tracking analysis (NTA). Samples were diluted in 0.2 μm filtered PBS to achieve 20–120 particles per frame before measurements. All samples, except EVs from bloodstream-derived *E. faecalis* clinical strains, were analyzed using an LM-10 instrument (Malvern) equipped with a 532-nm laser, recording three 30-second high-sensitivity videos (camera level 13–15). Video acquisitions were processed using the NanoSight software version no. 3.4 build 3.4.4 (Malvern). For the size comparison study of EVs derived from *E. faecalis* clinical bloodstream isolates and the type strain *E. faecalis* DSM 20478, EV samples were analyzed using an LM-10 instrument equipped with a 405-nm laser, recording at least three 30-second high-sensitivity videos (camera level 14) that were processed by the NanoSight software version no. 2.3 build 0017 (Malvern).

#### Cryo-TEM imaging

Purified EVs were subjected to cryogenic transmission electron microscopy (cryo-TEM). To this end, a 2 µL sample was placed onto a holey carbon grid (type S147-4, Plano, Wetzlar) and blotted for 2 s before being rapidly submerged into liquid ethane at a temperature of -165 °C using a Gatan (Pleasanton) CP3 cryo plunger. The sample was then transferred under liquid nitrogen to a Gatan model 914 cryo-TEM sample holder. Low-dose TEM bright-field imaging was conducted at a temperature of -173 °C using a JEM-2100 LaB_6_ microscope (JEOL) operating at an accelerating voltage of 200 kV. Images were acquired at a resolution of 1024 × 1024 pixels using a Gatan Orius SC1000 CCD camera with an imaging time of 4 s and a binning factor of 2.

### NF-κB/AP-1 reporter assay

NF-κB/AP-1 reporter cells were submitted to 24-hour treatments at 37 °C with 5% CO_2_. Afterward, their NF-κB/AP-1 activity was quantified by the QUANTI-Blue™ solution assay, according to the manufacturer’s instructions. For all experiments, cells treated with growth medium alone served as negative controls. To evaluate if *Ef*-EVs derived from *E. faecalis* DSM 20478 induce NF-κB/AP-1 activation, dTHP1-XBlue cells (1 × 10^5^ cells per well in a 96-well plate) were treated with 200 µL/well of fresh medium containing *Ef*-EVs at various concentrations (100; 500; 1000; 5000; 10,000; 50,000 EVs/cell). LPS (100 ng/mL) was used as a positive control. To compare the inflammatory effect induced by *Ef*-EVs derived from *E. faecalis* clinical bloodstream isolates with those induced by *Ef*-EVs derived from *E. faecalis* DSM 20478, dTHP1-XBlue cells (1 × 10^5^ cells per well in a 96-well plate) were treated with 200 µL/well of fresh medium containing *Ef*-EVs at increasing concentrations (1000, 5000, and 10,000 EVs/cell). LPS (100 ng/mL) and Pam_3_CSK_4_ (100 ng/mL) were used as positive controls. To elucidate whether *Ef*-EVs induce NF-κB/AP-1 activation by TLR2 engagement, dTHP1-XBlue were pre-incubated for 1 h with fresh medium containing 1 µg/mL of neutralizing monoclonal antibodies (anti-hTLR2-IgA mAb, cat. no. maba2-htlr2-2, Invivogen) or human IgA2 control (cat. no. maba2-ctrl, Invivogen) before adding either *Ef*-EVs (7000 EVs/cell), ultrapure LPS from *E. coli* K12 (LPS, 1 ng/mL, cat.no. tlrl-peklps, Invivogen), or Pam_3_CSK_4_ (1 ng/mL) in antibody-containing medium. Cell treatments consisting of LPS at 1 ng/mL, Pam_3_CSK_4_ at 1 ng/mL, or *Ef*-EVs at 7000 EVs/cell were used as positive controls. Treatments did not impair cell viability (data not shown). Post-treatment, 20 µL of supernatant was collected from each well, mixed with 180 µL of QUANTI-Blue™ solution, and incubated at 37 °C for at least 1 h. The product of the colorimetric reaction triggered by the SEAP present in the collected supernatants was measured with a microplate reader (GloMax^®^ Discover Multimode Microplate Reader, Promega) at 600 nm [46].

### Cytokine detection assay

The amounts of TNF as well as IL-1α and IL-1β secreted by dTHP1-XBlue cells following treatment with *Ef*-EVs derived from *E. faecalis* DSM 20478 or bloodstream-derived *E. faecalis* clinical strains were quantified as follows. First, dTHP1-XBlue cells (1 × 10^5^ cells per well in a 96-well plate) were treated with 200 µL/well of fresh medium containing *Ef*-EVs at increasing concentrations (1000, 5000, and 10,000 EVs/cell) and incubated at 37 °C with 5% CO_2_. LPS (100 ng/mL) and Pam_3_CSK_4_ (100 ng/mL) were used as positive controls. After 4 h of treatment, the concentration of TNF as well as the combined concentration of IL-1α and IL-1β in the cell culture supernatants were quantified using HEK-Blue™ TNF-α and HEK-Blue™ IL-1R cells, respectively, according to the manufacturer’s instructions. Supernatants were diluted 10-fold in test medium (DMEM containing 4.5 g/L glucose, 2 mM L-glutamine, 10% heat-inactivated FCS, 100 µg/mL) prior to cytokine detection. Then, 20 µL/well of sample was added to a 96-well plate, followed by 180 µL/well of either HEK-Blue™ TNF-α or HEK-Blue™ IL-1R cell suspension (0.5 × 10^5^ cells per well). Plates were incubated overnight at 37 °C with 5% CO_2_. After incubation, 20 µL of HEK-Blue™ TNF-α and HEK-Blue™ IL-1R cell supernatant from each well was collected, mixed with 180 µL of QUANTI-Blue™ solution, and incubated at 37 °C for 2 h. SEAP levels were then measured as described above. Cytokine concentrations were determined by interpolation from a standard curve, generated with recombinant human TNF (1 pg/mL − 10 ng/mL, cat. no. rcyc-htnfa, Invivogen) or recombinant human IL-1β (0.01 pg/mL − 10 ng/mL, cat. no. rcyc-hil1b, Invivogen).

### Assessment of EV uptake as prerequisite for immune activation

#### Evaluation of TLR2-mediated uptake of *Ef*-EVs

HEK-Dual™ hTLR2 and dTHP1-XBlue cells were seeded in 12-well plates at 5 × 10^5^ cells per well in 1 mL of medium. Cells were pretreated for 1 h at 37 °C with 5% CO_2_ in growth medium containing either anti-hTLR2-IgA mAb (1 µg/mL) or human IgA2 control mAb (1 µg/mL). Cells were then treated with DiI-labeled *Ef*-EVs (7000 EVs/cell) while maintaining antibody concentrations. After 4 and 24 h of incubation, dTHP1-XBlue cells were washed with PBS and detached using Accutase (cat. no. A6964, Sigma-Aldrich). Following the manufacturer’s instructions, HEK-Dual™ hTLR2 cells were washed and detached in PBS. As previously described, cells were then centrifuged at 500 × *g* for 4 min, re-suspended in PBS containing 2% FCS, and cellular uptake of EVs was immediately measured *via* flow cytometry (LSRFortessa, BD Bioscience). EV fluorescence was acquired in the phycoerythrin (PE) channel using the 561-nm laser for excitation and a 582/15 bandpass filter for emission detection. Furthermore, the NF-κB/AP-1 activity of the cells was measured after 24 h of incubation, as previously described.

EV uptake into dTHP1-XBlue cells was also assessed by confocal laser scanning microscopy (LSM710, Carl Zeiss AG) after 24 h of incubation. Briefly, cells (0.75 × 10^5^ cells per well) were plated and differentiated in µ-Slide 8-well chambered coverslip (cat. no. 80826, ibidi) in 300 µL medium per well. Cells were pretreated for 1 h at 37 °C with 5% CO_2_ in growth medium containing either anti-hTLR2-IgA mAb (1 µg/mL) or human IgA2 control mAb (1 µg/mL), followed by treatment with DiI-labeled *Ef*-EVs (7000 EVs/cell) while maintaining antibody concentrations. After 24 h of incubation, cells were washed with PBS to remove non-internalized EVs. Afterward, the membrane of cells was labeled by incubation with 5 µg/mL wheat germ agglutinin (WGA) fluorescein conjugate (cat. no. W834, Thermo Fisher) for 10 min at 37 °C. Cells were then fixed with 4% paraformaldehyde (PFA) in PBS for 15 min at RT. Nuclei were stained by incubating the fixed cells with 1 µg/mL of 4′,6-Diamidino-2-phenylindole dihydrochloride (DAPI, cat. no. 32670, Sigma-Aldrich) for 30 min at RT. Fluorescent spectra from DiI, fluorescein, and DAPI were recorded using a lambda scan with a C-Apochromat 63x/1.2 W Corr M27 objective lens (cat. no. 421787-9970-799, Carl Zeiss AG). Micrographs were extracted from lambda scans through linear unmixing using ZEN Black Edition 2012 (version no. 8.1, Carl Zeiss AG).

To further elucidate TLR2 engagement in EV uptake, internalization of Pam_3_CSK_4_-SUVs was monitored in dTHP1-XBlue cells. In detail, cells (5 × 10^5^ cells per well in 1 mL of medium in 12-well plates) were treated with 6 µM of SUVs composed of different amounts of Pam_3_CSK_4_ (0, 0.4, 0.04, or 0.004 mol% of total SUV lipid composition) for 18 h at 37 °C with 5% CO_2_. Alternatively, similar to previous experimental setups, cells were pretreated for 1 h at 37 °C with 5% CO_2_ in growth medium containing either anti-hTLR2-IgA mAb (1 µg/mL) or human IgA2 control mAb (1 µg/mL). Cells were then treated for 18 h with Pam_3_CSK_4_-SUVs (0.04 mol% of the total SUV lipid composition) at 37 °C with 5% CO_2_, while maintaining the antibody concentrations. Following treatment, SUV uptake was measured *via* flow cytometry. SUV fluorescence (Cy5) was detected in the allophycocyanin (APC) channel using the 640-nm laser for excitation and a 660/20 bandpass filter for emission detection. NF-κB/AP-1 activity of cells was quantified after 18 h of incubation, as previously described.

#### Toxicity screening of pharmacological inhibitors of endocytosis

The cytotoxic effects of pharmacological inhibitors of endocytosis were assessed in dTHP1-XBlue cells, which were plated and differentiated at a density of 1 × 10^5^ cells per well in 96-well plates with 200 µL of medium per well. Cells were exposed to varying concentrations of dynamin Inhibitor I (dynasore, from 20 µM to 200 µM, cat. no. 324410, Sigma-Aldrich), chloroquine diphosphate salt (chloroquine, from 10 µM to 100 µM, cat. no. C6628, Sigma-Aldrich), chlorpromazine hydrochloride (chlorpromazine, from 10 µM to 100 µM, cat. no. C8138, Sigma-Aldrich), amiloride hydrochloride hydrate (amiloride, from 20 µM to 200 µM, cat. no. A7410, Sigma-Aldrich), InSolution™ LY 294,002 (LY 294002, from 10 µM to 100 µM, cat. no. 440204, Sigma-Aldrich), and Cytochalasin D (CytD, from 0.1 µM to 40 µM, cat. no. C8273, Sigma-Aldrich) in 200 µL of fresh medium. After 4.5 h of incubation, the supernatants were aspirated, and cells were treated with 150 µL of 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) solution (0.5 mg/mL in medium, cat. no. M5655, Sigma Aldrich) for 1 h at 37 °C with 5% CO_2_. Subsequently, the supernatant was removed, and formazan crystals were dissolved by adding 100 µL of DMSO per well. Absorbance was measured at 560 nm using a microplate reader (GloMax^®^ Discover Multimode Microplate Reader).

#### Pharmacological inhibition of cellular uptake of *Ef*-EVs

The routes of *Ef*-EV uptake were studied using pharmacological inhibitors of endocytosis. Briefly, dTHP1-XBlue cells were plated and differentiated in 12-well plates at a seeding density of 5 × 10^5^ cells in 1 mL of medium per well. Cells were pretreated for 30 min at 37 °C with 5% CO_2_ in growth medium containing one of the following inhibitors: 100 µM of dynasore, 100 µM of chloroquine, 20 µM of chlorpromazine, 120 µM of amiloride, 100 µM of LY 294,002, or 5 µM and 40 µM of CytD. DiI-labeled *Ef*-EVs (7000 EVs/cell) were then added while maintaining the inhibitor concentrations. After 4 h of EV treatment, EV uptake was measured by flow cytometry as described above. EV fluorescence was acquired in the PE channel.

To evaluate potential fluorescence artifacts produced by unincorporated DiI, a control EV-mock solution (DiI control) was prepared by subjecting DiI resuspended in PBS (final DiI concentration: 2 µM) to SEC under identical conditions used for DiI-labeled *Ef*-EVs. The fraction corresponding to the EV elution profile was collected and applied to dTHP1-XBlue cells following the same treatment protocol used for labeled EVs. Potential nonspecific DiI-associated signals were assessed by acquiring dye fluorescence in the PE channel.

#### Assessment of immune activation during EV uptake inhibition

To investigate whether EV uptake is required to initiate inflammatory signaling, EV-induced NF-κB/AP-1 activity was assessed during inhibition of *Ef*-EV endocytosis. dTHP1-XBlue cells (1 × 10^5^ cells per well in a 96-well plate with 200 µL of medium per well) were pretreated for 30 min at 37 °C with 5% CO_2_ in growth medium containing 100 µM of dynasore. *Ef*-EVs (7000 EVs/cell) were then added while maintaining the inhibitor concentrations. Cell treatment consisting of *Ef*-EVs at 7000 EVs/cell was used as a positive control. Cells treated with growth medium alone and growth medium containing 100 µM of dynasore served as negative controls. After 24 h of treatment, NF-κB/AP-1 activity was quantified as described above.

### Cell viability assay

HUVECs and HMDMs were seeded in 96-well plates at a density of 1 × 10^4^ and 4 × 10^4^ cells per well, respectively. Both cell types were exposed to varying concentrations of *Ef*-EVs (1000, 5000, and 10,000 EVs per cell) in 200 µL of fresh medium. After 24 h of incubation, the supernatants were aspirated, and cells were treated with 150 µL of MTT solution (0.5 mg/mL in medium) for 2 h at 37 °C with 5% CO_2_. Subsequently, the supernatant was removed, and formazan crystals were dissolved by adding 100 µL of DMSO per well. Absorbance was measured at 560 nm using a microplate reader (GloMax^®^ Discover Multimode Microplate Reader).

### Macrophage morphology analysis

HMDMs were cultured and treated with *Ef*-EVs as described above. Changes in cell morphology were monitored using the IncuCyte S3 (Sartorius) equipped with the Cell-by-Cell Analysis Software Module (cat. no. 9600-0031, Sartorius). Cells were grouped based on their eccentricity into either round or elongated shapes [42].

### Gene expression in HMDMs and HUVECs

HMDMs (2.5 × 10^5^ cells per well in a 24-well plate) and HUVECs (1 × 10^5^ cells per well in a 24-well plate) were treated with *Ef*-EVs for 24–48 h (1000, 5000, and 10,000 EVs/cell in 500 µL medium). Three individual donors were used for each cell type. Total RNA was isolated using the Direct-zolTM RNA MiniPrep Kit (cat. no. R2052, Zymo Research). The concentration of isolated RNA was quantified by NanoDrop™ (Thermo Fisher Scientific). Equal amounts of RNA were reverse transcribed using the High Capacity cDNA Reverse Transcription Kit (cat. no. 4368813, Thermo Fisher Scientific) in the presence of RNase inhibitor (cat. no.10777-019, Invitrogen) according to the manufacturer’s instructions. Amplifications were carried out in 10 µL reaction solutions containing 0.25 µL of each primer (10 µM), and 2 µL of 5x Hot FIREPol EvaGreen qPCR Mix (cat. no. 08-24-00020, Solis BioDyne). The primer sequences for each transcript are detailed in Table 1. PCR assays were performed in a CFX96 touch™Real-Time PCR detection system (BioRad). Data were normalized to the beta-actin housekeeping gene (*ACTB*).

**Table 1:** Primer sequences used for qPCR

Gene	Accession number	Primer forward sequence	Primer reverse sequence
*ACTB*	NM_001101.3	TGCGTGACATTAAGGAGAAG	GTCAGGCAGCTCGTAGCTCT
*CCL2*	NM_002982.4	TTGATGTTTTAAGTTTATCTTTCATGG	CAGGGGTAGAACTGTGGTTCA
*CXCL8*	NM_000584.4	GAGAAGTTTTTGAAGAGGGCTGA	GCTTGAAGTTTCACTGGCATCT
*ICAM*	NM_000201.3	TGACCGTGAATGTGCTCTCC	TCCCTTTTTGGGCCTGTTGT
*IL10*	NM_000572	CAACAGAAGCTTCCATTCCA	AGCAGTTAGGAAGCCCCAAG
*IL1A*	NM_000575.5	GCGTTTGAGTCAGCAAAGAAGT	CATGGAGTGGGCCATAGCTT
*IL1B*	NM_000576.3	GGCTGCTCTGGGATTCTCTT	AGTCATCCTCATTGCCACTGTAA
*IL6*	NM_000600.5	ACATCCTCGACGGCATCTCA	TCACCAGGCAAGTCTCCTCATT
*NOS3*	NM_001160109.1	AACCCCAAGACCTACGTGC	CATGGTAACATCGCCGCAGA
*TLR2*	NM_003264.3	GGAGTTCTCCCAGTGTTTGGT	GCAGTGAAAGAGCAATGGGC
*TNF*	NM_000594.4	CTCCACCCATGTGCTCCTCA	CTCTGGCAGGGGCTCTTGAT
*TSC22D3*	NM_004089.3	CATGTGGTTTCCGTTAAGCTGG	AGGATCTCCACCTCCTCTCTC
*VCAM*	NM_001078.4	TTTGGATAATGTTTGCAGCTTCTCA	CACCTTCCCATTCAGTGGACTA
*VEGFA*	NM_001171623.1	CGCTTACTCTCACCTGCTTCTG	GGTCAACCACTCACACACACAC

### Uptake of *Ef*-EVs in HMDMs and HUVECs

HMDMs (2.5 × 10^5^ cells per well) were seeded in 24 well plates with 500 µL of medium per well, while HUVECs (1 × 10^5^ cells per well) were seeded in 12-well plates with 1 mL of medium per well. Cells were treated with DiI-labeled *Ef*-EVs (30,000 EV/cell) and incubated at 37 °C with 5% CO_2_ for up to 48 h. After 24 and 48 h of incubation, cells were washed with PBS and detached using Accutase. Cells were then centrifuged at 500 × *g* for 4 min, re-suspended in PBS containing 2% FCS, and cellular uptake of EVs was immediately measured *via* flow cytometry. EV fluorescence was acquired in the PE channel.

### Flow cytometry data collection and analysis

For all flow cytometry experiments, data were recorded using BD FACSDiva software (version no. 8.0.1, BD Bioscience) and further analyzed in FlowJo software (version no. 10.10.0, BD Bioscience). Analyses were exclusive to the evaluation of fluorescence intensity associated with singlet cells after the discrimination of cell debris and clumps.

### Extracellular flux analysis

Extracellular acidification rate (ECAR) was assessed using the Seahorse XFe-96 Flux Analyzer (Agilent, USA) with the Glycolysis Stress Test Kit (cat. no. 103020–100, Agilent), following the manufacturer’s recommendations. Briefly, HMDMs were seeded at a density of 8 × 10^4^ cells per well in XF-96-cell culture plates (cat. no. 103793–100, Agilent) and stimulated for 24 h with Pam_3_CSK_4_ (10 ng/mL), *Ef*-EVs (10,000 and 50,000 EVs/cell), or left untreated. Before the assay, cells were washed, and the medium was replaced with Seahorse XF RPMI medium, pH 7.4 (cat. no. 103681-100, Agilent) without glucose, phenol red, and sodium bicarbonate, supplemented with 5 mM HEPES and 2 mM L-glutamine. Cells were incubated at 37 °C for 1 h before the assay. The assay run was carried out in standard conditions (i.e., 3 injection cycles with a 3-minute mixing phase and a 3-minute measurement phase) using Glucose (final concentration: 25 mM), Oligomycin (final concentration: 1.5 µM), and 2-Deoxyglucose (final concentration: 50 mM) [47]. Hoechst 33,342 (cat. no. H3570, Thermo Fisher) was added at the final concentration of 20 µM for nuclear staining. Following the assay, the cell number per well was quantified by nuclei counting using Hoechst fluorescence detection on a Tecan Spark Cyto (Tecan), and analyzed with Image Analyzer™ software (Tecan). ECAR values were then normalized to Hoechst-positive nuclei counts and analyzed using Wave software (version 2.6.4, Agilent).

### In vivo zebrafish embryo model

#### Zebrafish husbandry

Zebrafish husbandry and all experimental procedures were conducted in compliance with the European Union Directive 2010/63/EU on the protection of animals used for scientific purposes and the German Animal Welfare Act (§ 11 Abs. 1 TierSchG). Zebrafish were maintained according to standard protocols [48] in an automated aquatic housing system (PENTAIR, Apopka) with regular monitoring to ensure the following conditions: pH 7.0 ± 0.1, temperature 28 ± 0.5 °C, conductivity 800 ± 50 µS, and a light-dark cycle of 14 h–10 h. The transgenic zebrafish line Tg(mpeg1.1:GFP)ka101, with green-fluorescent embryonic macrophages, was used in this study. Embryos and larvae were raised in fresh 0.3 × Danieau’s medium (17 mM NaCl, 2 mM KCl, 0.12 mM MgSO_4_, 1.8 mM Ca(NO_3_)_2_, 1.5 mM HEPES, 1.2 µM methylene blue, pH 7.1) at 28 °C. Larvae were euthanized by submersion in ice water for at least 12 h, no later than 120 h post-fertilization.

#### Maximum tolerated concentration

The maximum tolerated concentration (MTC) test was conducted as previously reported [49]. Zebrafish larvae (*n* = 20) were injected with 4 nL of either *Ef*-EVs (200,000 EVs) or PBS at the 3rd-day post fertilization (dpf) into the yolk sac.

#### Injection of *Ef*-EVs into the yolk sac and sample preparation

The injection and sample preparation for macrophage isolation were performed as previously described [49]. Zebrafish larvae were injected either with 4 nL of *Ef*-EVs or PBS (*N* = 3, 100–170 larvae/condition, 200,000 EVs/larva) into the yolk sac. Larvae were anesthetized in 250 µg/mL tricaine (ethyl 3-aminobenzoate methanesulfonate, cat. no. E10521, Sigma-Aldrich) 18 h after injection. Larvae were then homogenized using a 70 μm cell strainer and a syringe plunger. Cells were washed with cold buffer (PBS, 2 mM EDTA, 2% FCS), and centrifuged at 400 × *g* for 5 min at 4 °C. Pellets were re-suspended in the buffer, filtered through a 40 μm cell strainer, and centrifuged at 400 × *g* for 5 min at 4 °C. Cells were re-suspended in buffer and kept on ice until FACS analysis.

#### Fluorescence‑activated cell sorting (FACS) analysis

Forward scatter (FSC) and side scatter (SSC) were employed to identify cells while excluding cell debris. Initial tests confirmed the absence of doublet formation, enabling direct fluorescence gating. Cells with autofluorescence were excluded by gating parameters established by the use of wild-type zebrafish larvae (AB line, lacking GFP+ macrophages). Cells were then sorted based on their endogenous eGFP expression in the FL2 channel (λ_ex_ = 488 nm /λ_em_ = 525 nm) using the SH800S cell sorter (Sony).

#### RNA library preparation

Libraries were prepared from 20 ng of total RNA. For mRNA sequencing, a modified SmartSeq 2 protocol was applied. Briefly, 20 ng of total RNA per sample were used as input. RNA was primed by adding Oligo-dT Primer (5´AAGCAGTGGTATCAACGCAGAGTACTTTTT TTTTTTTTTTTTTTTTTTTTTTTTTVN, where V = A/C/G and N = any base, final concentration: 1 × 10^− 6^ M, 1 × 10^− 3^ M dNTPs (final concentration)) followed by a denaturation step at 72 °C for 3 min and immediate cooling on ice.

Reverse transcription was performed in a 10 µL volume reaction by using 0.5 µL Superscript II RT (200 U/µL, cat. no. 18064022, Thermo Fisher Scientific), 0.4 µL RNAse inhibitor (40 U/µL, cat. no. N2515, Promega), 5 × 10^− 3^ M dithiothreitol (DTT), 1 M Betaine, 6 × 10^− 3^ M MgCl_2_, and 1 × 10^− 6^ M TSO (B-AAGCAGTGGTATCAACGCAGAGTACAT997, B = 5’ biotin, 7 = LNA g, 9 = RNA‐G) under the following incubation conditions: 42 °C for 90 min, 10 × cycling of 50 °C for 2 min and 42 °C for 2 min, finalized by 70 °C for 15 min.

The preamplification of the cDNA was carried out using the KAPA HiFi HotStar Ready Mix (cat. no. KK2601, Roche) and 0.1 × 10^− 6^ M of the IS PCR primers (5´AAGCAGTGGTATCAACGCAGAGT) in a 25 µL volume reaction under the following PCR conditions: 98 °C for 3 min, 15 × cycling of 98 °C for 20 s, 67 °C for 15 s, 72 °C for 6 min and a final elongation at 72 °C for 5 min. The cDNA was purified using 0.8 × Agencourt AMPure XP Beads (cat. no. A63881, Beckman Coulter) and quantified with the help of the Qubit dsDNA HS Assay Kit (cat. no. Q32851, Thermo Fisher Scientific). cDNA integrity was examined *via* the analysis of the fragment size distribution by using a Qsep1 (Bioptic).

The libraries were prepared by applying a tagmentation-based approach using the Nextera DNA Library Preparation Kit (Illumina, FC‐131‐1024). For each cDNA, 8 ng were tagmented for 10 min at 55 °C using 1 µL of the Tagment DNA Enzyme 1 in 20 µL reaction, immediately followed by the purification of the tagmented fragments using the MinElute PCR Purification Kit (cat. no. 28004, Qiagen) according to the manufacturer’s instructions. The amplification of the libraries was performed in a 30 µL reaction using the NEBNext High‐Fidelity 2X PCR Master Mix (cat. no. M0541S, New England Biolabs) and 0.33 × 10^− 6^ M indexed adapters (5′AATGATACGGCGACCACCGAGATCTACAC[i5]TCGTCGGCAGCGTC and 5″CAAGCAGAAGACGGCATACGAGAT[i7]GTCTCGTGGGCTCGG; Illumina). The PCR conditions were: 75 °C 5 min, 98 °C 30 s, 9 × cycling of 98 °C 10 s, 63 °C 30 s, and 72 °C 1 min, finalized by a long elongation at 72 °C for 5 min. The libraries were purified using 0.9 × Agencourt AMPure XP Beads, and the final concentration was determined with qPCR using the NEBNext Library Quant Kit for Illumina for Illumina (New England Biolabs).

#### mRNA sequencing data processing and analysis

The libraries were sequenced on the Aviti platform (Element Biosciences) in 2 × 75 nt mode for 15–30 million reads per sample. Raw reads were processed using the nf-core/rnaseq pipeline (version no. 3.13.0dev, nf-core) for mRNA seq with Nextflow software (version no. 23.04.1, Seqera Labs). Briefly, FASTQ reads were adapted and quality-trimmed with Trim Galore! (version no. 0.4.2, Babraham Bioinformatics), and the reads were aligned to the GRCz10 reference genome using Grape-NF (version no. 433e7621f6), which combines STAR (version no. 2.4.0j) for the alignment and RSEM (no. version 1.2.21) for the read assignment. Differential gene expression (DGE) analysis was carried out in R (version no. 4.4.3, The R Foundation) with the DESeq2 package. DGE was considered by a log2 fold change of 1 (fold change of 2) and a p-value < 0.05. Principal component analysis was performed using the transformed transcripts per kilobase million (TPM) values of all annotated protein-coding genes. Volcano plot and heatmap show all differentially expressed genes (DEGs) (p-value < 0.05). Subsequently, the TPM values of the DEGs were subjected to k-means clustering with iDEP.96 [50]. The raw and processed data were stored in the Gene Expression Omnibus (GEO) database under the accession number GSE304960.

### Statistics

If not stated differently, results are presented as mean ± standard deviation (SD), where N indicates the number of independent experiments and n the number of replicates per experiment. Statistical analyses, specified in the figure legends, were conducted using data from at least three independent experiments using GraphPad Prism software (version no. 10.4.1, GraphPad). Statistical significance was established at *p* < 0.05.

## Results

### Isolation and characterization of *Ef*-EVs

EVs were isolated from *E. faecalis* DSM 20478 cultures at the late phase of exponential growth (Fig. 1A). After EV concentration by UC, *Ef*-EVs were purified by SEC, collecting 40 fractions of 1 mL each. The protein content in the eluted fractions was quantified using a BCA assay (Fig. 1B). Particle size distribution and particle concentration of *Ef*-EV suspensions were characterized by NTA (Fig. 1C), indicating an average particle mean size of 167.7 ± 13.6 nm, with a mode size of 134.6 ± 6.6 nm, and concentration of 1.067 × 10^11^ ± 0.28 × 10^11^ particles per milliliter. Morphology characterization of *Ef*-EVs by cryo-TEM confirmed their spherical, membrane-bound structure (Fig. 1D).

**Fig. 1:**
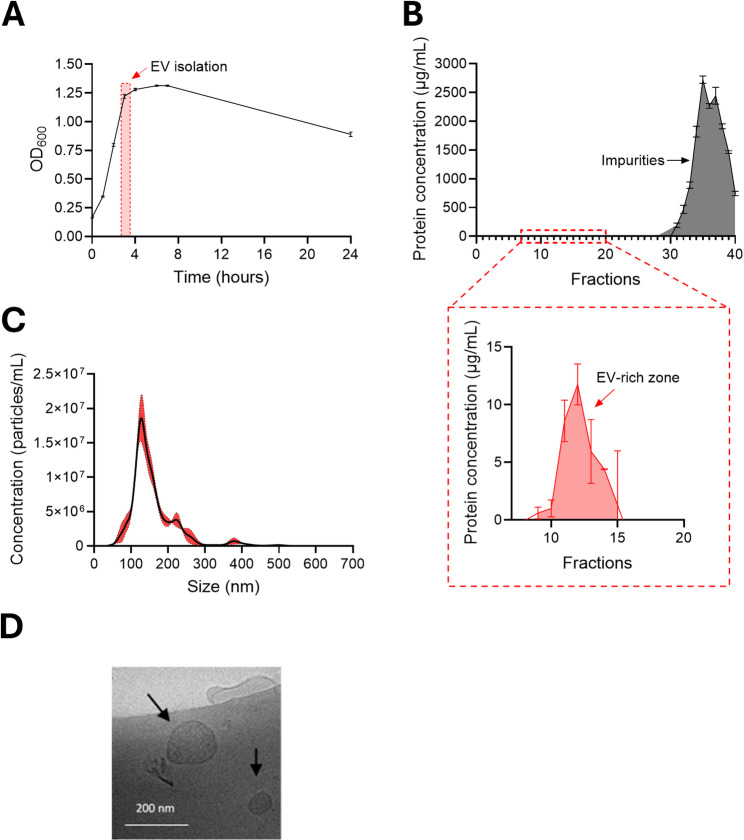
Isolation and characterization of *Ef*-EVs. **A** Growth curve of *E. faecalis* DSM 20478. The optical density (OD_600_) was measured from *E. faecalis* cultures in BHI medium grown under static conditions at 37 °C. Results are shown as mean ± SD (*N* = 3, *n* = 3). **B** Representative chromatogram obtained by protein concentration analysis of eluted fractions after size exclusion chromatography. Protein concentration was quantified by the BCA assay. The upper panel indicates the protein concentration of the first forty 1-mL fractions, indicating the elution peak corresponding to impurities (black area). The zoomed lower panel shows the protein concentration of the first 20 fractions, highlighting the EV-rich zone (red area). Results are shown as mean ± SD (*n* = 3). **C** Representative size distribution of particles in the vesicle-richest fraction by Nanoparticle Tracking Analysis. **D** Representative cryo-TEM image of *Ef*-EVs in the vesicle-richest fraction (scale bar = 200 nm)

### Size comparison of *Ef*-EVs derived from clinical *E. faecalis* bloodstream isolates

EVs were isolated from cultures of four different clinical *E. faecalis* bloodstream isolates and the type strain *E. faecalis* DSM 20478 at the late phase of exponential growth (Figure S1). EVs were purified and characterized by NTA (Figure S2). The resulting mean size and mode size of EVs ranged from ~ 180 to 217 nm and ~ 143 to 175 nm, respectively (Fig. 2). No statistically significant differences in size were observed among *Ef*-EVs derived from the analyzed strains.

**Fig. 2:**
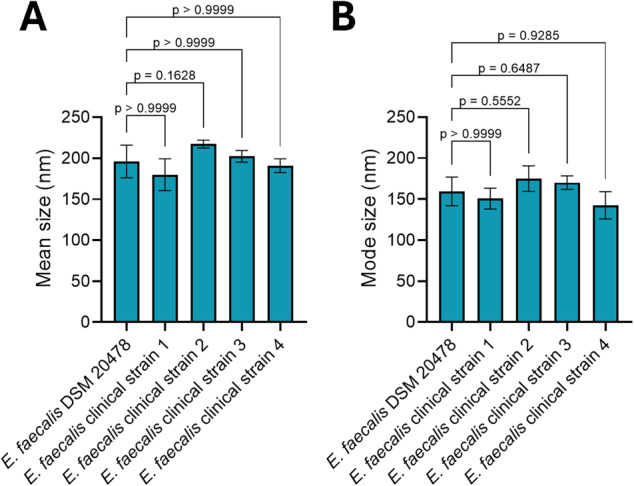
Particle size characterization of EVs derived from clinical *E. faecalis* bloodstream isolates and the type strain *E. faecalis* DSM 20478 as measured by NTA. **A** Average mean size and (**B**) average mode size of *Ef*-EVs. Results are presented as mean ± SD (*N* = 1, *n* ≥ 3) and were analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison *post hoc* test

### *Ef*-EVs induce NF-κB/AP-1 activation in human reporter macrophages *via* TLR2 signaling

We first studied whether *Ef*-EVs could induce pro-inflammatory responses in human macrophages by quantifying NF-κB/AP-1 activation in dTHP1-XBlue cells in response to *Ef*-EVs from the type strain *E. faecalis* DSM 20478 at different concentrations (100 − 50,000 EVs per cell). Our results demonstrated that *Ef-*EVs triggered the activation of the NF-κB/AP-1 pathways in human macrophages, following a dose-dependent pattern (Fig. 3A). Concentrations of 5000 EVs per cell and higher led to a statistically significant increase in NF-κB/AP-1 activity compared to the untreated control. Comparable dose-dependent pro-inflammatory effects were observed when dTHP1-XBlue cells were treated with EVs derived from clinical *E. faecalis* bloodstream isolates (Figs. 3B and S3). Given the comparable activation profiles induced by *Ef*-EVs from bloodstream isolates and the type strain, all subsequent mechanistic studies were conducted using *Ef*-EVs derived from *E. faecalis* DSM 20478.

TLR2 is the principal PRR involved in the recognition of components that assemble the cell wall of Gram-positive bacteria, including LTA and acylated lipoproteins [31, 51]. We therefore investigated whether TLR2 mediates EV-induced inflammation.

As dTHP1-XBlue cells can activate NF-κB/AP-1 *via* activation of a wide array of PRRs, including surface and endosomal TLRs and NLRs, we assessed the dependency of TLR2 signaling during EV-induced inflammation by blocking TLR2 binding sites using a neutralizing antibody before *Ef*-EVs treatment. Cells were treated with varying concentrations of anti-hTLR2-IgA mAb or its isotype control (i.e., human IgA2 control mAb) 1 h before and throughout 24 h of incubation with *Ef*-EVs. As controls, cells were either treated with the TLR2 ligand Pam_3_CSK_4_ or the TLR4 ligand LPS under identical culture conditions. Post-treatment, the effect of TLR2 blockade on stimulus-induced inflammation was assessed by measuring NF-κB/AP-1 activation. As shown in Fig. 3C, NF-κB/AP-1 activation induced by *Ef*-EVs was gradually inhibited by anti-hTLR2-IgA mAb in a similar fashion as for Pam_3_CSK_4_ (Fig. 3D). Conversely, LPS-induced activation remained unaffected regardless of antibody concentration (Fig. 3E). Hence, it indicated that the inflammatory effects of *Ef*-EVs are driven by TLR2 signaling.

**Fig. 3:**
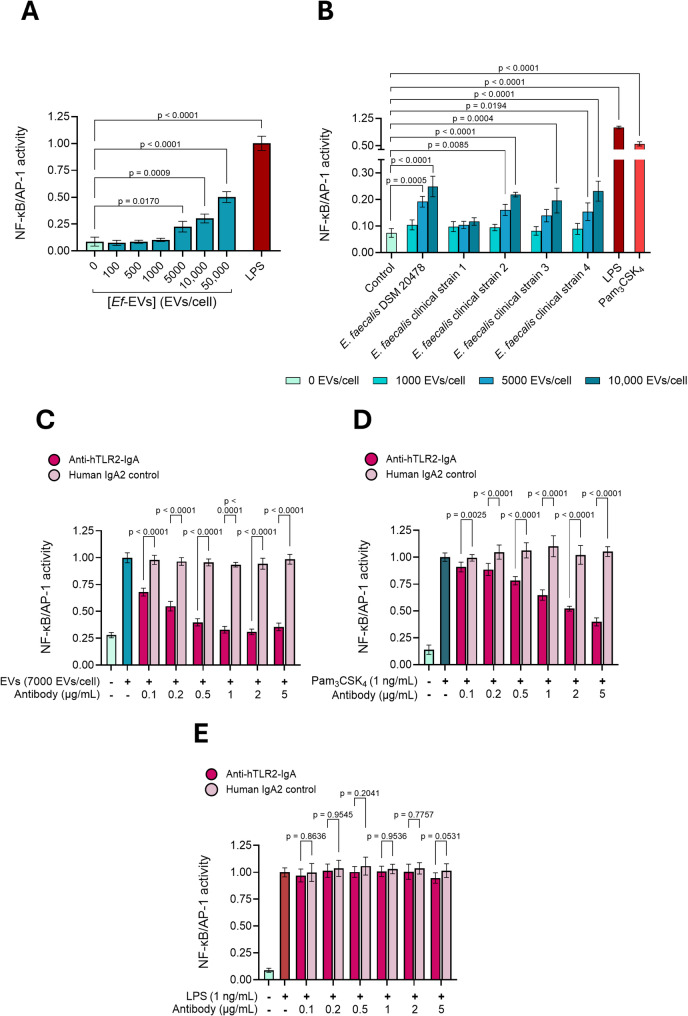
*Ef*-EVs activate the NF-κB/AP-1 pathways in human reporter macrophages *via* TLR2 signaling. **A** dTHP1-XBlue cells were treated with *Ef*-EVs (100 − 50,000 EVs/cell). LPS (100 ng/mL) was used as a positive control. **B** dTHP1-XBlue cells were treated with EVs derived from clinical *E. faecalis* bloodstream isolates (1000-10,000 EVs/cell). LPS (100 ng/mL) and Pam_3_CSK_4_ (100 ng/mL) were used as positive controls. C-E) dTHP1-XBlue cells were pretreated with increasing concentrations (from 0.1 to 5 µg/mL) of anti-hTLR2-IgA mAb (dark pink) or human IgA2 control mAb (light pink) for 1 h. Subsequently, cells were treated with either (C) EVs (7000 EVs/cell), (D) Pam_3_CSK_4_ (TLR2 ligand, 1 ng/mL), or (E) LPS (TLR4 ligand, 1 ng/mL) in the presence of antibodies for 24 h. Cells treated with cell culture medium supplemented only with *Ef*-EVs (7000 EVs/cell) in (C, blue), Pam_3_CSK_4_ (1 ng/mL) in (D, dark blue), or LPS (1 ng/mL) in (E, red) were used as positive activating controls while cells treated with cell culture medium supplemented alone (**C**-**E**, light green) were used as negative controls. NF-κB/AP-1 activation was measured as the activity of secreted SEAP and expressed as a normalized value relative to the positive controls. Data are shown as means ± SD of three independent experiments (*N* = 3, *n* ≥ 3) and analyzed either by Kruskal-Wallis test followed by Dunn’s multiple comparison *post hoc* test in (A and B) or by two-way analysis of variance (ANOVA) followed by Šídák multiple comparison *post hoc* test in (**C**-**E**)

### TLR2 is not an endocytic receptor for EV uptake

After identifying TLR2 as the receptor responsible for EV-induced inflammatory signaling, we focused on dissecting its role during EV uptake and the possible connection between EV uptake and immune activation. Consistent with our previous experimental setup, we investigated the role of TLR2 by subjecting dTHP1-XBlue (Fig. 4) and HEK-Dual™ hTLR2 cells (Figure S4) to TLR2 blockade, while simultaneously monitoring EV internalization and NF-κB/AP-1 activation. To this end, cells were treated with anti-hTLR2-IgA mAb or its isotype control antibody for 1 h before and during subsequent incubation with fluorescently labeled *Ef*-EVs (DiI-labeled *Ef*-EVs). Control treatments using SEC-fractionated DiI in PBS (final DiI concentration: 2 µM, DiI control) confirmed the absence of detectable DiI fluorescence (Figure S5), excluding dye-derived artifacts in the uptake assays. EV uptake was monitored after 4 and 24 h, and NF-κB/AP-1 activation was quantified after 24 h of treatment.

As shown in Figs. 4 and S4, EV uptake increased over time, and its extent varied between the reporter cell lines. However, EV internalization and fluorescence intensity was equal among cells treated with anti-hTLR2-IgA mAb, the isotype control, or the control condition (i.e., EVs in cell culture medium), regardless of the analyzed time point (Figs. 4A-C, S4 A-C, and S6). Notably, and consistent with our previous observations, TLR2 blockade reduced the EV-induced NF-κB/AP-1 activation (Figs. 4D and S4D). Consequently, our results implied that while TLR2 recognizes ligands carried by *Ef*-EVs and mediates downstream inflammatory signaling, it does not function as an endocytic receptor for EV uptake.

**Fig. 4:**
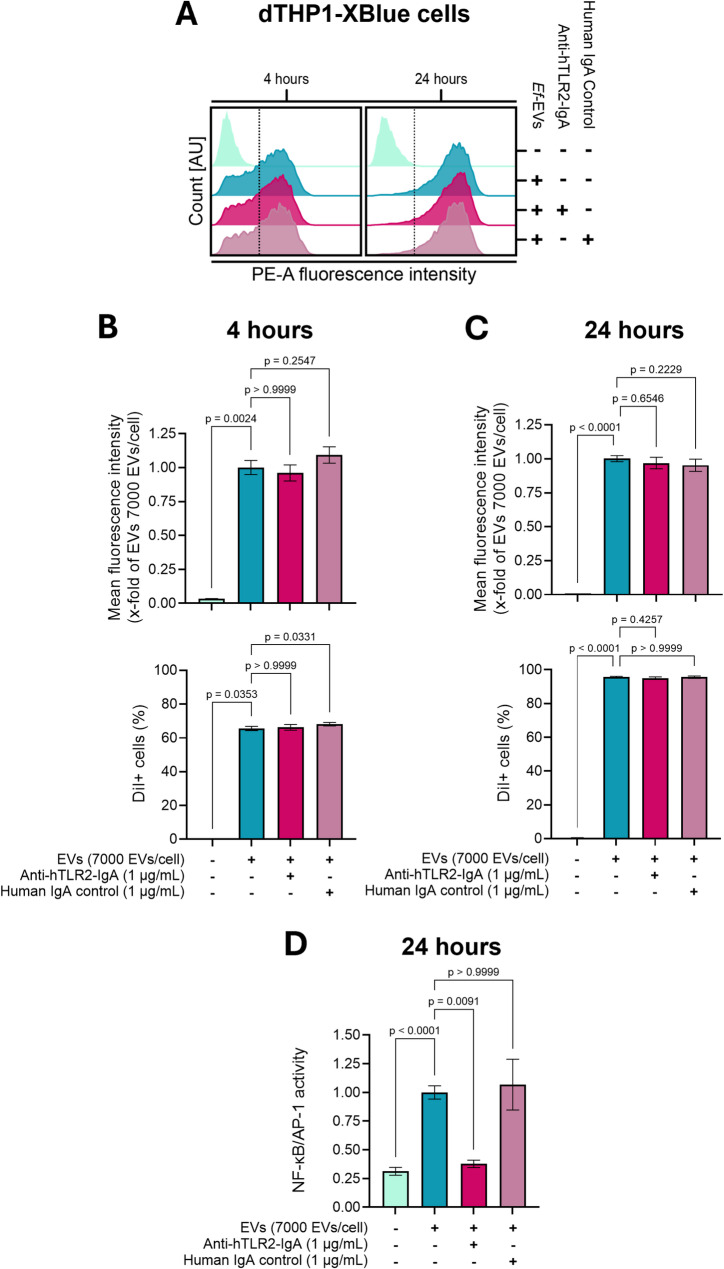
TLR2 controls EV-induced immune activation but does not function as an endocytic receptor for EV uptake. dTHP1-XBlue cells were pretreated with anti-hTLR2-IgA mAb (1 µg/mL) or human IgA2 control mAb (1 µg/mL) for 1 h. Cells were then treated with DiI-labeled *Ef*-EVs (7000 EVs/cell) in the presence of antibodies for 4 and 24 h. Cells incubated in cell culture medium alone were used as negative controls. Cells treated with cell culture medium supplemented with DiI-labeled *Ef*-EVs (7000 EVs/cell) were used as positive activating controls. For EV internalization assays, mean fluorescence intensity (B and C, upper panel) and EV-positive cells (B and C, lower panel) were quantified after 4 (**A** and **B**) and 24 h (**A** and **C**) of EV treatment by measuring fluorescence intensity associated with DiI-labeled *Ef*-EVs on the PE channel. NF-κB/AP-1 activation in D was measured after 24 h of EV incubation as the activity of secreted SEAP and expressed normalized to the positive controls. Quantitative results are presented as mean ± SD (*N* = 3, *n* = 3) and were analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison *post hoc* test

To further investigate the relationship between TLR2-mediated inflammatory activation and vesicle uptake, we examined the inflammatory effects and internalization dynamics of synthetic EVs, i.e., small unilamellar vesicles (SUVs) formulated with 79 mol% Egg PC, 20 mol% Egg PG, and 1 mol% 18:1 Cyanine 5 PE – to mirror key features of stability and negative charge found in EVs derived from both eukaryotic and prokaryotic cells [45] – and functionalized with Pam_3_CSK_4_ in order to minimally emulate the TLR2 ligand payload of Gram-positive bacterial EVs, hereafter called Pam_3_CSK_4_-SUVs. dTHP1-XBlue cells were treated with 6 µM of Pam_3_CSK_4_-SUVs – designed to resemble *Ef*-EVs in size (average mean size ≈ 150 nm, average mode size ≈ 145 nm; Figure S7) – functionalized with increasing amounts of Pam_3_CSK_4_ (from 0 to 0.4 mol% total SUV lipid composition) for 18 h. Following treatment, both NF-κB/AP-1 activation and SUV uptake were quantified. As shown in Fig. 5C, NF-κB/AP-1 activation increased as a function of Pam_3_CSK_4_ content; however, such differential TLR2 engagement did not translate into differences in SUV internalization across the evaluated conditions (Figs. 5A and B).

**Fig. 5:**
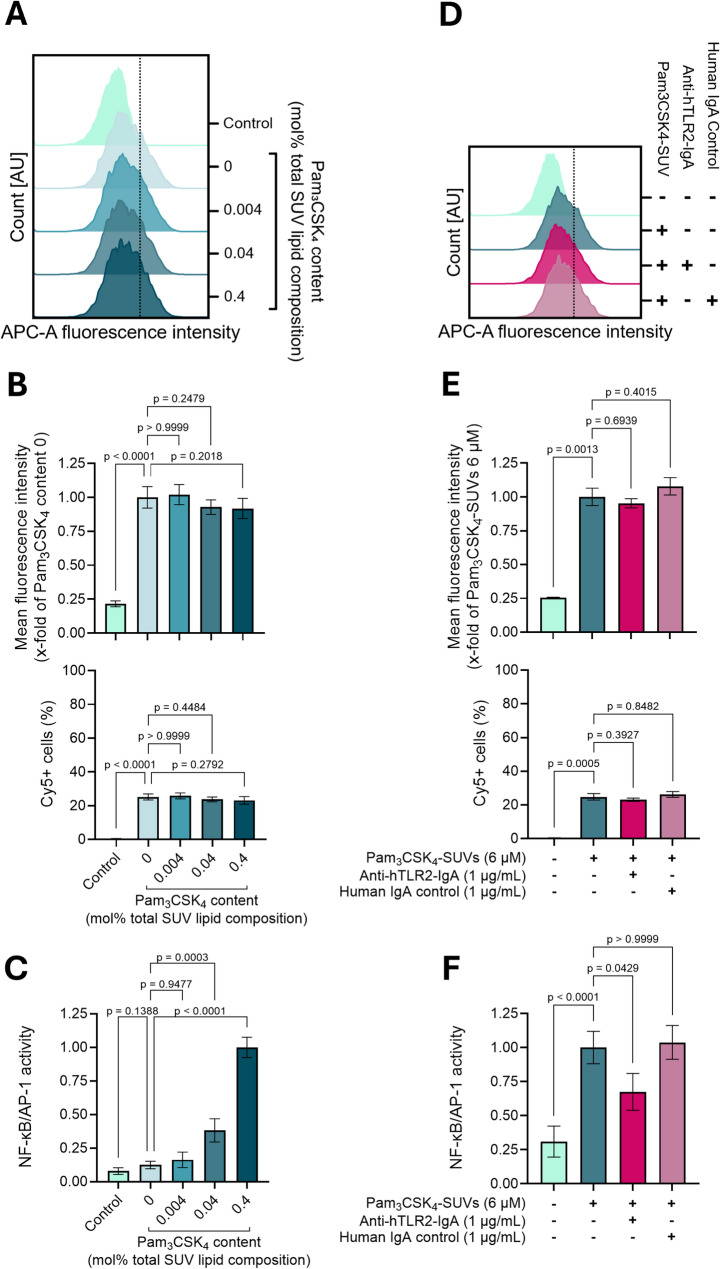
TLR2 engagement by Pam_3_CSK_4_-SUVs triggers inflammatory activation but does not enhance SUV internalization. **A**-**C**) dTHP1-XBlue cells were treated with Pam_3_CSK_4_-SUVs (6 µM) containing increasing amounts of Pam_3_CSK_4_ (from 0 to 0.4 mol% total SUV lipid composition) for 18 h. Cells incubated in cell culture medium alone were used as negative controls. Cells treated with cell culture medium containing Pam_3_CSK_4_-SUVs (6 µM, Pam_3_CSK_4_ composition = 0.4 mol% total SUV lipid composition) were used as positive activating controls. **D**-**F**) dTHP1-XBlue cells were pretreated with anti-hTLR2-IgA mAb (1 µg/mL) or human IgA2 control mAb (1 µg/mL) for 1 h. Cells were then treated with Pam_3_CSK_4_-SUVs (6 µM, Pam_3_CSK_4_ composition = 0.04 mol% total SUV lipid composition) in the presence of antibodies for 18 h. Cells treated with cell culture medium containing Pam_3_CSK_4_-SUVs (6 µM, Pam_3_CSK_4_ composition = 0.04 mol% total SUV lipid composition) were used as positive activating controls. For both experiments, cells incubated in cell culture medium alone were used as negative controls. Mean fluorescence intensity (B and E, upper panel) and SUV-positive cells (B and E, lower panel) were quantified after 18 h of treatment by measuring fluorescence intensity associated with SUVs on the APC channel. In C and F, NF-κB/AP-1 activation was measured after 18 h of SUV treatment as the activity of secreted SEAP and expressed normalized to the positive controls. Quantitative results are shown as mean ± SD (*N* = 3, *n* = 3) and were analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison *post hoc* test

### Immune activation is independent of EV internalization

Having identified that TLR2 drives EV-induced inflammatory signaling but does not facilitate EV uptake, we next sought to elucidate the mechanisms of *Ef*-EV uptake and determine whether internalization is functionally linked to immune activation. Accordingly, we investigated the routes of EV uptake in dTHP1-XBlue cells pretreated with pharmacological inhibitors of endocytosis for 30 min and subsequently incubated with DiI-labeled *Ef*-EVs for 4 h in the continued presence of the inhibitors. The concentration of the inhibitors used for this study was determined based on toxicity screening, ensuring minimal adverse effects on cell viability (Figure S8).

First, as shown in Fig. 6, we observed that EV internalization was reduced by cytochalasin D (CytD), an inhibitor of actin polymerization, in a dose-dependent manner, being almost completely suppressed at the highest concentration tested. These results indicate that the endocytic mechanisms underlying EV uptake are actin-dependent.

**Fig. 6:**
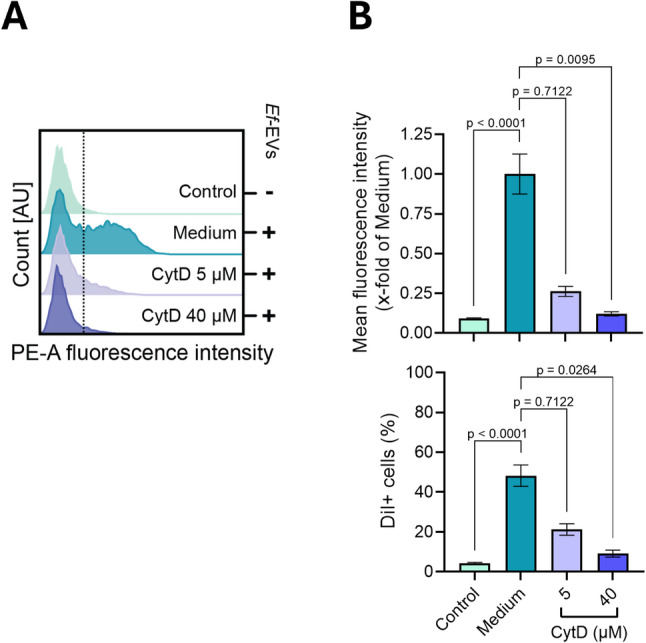
*Ef*-EV internalization depends on actin reorganization. **A** and **B**) dTHP1-XBlue cells were pretreated with CytD (5 µM and 40 µM) for 30 min. Afterward, cells were incubated with DiI-labeled *Ef*-EVs (7000 EVs/cell) in the presence of the inhibitor for 4 h. Mean fluorescence intensity (B, upper panel) and EV-positive cells (B, lower panel) were quantified by measuring fluorescence intensity associated with DiI-labeled *Ef*-EVs on the PE channel. Cells treated by EVs in cell culture medium were used as positive uptake controls. Quantitative results are presented as mean ± SD of three independent experiments (*N* = 3, *n* = 3) and were analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison *post hoc* test

We next examined the contribution of specific endocytic routes during EV uptake using pathway-specific inhibitors. As shown in Fig. 7A and B, under control conditions (i.e., EVs in cell culture medium or medium containing DMSO), ~ 60% of cell internalized EVs after 4 h of treatment. Inhibition of phagocytosis and macropinocytosis with LY294002 and amiloride, respectively, resulted in minor (i.e., ⁓55% EV-positive cells) and statistically non-significant reductions in the percentage of EV-positive cells. However, both inhibitors markedly reduced the mean fluorescence intensity compared to control treatments, with LY294002 inducing a two-fold reduction. The inhibition of clathrin-mediated endocytosis by both chloroquine and chlorpromazine reduced EV uptake, resulting in ⁓50% EV-positive cells and a two-fold decrease in the mean fluorescence intensity. Notably, the strongest inhibition of EV uptake was observed following treatment with dynasore, an inhibitor of all dynamin-dependent endocytic pathways, which resulted in a two-fold reduction in the percentage of EV-positive cells and a three-fold decrease in the mean fluorescence intensity. These findings suggest that *Ef*-EVs are internalized through multiple endocytic mechanisms, principally within the spectrum of dynamin-dependent pathways.

To investigate whether EV internalization is required for immune activation, we next assessed NF-κB/AP-1 activity in dTHP1-XBlue cells after 24 h *Ef*-EV treatment in the presence of dynasore. As shown in Fig. 7C, the inhibition of EV uptake did not affect NF-κB/AP-1 activation. These results implied that immune activation induced by *Ef*-EVs is independent of EV endocytosis, suggesting that inflammatory signaling is initiated at the cell surface of host macrophages upon receptor engagement. As dTHP1-XBlue cells express multiple PRRs, uptake inhibition experiments were interpreted as assessing the requirement for vesicle internalization per se, rather than involvement of receptor-specific signaling pathways.

**Fig. 7:**
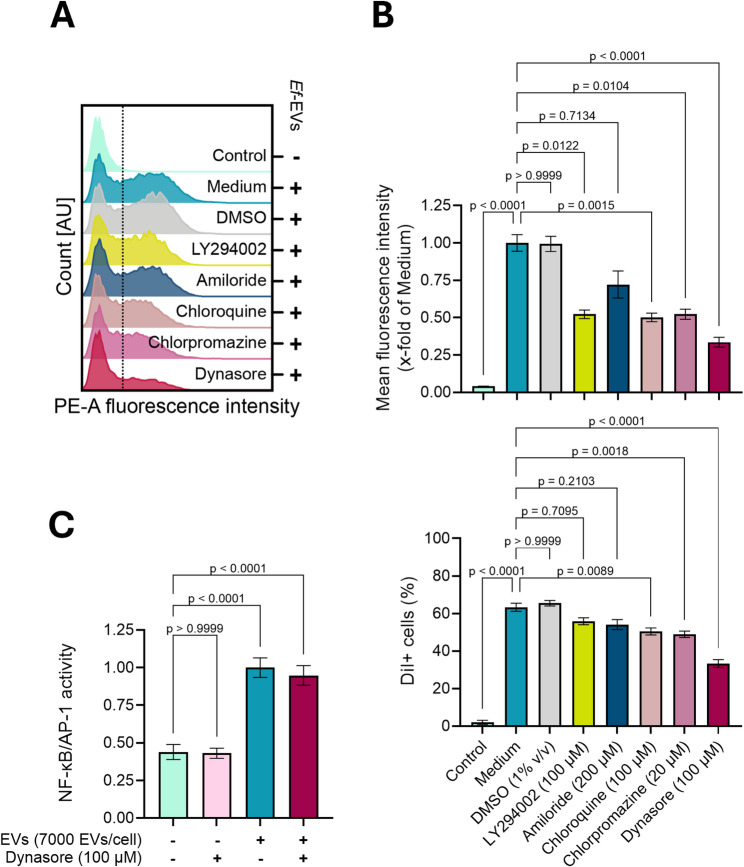
Routes of *Ef*-EV uptake. **A** and **B**) dTHP1-XBlue cells were pretreated with pharmacological endocytosis inhibitors for 30 min. Afterward, cells were incubated with DiI-labeled *Ef*-EVs (7000 EVs/cell) in the presence of inhibitors for 4 h. Mean fluorescence intensity (B, upper panel) and EV-positive cells (B, lower panel) were quantified by measuring fluorescence intensity associated with DiI-labeled *Ef*-EVs on the PE channel. Cells treated by EVs dispersed in cell culture medium or medium containing DMSO (1% v/v) were used as positive uptake controls. **C**) dTHP1-XBlue cells were pretreated with dynasore at 100 µM for 30 min. Afterward, cells were incubated with *Ef*-EVs (7000 EVs/cell) in the presence of dynasore at 100 µM for 24 h. Cells treated with cell culture medium supplemented only with *Ef*-EVs (7000 EVs/cell) were used as positive activating controls. NF-κB/AP-1 activation was measured as the activity of secreted SEAP and expressed as a normalized value relative to the positive control. Quantitative results are presented as mean ± SD of three independent experiments (*N* = 3, *n* ≥ 3) and were analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison *post hoc* test

### Transcriptomic analyses of macrophages derived from EV-treated zebrafish larvae revealed the functional impact of *Ef*-EVs on inflammation and metabolism

Following our observations on the in vitro pro-inflammatory effects of *Ef*-EVs, we examined the impact of EVs on host innate immunity using zebrafish larvae as a relevant 3R-compatible in vivo model system [52]. *Ef*-EVs were injected into the yolk sac of 3-dpf zebrafish larvae, and their effects on the transcriptomic profile of macrophages were assessed by RNA-Seq analysis. 

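The data behind this experiment are 6 libraries, 3 from larvae injected with *Ef*-EVs and 3 from larvae injected with PBS. The larvae carry GFP under the promoter of the macrophage gene mpeg1, so that their macrophages can be sorted by fluorescence. Each larva received 4 nL at 3 dpf, with 200000 *Ef*-EVs in the treated group, and 100 to 170 larvae were used per condition. GFP-positive cells were collected 18 h later, so each library holds RNA of cells sorted from many larvae, and the library is the replicate. RNA was primed with oligo-dT, preamplified and tagmented, and the paper states between 15000000 and 30000000 reads per sample, sequenced as pairs of 75 nt. The authors aligned the reads to the zebrafish genome GRCz10 with STAR, assigned them to genes with RSEM and deposited TPM values, which are scaled by transcript length and to a common total per library. The table lists 15725 genes by their Ensembl identifiers, 14813 of them with a name in the sources used here, and some of these names are human symbols. The listed TPM values sum to between 995678 and 997151 per library. They therefore hold no read depth, and a counting error per gene cannot be given. The number of genes with at least 1 TPM was 12676, 13539 and 13835 in the PBS libraries numbered 1, 2 and 3, and 11787, 13325 and 13122 in the *Ef*-EV libraries with the same numbers.

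From these values, log2(TPM + 0.5) was computed for the 13705 genes with a mean of at least 1 TPM over the 6 libraries, and the groups were compared with limma with an intensity trend and without a replicate block. Fold changes are therefore on the log2(TPM + 0.5) scale, which understates the change of genes with low values. A gene was called differentially expressed at the study's own thresholds, an unadjusted p below 0.05 and an absolute log2 fold change above 1. With 3 libraries against 3, the smallest p that a 2-sided exact permutation test can give is 0.1. The median log2 fold change over all tested genes was -0.08, and rescaling the TPM by median-of-ratios factors moved it to 0.02.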

No signs of toxicity were observed in zebrafish larvae injected with *Ef*-EVs or PBS, i.e., the control group (Figure S9). Green-fluorescent embryonic zebrafish macrophages were isolated by FACS 18 h post-injection from both EV-treated and control groups for downstream analysis.

Principal component analysis confirmed a separation between the experimental groups, with principal components (PCs) 1 and 2 accounting for 48% and 22% of the variance, respectively (Fig. 8A). 

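In the log2(TPM + 0.5) values of the 13705 tested genes, the first principal component held 51.8% of the variance and the second 20.1%. On the first, both libraries numbered 1 lay on one side, at -65.8 for PBS and -95.2 for *Ef*-EV, and the other 4 libraries lay between 32.6 and 51.4. Replicate number accounted for 97.2% of the spread along this component and treatment for 2.09%. On the second component every *Ef*-EV library, at 4.26, 23.5 and 54.5, lay above every PBS library, at -8.97, -64.0 and -9.21 (2-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Treatment accounted for 57.7% of the spread along it. Over all tested genes, treatment accounted for 16.9% of the sum of squares, where splits into 3 and 3 average 20% without an effect and without pairing. By the values, the replicate numbers pair the libraries, and the 4 splits that part all 3 numbers gave 11.9% on average, of which the real one gave the largest share (exact permutation test, p = 0.25, the smallest that 4 splits allow). Among all 10 splits into 3 and 3, 5 gave a share as large, 4 of them by keeping both libraries numbered 1 together. Replicate number accounted for 64.3%, where 40% is the average without an effect. The share by treatment was 30.0% without the PBS library numbered 1 and 28.5% without the *Ef*-EV library numbered 1, where 25% is the average without an effect in 5 libraries. It was 17.1% and 19.1% without the PBS libraries numbered 2 and 3, and 20.3% and 18.8% without the *Ef*-EV libraries numbered 2 and 3. This average is for unpaired libraries, and leaving out 1 library numbered 1 leaves the other in 1 group only.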

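Of the 623 genes in Tables S2 and S3, 540 had a mean of at least 1 TPM and were tested here. The fold change of all 540 had the direction given in the tables, and 338 of them were called at the study's thresholds, 105 of the 216 tested genes of Table S2 and 233 of the 324 of Table S3. Every *Ef*-EV library lay on one side of every PBS library for 101 of the 216 rises and 236 of the 324 falls, where chance gives 10% of unselected genes in unpaired libraries and fewer in paired ones. These genes were chosen by the study on the same 6 libraries, so their separation is not independent evidence. Between the libraries numbered 1, 313 of the 324 falls went down from PBS to *Ef*-EV, with a median log2 difference of -1.29, beside -1.47 and -1.61 between the libraries numbered 2 and 3. The number of these genes called fell to 160 when a mean of at least 5 TPM was required, a filter that leaves fewer genes to test. It was 189 without the PBS library numbered 2, 207 without the PBS library numbered 3 and 200 without the *Ef*-EV library numbered 3.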

Hierarchical clustering of differentially expressed genes (DEGs) demonstrated distinct gene expression profiles between the experimental groups, as visualized in the heatmap (Fig. 8B). 623 DEGs were identified (fold change > 2, and p < 0.05), of which 230 were upregulated, and 393 were downregulated in the Ef-EV group compared to PBS controls (Fig. 8C). 

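At the same thresholds, limma called 454 of the 13705 tested genes, 132 higher and 322 lower in the *Ef*-EV group. At an unadjusted p below 0.05 alone the count was 727, and at a Benjamini-Hochberg adjusted p below 0.05 limma called 0 genes, the smallest adjusted p being 0.908. Groups did not overlap for 379 of the 454 called genes and for 1489 of all tested genes, or 10.9%. Chance gives 10% in unpaired libraries, and the other 3 splits that part all 3 numbers, as the real one does, gave 2.74%, 3.79% and 7.12%. Requiring a mean of at least 5 TPM lowered the count to 209, and array weights raised it to 971. These weights were 3.77 for the *Ef*-EV library numbered 2, and 0.31 and 0.49 for the *Ef*-EV and PBS libraries numbered 1. The others lay between 1.07 and 1.46, so results with array weights lean most on the *Ef*-EV library numbered 2. With the replicate number as a block limma called 838 genes, among them all 454. It called 0 at adjusted p, the smallest being 0.0685, with 1827 at an unadjusted p below 0.05. The split into rises and falls depended on scaling, with 199 higher and 272 lower after median-of-ratios rescaling, 213 higher and 244 lower after quantile normalization, and 435 higher and 536 lower with array weights. Single libraries also moved the count, to 798 without the PBS library numbered 1, 274 without the PBS library numbered 2, 700 without the *Ef*-EV library numbered 1 and 271 without the *Ef*-EV library numbered 3.

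Among called genes with a name and with groups that did not overlap, the largest rises were in SAA2, with a log2 fold change of 3.47 (standard error 0.86), apoa4a, with 3.202 (standard error 1.11), cox4i1l, with 2.85 (standard error 0.77), si:ch73-90p23.1, with 2.82 (standard error 1.07), and adm2a, with 2.68 (standard error 0.76). The largest falls were in si:dkey-205h13.2, with -4.67 (standard error 1.40), zgc:165423, with -3.62 (standard error 0.69), mhc2dab, with -3.58 (standard error 1.096), CALB2, with -3.32 (standard error 0.68), and krt1-c5, with -3.30 (standard error 0.61). Their adjusted p from limma was 0.918 for si:ch73-90p23.1 and 0.908 for the others. With the replicate block it ran from 0.0685 (cox4i1l and zgc:165423) to 0.223 (si:ch73-90p23.1). Among them, apoa4a was listed at 0 in the PBS library numbered 2, adm2a at 0 in the PBS library numbered 3 and si:dkey-205h13.2 at 0 in the *Ef*-EV library numbered 3, so these fold changes depend on the pseudocount. Those of genes with low values above 0 did so too. With pseudocounts of 0.1 and 1, krt1-c5 was at -4.13 and -2.74, zgc:165423 at -4.06 and -3.28 and CALB2 at -3.68 and -3.02.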

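Values for 4 inflammatory genes, tnfa (ENSDARG00000009511), il6 (ENSDARG00000102318), il1b (ENSDARG00000098700) and cxcl8a (ENSDARG00000104795), and for 3 glycolytic genes, aldoaa (ENSDARG00000011665), pgam1a (ENSDARG00000005423) and hk1 (ENSDARG00000039452), were taken from the deposited table, where aldoaa and hk1 carry human symbols. On average all 7 were higher in the *Ef*-EV group. tnfa was at 14.2 ± 3.76 TPM in the PBS group and 62.4 ± 48.0 TPM in the *Ef*-EV group (SD, n = 3 libraries each), a log2 fold change of 1.64 (standard error 0.75, limma adjusted p = 0.938). il6 rose from 2.13 ± 1.03 to 23.3 ± 19.0 TPM, a log2 fold change of 2.48 (standard error 1.05, limma adjusted p = 0.925), and il1b from 74.8 ± 26.4 to 254 ± 172 TPM, a log2 fold change of 1.53 (standard error 0.59, limma adjusted p = 0.925). The log2 fold change of cxcl8a was 1.20 (standard error 0.57, limma adjusted p = 0.938) and that of hk1 0.91 (standard error 0.79, limma adjusted p = 0.999). aldoaa rose from 576 ± 71.1 to 1155 ± 273 TPM, a log2 fold change of 0.98 (standard error 0.21, limma adjusted p = 0.908), and pgam1a from 223 ± 89.1 to 450.0 ± 78.1 TPM, a log2 fold change of 1.07 (standard error 0.29, limma adjusted p = 0.908). Only for aldoaa and pgam1a did every *Ef*-EV library lie above every PBS library (exact permutation test, p = 0.1, the smallest possible), and RSEM divides reads that match several genes, so the values of near-identical paralogs of these enzymes are uncertain.

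In the *Ef*-EV library numbered 1, tnfa was at 11.6 TPM, il6 at 1.80, il1b at 80.5 and cxcl8a at 325, against 17.5, 3.16, 93.9 and 434 TPM in the PBS library with that number. Between these libraries 2 of the 7 genes were higher with *Ef*-EVs, aldoaa and pgam1a, whereas all 7 were higher between the libraries numbered 2 and between those numbered 3. Of the 7 genes, il6, il1b and pgam1a passed both thresholds. Adjusted over the list alone 2 passed, and over all genes 0, with 4 of the 7 at an unadjusted p below 0.05 (limma). The study chose these genes on the same libraries, so the first count is not independent evidence. Without the *Ef*-EV library numbered 1 all 7 passed both thresholds, without the PBS libraries numbered 2 or 3 or the *Ef*-EV library numbered 3 limma called 0 of them, and without the *Ef*-EV library numbered 2 it called 1. Array weights gave 7, median-of-ratios rescaling 6, and the fit without an intensity trend 1, and the replicate block added tnfa. With that block the limma adjusted p of the 7 genes ran from 0.167 (aldoaa) to 0.414 (hk1).

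**Figure D1:**
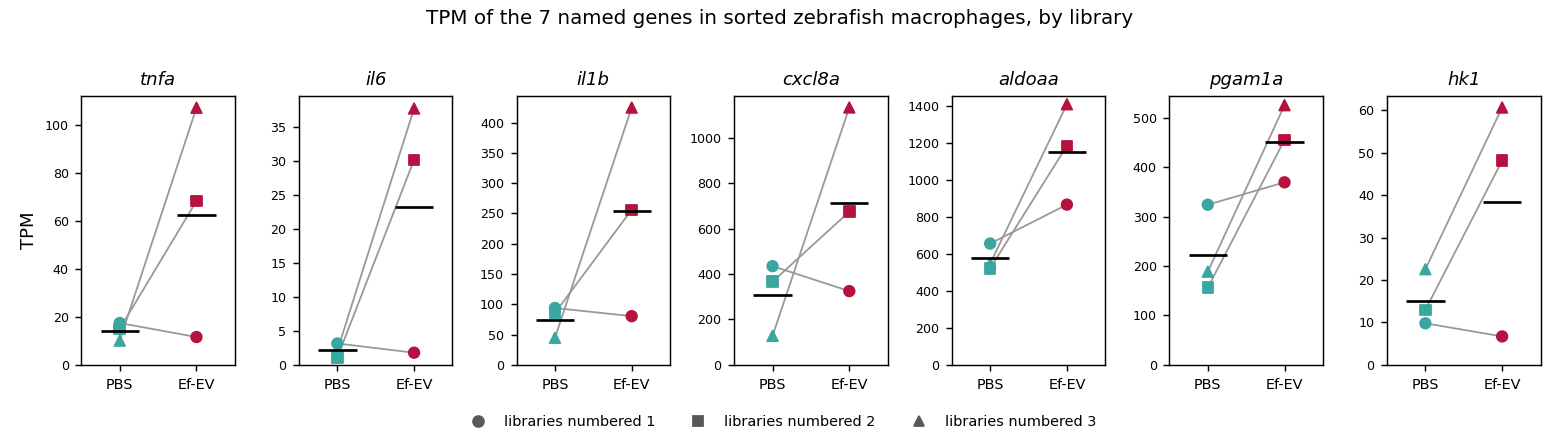
TPM of the 7 genes by library, with a vertical axis in TPM that differs between panels. Points are libraries, marker shapes give the library number, grey lines join the PBS and *Ef*-EV libraries with the same number, and black bars are group means. For tnfa the *Ef*-EV libraries lie at 11.6, 68.3 and 107 TPM and the PBS libraries at 17.5, 15.0 and 10.1 TPM.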

Among the upregulated genes were the pro-inflammatory cytokines tnf, il6, and il1b; the chemokine cxcl8a; and key metabolic genes involved in glycolysis, including aldoaa, pgam1a, and hk1. TPM values for DEGs were used for hierarchical k-means clustering (Fig. 8D). 

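Clustering the 623 genes of Tables S2 and S3 by k-means into 6 clusters, on log2(TPM + 0.5) centred per gene and with 25 starts, gave clusters of 182, 140, 106, 83, 71 and 41 genes. The clusters of 182, 140 and 71 genes held genes of Table S3 alone, which are lower in the *Ef*-EV group, and those of 106, 83 and 41 genes held genes of Table S2 alone, which are higher. In the cluster of 106 genes, which held aldoaa and pgam1a, the mean centred value was 0.40, 0.65 and 0.70 in the *Ef*-EV libraries numbered 1, 2 and 3 and -0.25, -0.79 and -0.70 in the PBS libraries. The cluster of 83 genes, which held tnfa, il6 and hk1, had mean values of -0.85, 1.17 and 1.66 in the *Ef*-EV libraries and -0.90, -0.78 and -0.30 in the PBS libraries. In the cluster of 41 genes, with il1b and cxcl8a, the values were 0.12, 1.24 and 1.60 against -0.10, -1.03 and -1.82. The largest cluster held from 140 to 224 genes, falls alone, across the other pseudocounts, 4 or 8 clusters and each library left out in turn.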

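Genes that rose with *Ef*-EVs make up Table S2. Of the 216 that were tested here, 149 were higher in the *Ef*-EV than in the PBS library numbered 1, with a median log2 difference of 0.27, while 216 and 215 were higher between the libraries numbered 2 and 3, with medians of 1.69 and 1.77. Rises between the libraries numbered 1 were therefore fewer and smaller, a comparison of single libraries that was not tested.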

Analysis of enriched pathways of genes from Cluster A – the largest resulting gene cluster – revealed the activation of key metabolic and inflammatory pathways (Figure 8E). Specifically, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways related to glycolysis/gluconeogenesis, as well as the Gene Ontology terms for biological processes (GO BP) for glycolytic process and inflammatory response, were significantly upregulated. Therefore, our results indicate that the effects of Ef-EVs are not limited to inflammatory activation but also extend to metabolic reprogramming.

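The members of these terms in Table S4 that could be matched by name were all higher in the *Ef*-EV group. For glycolysis/gluconeogenesis 6 of the 11 listed members were matched, 4 of them were called here, and their log2 fold changes ran from 0.91 (hk1) to 1.88 (eno1a). For glycolytic process 5 of the 9 were matched and 3 called, and for inflammatory response 13 of the 16 were matched and 8 called, with log2 fold changes from 0.86 (tnip1) to 2.76 (ccl38a.5). Between the libraries numbered 1, 5 of the 6 glycolysis/gluconeogenesis members and 4 of the 13 inflammatory response members were higher with *Ef*-EVs, and between those numbered 2 and 3 all were. The terms were drawn from genes already called as higher on these libraries, so the direction of their members follows from that choice.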

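Lists of glycolytic enzyme genes and of inflammatory genes, written with the study's tables at hand, were tested as sets. Table S2 holds 7 of the 24 tested glycolysis genes and 15 of the 33 tested inflammatory genes. Of the 24 glycolysis genes, 16 were higher in the *Ef*-EV group, with a median log2 fold change of 0.53 (limma camera with a preset correlation of 0.01, adjusted p = 1.56e-05 over 16 lists). Of the 33 inflammatory genes, 26 were higher, with a median of 0.86 (adjusted p = 1.11e-08 by the same camera test in limma). Neither call held under limma's fry, with an adjusted p of 0.271 for glycolysis and 0.299 for the inflammatory list, or under camera with an estimated correlation, with 0.189 for each. Of the single genes, 4 of the glycolysis list and 0 of the inflammatory list passed limma's test adjusted over the list alone, and 0 of either passed over all genes, with 9 and 11 at an unadjusted p below 0.05. With the replicate number as a block, 12 and 6 passed adjusted over the list alone. The median log2 difference of the glycolysis list was -0.07, 0.73 and 0.71 between the libraries numbered 1, 2 and 3, and that of the inflammatory list was -0.21, 0.97 and 2.30. The paper starts from the higher expression of cytokine, chemokine and glycolytic genes and the terms enriched in its Cluster A. It takes these results to indicate metabolic reprogramming by *Ef*-EVs in addition to inflammatory activation.

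**Figure D2:**
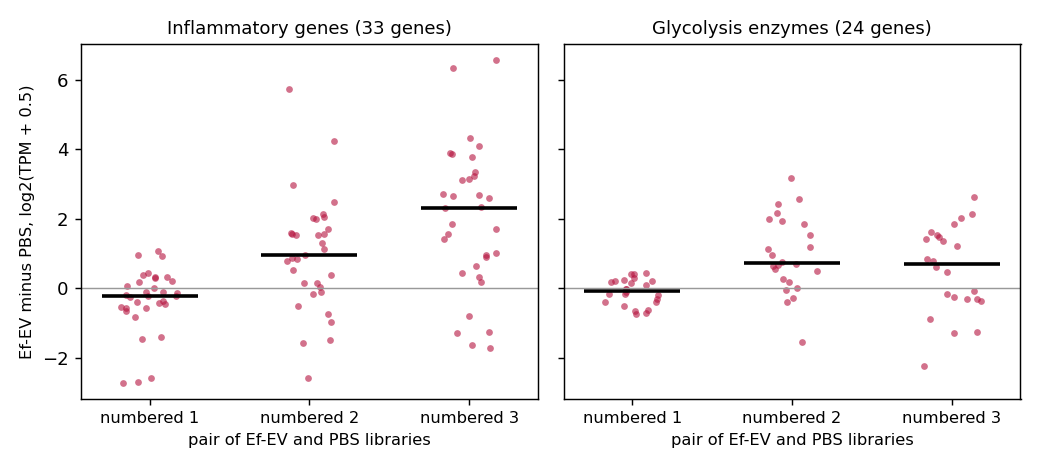
Log2 difference between the *Ef*-EV and the PBS library with the same number, on the log2(TPM + 0.5) scale. Points are genes, 33 inflammatory genes on the left and 24 glycolysis genes on the right, spread sideways at random, and black bars are medians. The medians between the libraries numbered 1 lie at -0.21 and -0.07, below 0, and those between the libraries numbered 2 and 3 lie above 0.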

**Fig. 8:**
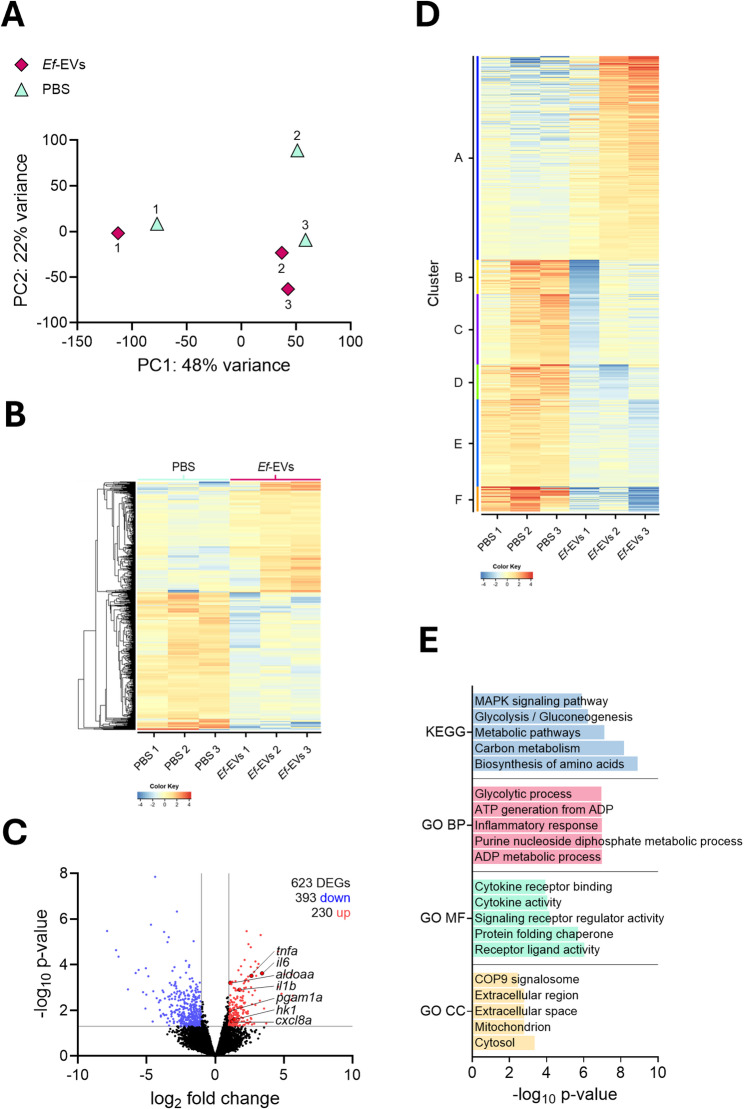
mRNA sequencing transcriptome profiling of zebrafish ex vivo embryonic macrophages following in vivo EVs zebrafish larvae treatment (*N* = 3). **A** Principal component analysis of *Ef*-EV or PBS-treated zebrafish macrophages. Each dot represents one independent biological preparation. **B** Heat map displaying DEGs across individual samples, with hierarchical clustering highlighting patterns of gene expression. **C** Volcano plot showing the distribution of DEGs, with 230 upregulated (red) and 393 downregulated (blue) genes in macrophages after *in vivo Ef*-EV treatment. Log_2_ fold change is plotted against -log_10_ *p*-values. **D** k-means clustering and enrichment analysis for DEGs. **E** Selected KEGG pathways and GO terms for biological processes (GO BP), molecular functions (GO MF), and cellular components (GO CC) from Cluster A, showing key metabolic and signaling pathways. Data used for analysis are reported in Tables S1–S4

### *Ef*-EVs shape inflammatory and metabolic responses in primary human macrophages

To examine whether the previously observed immunomodulatory properties of *Ef*-EVs are conserved in a biologically relevant human context, we next investigated the effects of EVs on primary human macrophages. First, the cytotoxic properties of *Ef*-EVs were evaluated in human monocyte-derived macrophages (HMDMs) by quantifying cell viability using the MTT assay after 24-hour treatment with varying concentrations of EVs (1000-10,000 EVs/cell). As a result, no reduction in cell viability was observed relative to the control, suggesting that *Ef*-EVs do not induce cytotoxicity in primary human macrophages (Figure S10A).

We next studied the potential role of *Ef*-EVs as vehicles for the intracellular delivery of bioactive cargo, assessing whether host macrophages internalized them. To this end, HMDMs were treated with DiI-labeled *Ef*-EVs, and EV uptake was quantified after 24 and 48 h of incubation. We observed that primary macrophages actively endocytosed EVs, with ⁓95% of cells internalizing them within the first 24 h of treatment (Figs. 9A and B). Furthermore, the percentage of cells that internalized EVs, as well as the mean fluorescence intensity, showed a trend of increase after 48 h of incubation, suggesting a time-dependent EV uptake. Aligned with our previous results on EV-induced activation of inflammatory signaling, we examined whether *Ef*-EVs skew primary human macrophages toward a pro-inflammatory state. As extensively documented [42, 49, 53], macrophages adopt distinct morphologies depending on their polarization status, with round cells indicating an inflammatory phenotype. Leveraging this effect, the ability of *Ef*-EV to modulate macrophage polarization was assessed by monitoring morphological changes of HMDMs after 24 h of EV treatments. Our data indicate that *Ef*-EVs promote a round-shaped phenotype in macrophages, i.e., pro-inflammatory polarization, in a dose-dependent manner, with higher EV concentrations leading to a more pronounced cell rounding (Figs. 9C and D).

**Fig. 9:**
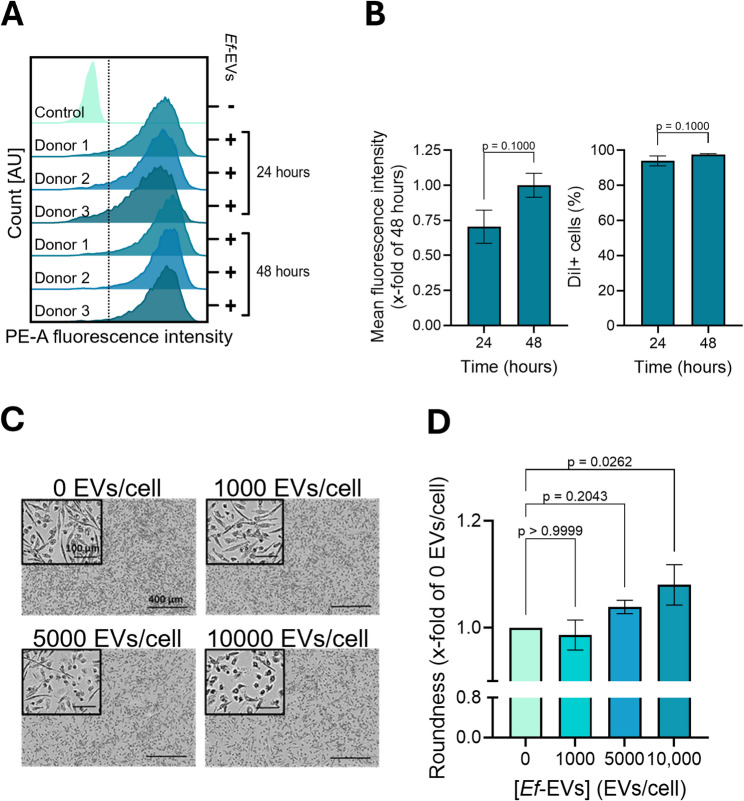
*Ef*-EVs are internalized by primary human macrophages and modulate their morphology. **A** and **B**) HMDMs were incubated with DiI-labeled *Ef*-EVs (30,000 EVs/cell) for 24 and 48 h. Mean fluorescence intensity (B, left panel) and EV-positive cells (B, right panel) were quantified by measuring fluorescence intensity associated with DiI-labeled *Ef*-EVs on the PE channel. Results are presented as mean ± SD of three individual donors (*N* = 3, *n* = 1). **C** Representative images of macrophages treated with *Ef*-EVs (1000-10,000 EVs/cell) for 24 h (scale bar in full micrograph = 400 μm, scale bar in zoomed micrograph = 100 μm). **D** X-fold change of roundness compared to medium-treated cells (0 EVs/cell). Statistical comparisons of two groups in B were performed by Mann-Whitney test. Results in D were analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison *post hoc* test

Macrophage pro-inflammatory polarization was further analyzed by monitoring the changes in the expression of pro- and anti-inflammatory genes in HMDMs within 24 and 48 h of EV treatments. Consistent with our previous results, our data identified a significant dose-dependent upregulation of the gene expression of pro-inflammatory cytokines, such as interleukin (IL)-1α, IL-1β, IL-6, and IL-8 (gene name *CXCL8*) in the first 24 h of EV treatment (Fig. 10A). The gene expression of anti-inflammatory IL-10 and glucocorticoid-induced leucine zipper (GILZ, gene name *TSC22D3* [54–57]) was significantly downregulated compared to the control group. Although to a lower extent, a similar expression pattern was observed after 48 h of EV treatment (Fig. 10B). Expression of TLR2 mRNA showed a significant increase after 24 h (Fig. 10A) in the group with the highest EV concentration (10,000 EVs/cell). This effect persisted after 48 h (Fig. 10B). On the other hand, the expression of *TNF* remained relatively stable, showing a slight increase in the group with the least EV concentration (1000 EVs/cell) after 24 h (Fig. 10A) and in the group with the higher EV concentration (10,000 EVs/cell) after 48 h (Fig. 10B). To assess whether the glycolysis-promoting properties of *Ef*-EVs observed in vivo in zebrafish larvae translate into metabolic reprogramming in primary human macrophages, we assessed the glycolytic function of HMDMs following 24-hour treatment with *Ef*-EVs using the glycolysis stress test. Cells treated with Pam_3_CSK_4_ or left untreated served as controls. As shown in Fig. 10C, extracellular acidification rate (ECAR) measurements revealed that macrophages treated with *Ef*-EVs displayed a marked increase in glycolytic activity compared to the untreated control. This effect was dose-dependent and closely mirrored the metabolic response induced by Pam_3_CSK_4_ (Figs. 10C and D). Taken together, these findings demonstrate that *Ef*-EVs promote a metabolic shift towards aerobic glycolysis in host macrophages, consistent with the induction of a pro-inflammatory phenotype.

**Fig. 10:**
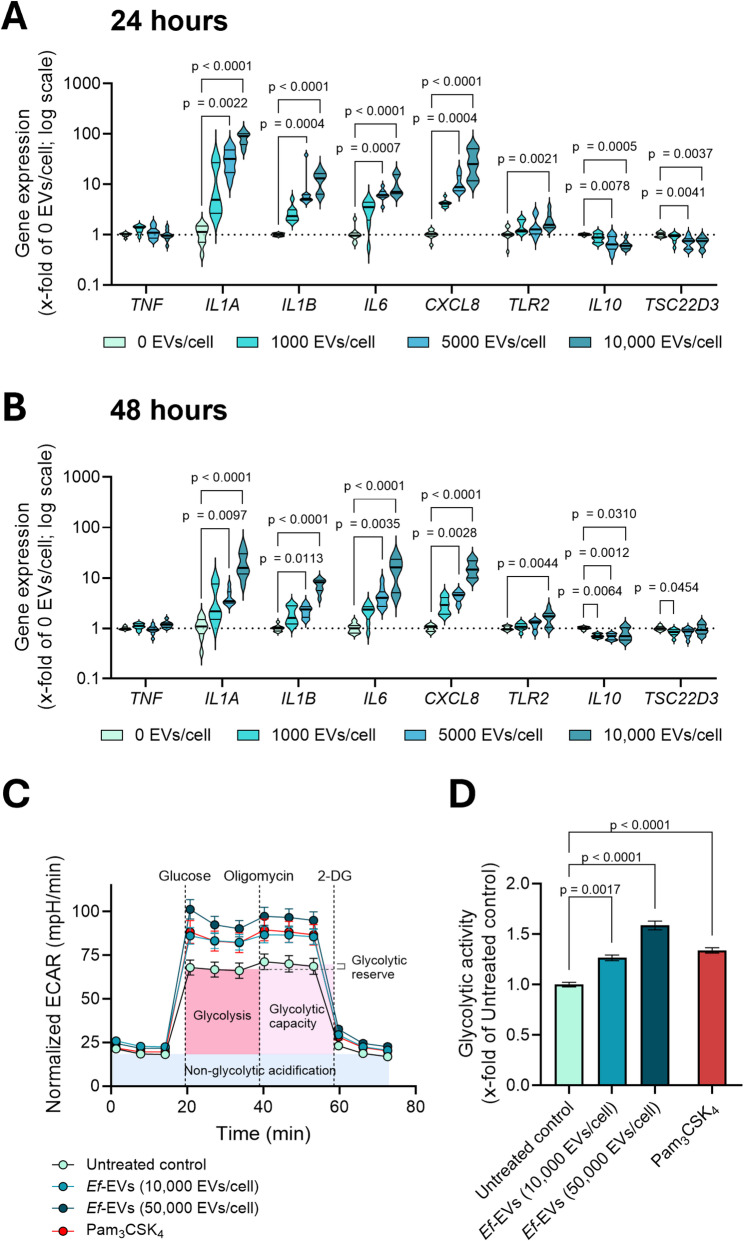
*Ef*-EVs modulate gene expression and metabolic activity in primary human macrophages. **A** and **B**) HMDMs were incubated with *Ef*-EVs at different concentrations (1000-10,000 EVs/cell) for 24 (A) and 48 h (B). Data are presented as frequency distributions, median, and quartiles of gene expression results from three individual donors (*N* = 3, *n* = 3) and normalized to medium-treated cells (0 EVs/cell) as control. C and D) HMDMs were treated with *Ef*-EVs (10,000 and 50,000 EVs/cell) or Pam_3_CSK_4_ (10 ng/mL) for 24 h. Cells incubated in cell culture medium alone served as untreated control. **C** Normalized ECAR values were monitored after injections of glucose, oligomycin, and 2-DG, according to the glycolysis stress test. **D** Glycolytic activity is shown as the x-fold change of untreated control regarding the normalized ECAR values in glycolysis. Results C and D are shown as mean ± SEM of three individual donors (*N* = 3, *n* = 6). Results were analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison *post hoc* test

### *Ef*-EVs induce inflammatory responses in primary human endothelial cells

Growing evidence has shown that bacteria-derived EVs can cross host barriers and access the systemic cirulation, allowing bacteria to influence the course of pathophysiological processes remotely [33–36, 58]. In this context, we evaluated the biological effects of *Ef*-EVs on primary human endothelial cells. Quantifications of cell viability by MTT assay of human umbilical vein endothelial cells (HUVECs) after 24-hour treatments with varying EV concentrations (1000-10,000 EVs/cell) did not show any significant reduction in cell viability (Figure S10B), indicating that *Ef*-EVs were not cytotoxic under the tested conditions. Following cell treatments with DiI-labeled *Ef*-EVs, we observed that HUVECs actively internalized EVs (Figs. 11A and B). Specifically, ⁓45% of treated cells endocytosed EVs after 24 h of treatment. In a similar manner to HMDMs, EV internalization and mean fluorescence intensity tended to increase after 48 h of incubation, suggesting a time-dependent uptake of EVs. Monitoring levels of gene expression after 24 and 48 h of EV treatment, we found that *Ef*-EVs modulate gene expression in a similar trend as in HMDMs, namely, EVs upregulated the expression levels of pro-inflammatory genes and reduced the abundance of mRNAs encoding for anti-inflammatory proteins (Fig. 11C and D). Specifically, the levels of *IL6* mRNA experienced a significant dose-dependent increase after 24 h of EV treatment (Fig. 11C). However, such upregulations returned to control levels at the later time point (Fig. 11D). Reductions in the expression of anti-inflammatory endothelial nitric oxide synthase (eNOS, gene name *NOS3*) and GILZ (*TSC22D3*) were observed after 24 h of treatment (Fig. 11C). Gene expression of monocyte chemoattractant protein-1 (MCP-1, gene name *CCL2*), intercellular adhesion molecule-1 (*ICAM1*), and vascular cell adhesion molecule-1 (*VCAM1*) increased after 48 h (Fig. 11D). These results suggest that, although to a lower extent as compared to HMDMs, *Ef*-EVs can modulate inflammatory responses of human primary endothelial cells, potentially contributing to endothelial dysfunction.

**Fig. 11:**
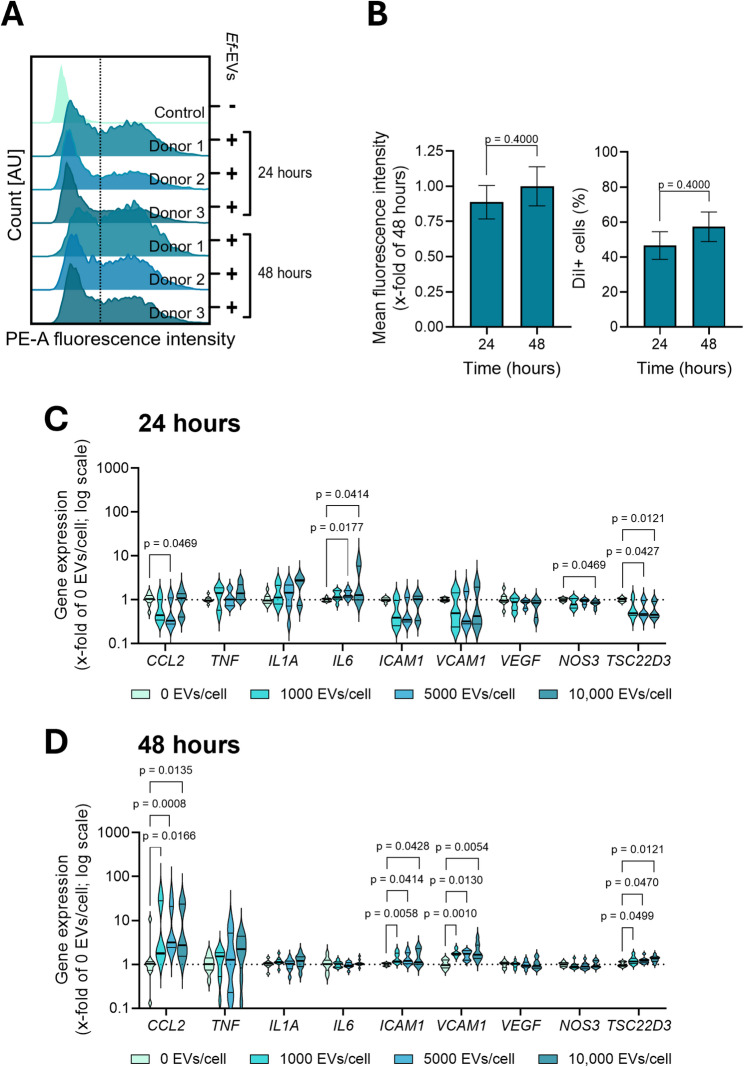
*Ef*-EVs are internalized by primary human endothelial cells and modulate their gene expression. **A** and **B**) HUVECs were incubated with DiI-labeled *Ef*-EVs (30,000 EVs/cell) for 24 and 48 h. Mean fluorescence intensity (B, left panel) and EV-positive cells (B, right panel) were quantified by measuring fluorescence intensity associated with DiI-labeled *Ef*-EVs on the PE channel. Results are presented as mean ± SD of three individual donors (*N* = 3, *n* = 1). **C** and **D**) HUVECs were incubated with *Ef*-EVs at different concentrations (1000-10,000 EVs/cell) for 24 (C) and 48 h (D). Data are presented as frequency distributions, median, and quartiles of gene expression results from three individual donors (*N* = 3, *n* = 3) and normalized to medium-treated cells (0 EVs/cell) as control. Statistical comparisons of two groups in B were performed by Mann-Whitney test. Results in C and D were analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison *post hoc* test

## Discussion

*E. faecalis* frequently causes bacteremia, endocarditis, and sepsis, reflecting its ability to colonize the bloodstream and evade host defenses [1–4, 59]. While research over the past few decades has clarified the function and relevance of enterococcal virulence factors during disease progression [1], the overall mechanisms behind bacterial colonization, immunoevasion, and immunosuppression of their hosts need to be further understood [3, 11, 17].

Interkingdom crosstalk between host and microbiome *via* EVs is a widely observed phenomenon. Indeed, EVs derived from both commensal and pathogenic bacteria can cross host barriers [58, 60, 61] through paracellular or transcellular pathways [33]. As such, bacteria-derived EVs have been detected suspended in biological fluids, including blood [62] and urine [63, 64]. Although trafficking dynamics differ depending on bacterial species [33], EVs protect and transport biomolecules to sites beyond the GI tract [34], influencing immune and metabolic processes in distal organs independently of direct bacterial colonization [33, 58]. Consequently, numerous studies have reported the possible mechanistic participation of bacteria-derived EVs in the development of different diseases, including inflammatory bowel disease (IBD), Alzheimer’s disease, metabolic syndrome, and atherosclerosis [58, 61, 62, 65–67]. Imperatively, it remains to be resolved whether bacteria-derived EVs contribute to the preparation of niches for bacterial colonization in distant tissues in the host [68].

Due to their cell wall structure, it was long assumed that biogenesis and release of EVs would not occur in Gram-positive bacteria. Consequently, the biological relevance of Gram-positive bacterial EVs has been understudied [20, 25, 27]. While mechanisms regulating vesiculogenesis remain poorly understood [19], the formation of EVs is currently viewed as a universal phenomenon that originates from the budding of the cytoplasmic membrane in regions differentially enriched with fatty acids and phospholipids and whose release relies on membrane fluidity and cell wall integrity [19, 25].

On this basis, we have investigated the immunomodulatory effects of EVs derived from *Enterococcus faecalis* on host cells. We identified *Ef*-EVs as modulators of host immune responses in vitro and in vivo, triggering pro-inflammatory responses *via* TLR2 signaling without inducing cytotoxicity. We observed that *Ef*-EVs are readily internalized by host cells, with dynamin-mediated endocytic pathways serving as major entry routes. While TLR2 activation by Gram-positive bacterial components is well established [31, 51], our data provide mechanistic insight into how *Ef*-EVs engage this pathway, demonstrating that receptor activation can occur independently of vesicle internalization. Identified by the transcriptomic analysis of macrophages isolated from EV-treated zebrafish larvae and further confirmed in primary human macrophages, our results indicate that *Ef*-EVs shift the cellular metabolism toward glycolysis.

Research on *E. faecalis-*derived EVs remains limited. Following different *E. faecalis* culture conditions and EV isolation strategies, previous studies have reported that the particle size of *Ef*-EVs falls from 20 nm to 400 nm [38, 39, 69–71] – a size range commonly observed in other Gram-positive bacterial EVs [19, 25, 72]. As reported by Costantini et al., the size of non-purified *Ef*-EVs obtained by ultracentrifugation (UC) of overnight *E. faecalis* DSM 20478 culture supernatants ranged from ~ 180 nm to ~ 210 nm [69]. A slightly downshifted particle size distribution profile was identified by Ma et al. in non-purified *Ef*-EV preparations obtained by UC of previously concentrated overnight *E. faecalis* DSM 2570 culture supernatant, with an EV mean and mode size of 165.5 nm and 165.1 nm, respectively [39]. Similarly, and consistent with our data, Afonina et al. observed that the size of *Ef*-EVs isolated by OptiPrep density gradient fractionation of a concentrated *E. faecalis* OG1RF culture supernatants harvested at the late exponential growth phase ranged between 50 nm and 400 nm, with a particle size distribution centered at ~ 100 nm [38]. Likewise, our results were not limited to the evaluation of non-purified EVs but rather correspond to the characterization of *Ef*-EVs purified by SEC – a mild isolation process that does not compromise the biological activity or integrity of EVs [73]. Interestingly, environmental conditions have also been shown to influence *Ef*-EV size. Niu et al. reported the isolation of EVs from 12-hour *E. faecalis* OG1RF cultures grown at pH 7.4 or pH 9.0. Following EV isolation by UC and SEC, *Ef*-EVs ranged from 50 to 400 nm, with a mean diameter of 199.69 ± 11.41 nm at pH 7.4 compared to 134.86 ± 15.76 nm at pH 9.0, indicating that alkaline conditions promote the production of smaller EVs [70]. Likewise, Chan et al. reported that EVs isolated from 10-hour *E. faecalis* OG1RF cultures grown at pH 7.0 or pH 9.0, using a protocol involving supernatant concentration, UC, and OptiPrep density gradient fractionation, had mean particle sizes of 139.9 ± 67.0 nm and 129.5 ± 75.9 nm, respectively, supporting the conclusion that alkaline environments favor the formation of smaller *Ef*-EVs [71].

Shed from the bacterial cytoplasmic membrane, bacteria-derived EVs are constituted of a varied pro-inflammatory payload (i.e., PAMPs) derived from their parent bacterium, including soluble and membrane-associated proteins, lipids, and nucleic acids [20, 58, 74]. In turn, recognized by PRRs (e.g., TLRs and NLRs) on host cells, EV cargo can induce downstream signaling pathways and exert similar pro-inflammatory responses as the ones observed by the whole bacterium [19, 28–30].

Previous studies have demonstrated that infection with *E. faecalis* induces a pro-inflammatory shift in the phenotype of murine macrophages [15, 75, 76]. In detail, Mohamed Elashiry et al. reported that *E. faecalis*-infected macrophages skewed their polarization towards a pro-inflammatory phenotype, as evidenced by an increased expression of CD38 and IRF5 compared to non-infected control groups [15]. Likewise, Tien et al. observed that NF-κB reporter murine macrophage-like cells (RAW-Blue™ cells) activated NF-κB as a result of either *E. faecalis* infection at a low Multiplicity of Infection (MOI, MOI = 1 and 10), exposure to heat-killed *E. faecalis*, or treatment with supernatants from bacterial cultures [75]. Using bone marrow-derived macrophages (BMDMs), Zou et al. reported that macrophage infection by the *E. faecalis* E99 strain significantly increased the expression levels of cytokines associated with macrophages in a pro-inflammatory state (e.g., TNF, IL-1β, and INF-γ), primarily driven by NF-κB and dependent on physical contact between bacteria and macrophages [76]. In line with the known immunostimulatory properties of *E. faecalis*, we found that *Ef*-EVs alone can trigger pro-inflammatory polarization in primary human macrophages. Despite the methodological variability described above regarding *Ef*-EV isolation, most studies report harvesting EVs from anaerobic *E. faecalis* cultures at different growth phases [38, 39, 70, 71]. Across these reports, *Ef*-EVs are consistently described as potent inducers of pro-inflammatory responses, promoting the polarization of macrophage cell lines toward a pro-inflammatory phenotype and being associated with the upregulation of inflammatory mediators, including NF-κB, TNF, IL-1β, and IL-6 [38, 39, 70, 71]. Notably, Niu et al. described that *Ef*-EVs derived from *E. faecalis* cultures grown under alkaline conditions (pH 9.0) exhibit enhanced pro-inflammatory activity compared to EVs obtained at neutral pH [70]. Complementary, *Ef*-EVs harvested from aerobically cultured *E. faecalis* have been reported to exert antiviral effects, reducing HIV-1 replication in human T-lymphocyte MT-4 cells [69]. Together, these findings suggest that culture conditions, including oxygen availability and pH, may influence the immunomodulatory properties of *Ef*-EVs.

TLR2, being the principal PRR involved in the recognition of components from the cell wall of Gram-positive bacteria [31, 51], mediates the inflammatory effects induced by *Ef*-EVs, as evidenced by the inhibition of this effect using anti-hTLR2 antibodies. As previously reported by Afonina et al., structure characterization of *Ef*-EV indicates an enrichment of lipoproteins [38], similar to those identified in EVs from other Gram-positive bacterial species, with a known effect activating the transcription factor NF-κB through TLR1/TLR6-TLR2 heterodimers [77–79]. For instance, treatments with either mutant strains of *Listeria* deficient in functional lipoproteins or their culture supernatants resulted in decreased TLR2-mediated NF-κB activity [80].

The inflammatory activity observed for *Ef*-EVs is comparable to reports describing pro-inflammatory effects of EVs derived from Gram-negative bacteria whose immunostimulatory activity is primarily mediated by TLR2 signaling. *Burkholderia pseudomallei* and *Helicobacter pylori* have been shown to activate inflammatory responses through TLR2-dependent mechanisms due to the presence of atypical LPS structures that function as TLR2 agonists [81–84]. EVs derived from *B. pseudomallei* exhibit adjuvant properties, promoting murine dendritic cell (DC) activation in vitro and in vivo, as evidenced by the upregulation of maturation and co-stimulatory markers, along with increased pro-inflammatory cytokine secretion [85]. Similarly, *H. pylori*-derived EVs have been shown to induce inflammatory responses *via* NF-κB activation [86, 87], even in the absence of TLR4 engagement [86]. Moreover, in the absence of canonical TLR4-binding LPS, EVs derived from the endotoxin-free *E. coli* strain ClearColi BL21(DE3) display suppressed TLR4-driven NF-κB activation but retained a robust TLR2 activity due to the presence of TLR2 agonists [88].

Despite its role in initiating inflammatory signaling, our results demonstrate that TLR2 does not act as an endocytic receptor for EV uptake. Indeed, using SUVs functionalized with Pam_3_CSK_4_ as a reductionist EV model [40] to exclusively assess the role of TLR2 ligand payload present in native Gram-positive bacterial EVs, we demonstrated that TLR2 engagement and EV uptake are uncoupled processes. Studies available in this regard present conflicting findings, and no consensus has been established. For instance, Brandt et al. observed a reduced NF-κB activity in HEK-Blue™-hTLR2 cells treated with non-internalizable beads conjugated to TLR2 ligands (LTA, and Pam_3_CSK_4_), reporting that inflammatory activation requires the internalization of membrane-anchored TLR2 *via* clathrin- and dynamin-dependent endocytic pathways [32]. In agreement with our findings, Oosenbrug et al. found that THP1-Dual™ cells activated NF-κB after cell incubation in plates containing immobilized TLR2 ligand Pam_2_CSK_4_, concluding that TLR2-dependent pro-inflammatory signaling originates from the cell surface in monocytic cells [89]. Shamsul et al. observed that the TLR2 ligand FSL-1 could be internalized by peritoneal macrophages from TLR2-deficient mice, demonstrating that it is taken up by macrophages via a clathrin-dependent endocytic pathway mediated by the TLR2 accessory molecules CD14 and CD36 [90]. Besides these results, Trianiafilou et al. observed that the TLR2 ligand LTA internalizes CD14-transfected HEK293 cells without TLR2, stating that TLR2 ligand-induced activation occurs at the plasma membrane and subsequent trafficking is independent of signaling [91]. Comparable to these results, Müller et al. observed in primary murine keratinocytes that the TLR2 ligand SitC colocalized with TLR2 and stimulated the expression of proinflammatory cytokines and intracellular TLR2 [92]. However, SitC was internalized into TLR2 knockout cells, demonstrating that its uptake is TLR2-independent [92]. Interestingly, Shen et al. identified that the molecular mechanisms underlying cross-presentation of the lipidated TLR2 agonist cytotoxic T lymphocyte (CTL) epitope Pam_2_IDG were mediated by TLR2 [93]. Specifically, TLR2 facilitates antigen uptake in bone marrow-derived dendritic cells (BMDCs) through a mechanism that is entirely dependent on clathrin-mediated endocytosis [93]. Therefore, although our findings did not support the role of TLR2 as an endocytic receptor for EVs, it may play an important role in the presentation of EV-derived antigens. 

Our findings identified dynamin-dependent endocytic routes as the primary mechanisms for *Ef*-EV internalization. Similar observations have been reported by Wang et al. in EVs derived from other Gram-positive bacteria. In their study, it was shown that human macrophages internalized EVs isolated from a community-associated methicillin-resistant *Staphylococcus aureus* strain, and this process was significantly reduced by inhibiting dynamin-dependent endocytosis with Dynasore [94]. As in our study, the residual EV uptake observed by Wang et al. may be attributed to the involvement of multiple entry routes influenced by additional attributes, such as EV size [58]. Although *Ef*-EVs displayed a narrow size distribution, our EV suspensions contained a heterogeneous population of particles. In turn, size heterogeneity may enable *Ef*-EVs to utilize multiple uptake pathways – a phenomenon also observed in EVs derived from Gram-negative bacteria [58]. Cellular internalization dynamics of *Ef*-EVs differed from previous observations in extracellular vesicles derived from eukaryotic cells [49]. In detail, Mashayekhi et al. reported that both macropinocytosis and phagocytosis drive endocytosis of carboxyfluorescein succinimidyl ester (CFSE)-labeled EVs derived from HCT116 colorectal cancer cells, specifying that the inhibition of dynamin-dependent pathways has a minimal impact on EV uptake [49]. Taken together, it suggests that the mechanisms of cellular uptake that EVs exploit are dependent on their biogenic source [26].

Complementarily, our data demonstrate that *Ef*-EV-induced NF-κB/AP-1 activation can be initiated independently of vesicle internalization. This conclusion is supported by the observation that pharmacological inhibition of EV uptake reduced vesicle internalization but did not diminish NF-κB/AP-1 activation. In parallel, TLR2 blockade significantly attenuated NF-κB/AP-1 activation without affecting EV uptake, supporting a membrane-proximal mechanism of signal initiation. Importantly, our analysis is restricted to the early TLR2-dependent NF-κB/AP-1 signaling axis investigated in this study and does not exclude additional internalization-dependent pathways that may contribute to *Ef*-EV-mediated immune responses in other cellular contexts or at later time points [21, 39].

Connected to inducing pro-inflammatory activation, this study demonstrates that *Ef*-EVs rewire host cell metabolism. Transcriptomic analysis of macrophages isolated from zebrafish larvae treated with *Ef*-EV revealed the upregulation of genes involved in key cellular functions, such as glycolysis and gluconeogenesis, as well as inflammatory responses. In line with these findings, we observed that *Ef*-EVs promoted a metabolic switch toward glycolysis, as evidenced by a dose-dependent increase in extracellular acidification rate. This metabolic reprogramming is a hallmark of classically activated pro-inflammatory macrophages, which undergo a transition from oxidative phosphorylation to aerobic glycolysis upon inflammatory stimulation [95, 96]. Fleetwood et al. reported similar metabolic reprogramming effects induced by bacterial EVs. Investigating immunostimulatory properties of EVs isolated from the Gram-negative bacterium *Porphyromonas gingivalis*, the authors demonstrated that these EVs not only activate host immune and inflammatory responses but also drive a metabolic transition from oxidative phosphorylation to glycolysis in both human monocyte-derived and murine bone-marrow-derived macrophages [97]. This heightened glycolysis supports the energetic and biosynthetic demands associated with membrane remodeling and the production and secretion of pro-inflammatory mediators, including TNF-α, IL-1β, nitric oxide, and reactive oxygen species as response to immunological insults [96].

A limitation of the present work is that inflammatory signaling was primarily evaluated through NF-κB/AP-1 activation, using human macrophage-like cells as a well-established reductionist model to investigate PRR-mediated innate immune responses. TLR signaling can proceed via MyD88-dependent or TRIF-dependent pathways, which drive pro-inflammatory cytokine production and type I interferon induction, respectively [98, 99]. TLR2, as a MyD88-dependent receptor [31], can activate multiple downstream signaling cascades in addition to NF-κB, including mitogen-activated protein kinase (MAPK) pathways [31, 100], interferon regulatory factors (IRFs)-mediated responses [100], inflammasome activation [101], and signal transducer and activator of transcription (STAT) signaling [31], all of which contribute to the regulation of inflammatory responses. However, given its role as a central regulator of TLR signaling and its well-established relevance in macrophage activation [102], NF-κB activation provides a biologically meaningful readout of pro-inflammatory properties of *Ef*-EVs. While our findings provide mechanistic insight into *Ef*-EV-induced TLR2 signaling, they do not aim to fully recapitulate the complexity of in vivo host responses, which involve a highly regulated participation of multiple cell types, including neutrophils, epithelial cells, and adaptive immune populations. Therefore, future studies expanding EV-induced immune modulation analysis to other signaling axes and incorporating additional immune cell types and more complex model systems will be important to further define the physiological relevance of these findings.

## Conclusion

Throughout this study, we provide novel insights into the immunomodulatory and metabolic effects, as well as facilitated signaling mechanisms of *E. faecalis*-derived extracellular vesicles on host cells. We demonstrate that *Ef*-EVs induce a pro-inflammatory phenotype *via* TLR2-dependent signaling. Despite their engagement with TLR2, our findings reveal that TLR2 does not act as an endocytic receptor during EV uptake, which primarily occurs *via* dynamin-dependent mechanisms. We confirmed that immune activation induced by *Ef*-EVs originates at the plasma membrane upon TLR2 anchoring, independently of EV uptake. Coupled to immune activation, *Ef*-EVs induce metabolic reprogramming toward glycolysis in host macrophages.

Taken together, our study identifies *Ef*-EVs as active immunomodulatory agents that influence both innate immune signaling and cellular metabolism. These findings highlight the mechanism that Gram-positive bacterial EVs use for shaping host-pathogen interactions and suggest that EVs contribute to the systemic impact of *E. faecalis* infections. Future studies should clarify their diagnostic value and evaluate their potential as targets for immunomodulation.

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2: Figure S1: Growth curve of clinical E. faecalis bloodstream isolates and E. faecalis DSM 20478. The optical density (OD600) was measured from E. faecalis cultures in BHI medium grown under static conditions at 37 °C. Results are shown as mean ± SD (N = 3, n = 3). Figure S2: Isolation and characterization of EVs derived from clinical E. faecalis bloodstream isolates and E. faecalis DSM 20478. (Left panel) Representative chromatogram obtained by protein concentration analysis of the first 20 eluted fractions after size exclusion chromatography for each bacteria strain. Protein concentration was quantified by the BCA assay. Results are shown as mean ± SD (N = 1, n = 3). (Right panel) Representative size distribution of particles in the vesicle-richest fraction by Nanoparticle Tracking Analysis. Figure S3: Pro-inflammatory effects of EVs derived from clinical E. faecalis bloodstream isolates and E. faecalis DSM 20478. dTHP1-XBlue cells were treated with EVs derived from clinical E. faecalis bloodstream isolates (1000-10,000 EVs/cell). LPS (100 ng/mL) and Pam3CSK4 (100 ng/mL) were used as positive controls. After 4 hours of treatment, the concentration of TNF and the combined concentration of IL-1α and IL-1β secreted in the cell culture supernatants were quantified using HEK-Blue™ TNF-α and HEK-Blue™ IL-1R cells, respectively. Cytokine concentrations were determined by interpolation from a standard curve, generated with recombinant human TNF (1 pg/mL - 10 ng/mL) or recombinant human IL-1β (0.01 pg/mL - 10 ng/mL). Data are shown as means ± SD of three independent experiments (N = 3, n = 3) and analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison post hoc test. Figure S4. TLR2 controls EV-induced immune activation but does not function as an endocytic receptor for EV uptake. HEK-Dual™ hTLR2 cells were pretreated with anti-hTLR2-IgA mAb (1 µg/mL) or human IgA2 control mAb (1 µg/mL) for 1 hour. Cells were then treated with DiI-labeled Ef-EVs (7000 EVs/cell) in the presence of antibodies for 4 and 24 hours. Cells incubated in cell culture medium alone were used as negative controls. Cells treated with cell culture medium supplemented with DiI-labeled Ef-EVs (7000 EVs/cell) were used as positive activating controls. For EV internalization assays, mean fluorescence intensity (B and C, upper panel) and EV-positive cells (B and C, lower panel) were quantified after 4 (A and B) and 24 hours (A and C) of EV treatment by measuring fluorescence intensity associated with DiI-labeled Ef-EVs on the PE channel. NF-κB/AP-1 activation in D was measured after 24 hours of EV incubation as the activity of secreted SEAP and expressed normalized to the positive controls. Quantitative results are presented as mean ± SD (N = 3, n = 3) and were analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison post hoc test. Figure S5: A and B) dTHP1-XBlue cells were treated with a control EV-mock solution (DiI control) consisting of SEC-fractionated DiI in PBS (final DiI concentration: 2 µM, DiI control) and DiI-labeled Ef-EVs (7000 EVs/cell). Cells incubated in cell culture medium alone were used as negative controls. Cells treated with cell culture medium supplemented with DiI-labeled Ef-EVs (7000 EVs/cell) were used as positive controls. Mean fluorescence intensity (B, upper panel) and EV-positive cells (B, lower panel) were quantified after 4 hours of treatment by measuring fluorescence intensity associated with DiI-labeled Ef-EVs on the PE channel. Results are presented as mean ± SD (N = 3, n = 3) and were analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison post hoc test. Figure S6: TLR2 does not function as an endocytic receptor for EV uptake. dTHP1-XBlue cells were pretreated with anti-hTLR2-IgA mAb (1 µg/mL) or human IgA2 control mAb (1 µg/mL) for 1 hour. Cells were then treated with Ef-EVs (7000 EVs/cell) in the presence of antibodies for 24 hours. Confocal micrographs present cell membrane (WGA-FITC panel), cell nuclei (DAPI panel), and fluorescence associated with DiI-labeled Ef-EVs (DiI panel) independently and merged (Merge panel) (scale bar = 50 µm). Figure S7: Particle size characterization of Pam3CSK4-SUVs as measured by NTA. A) Average mean size and B) average mode size of SUVs containing increasing amounts of Pam3CSK4 (from 0 to 0.4 mol% total SUV lipid composition). Results are presented as mean ± SD (N = 3, n = 3) and were analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison post hoc test. Figure S8: Toxicity screening of pharmacological inhibitors of endocytosis in dTHP1-XBlue cells. Cells were treated with different amounts of A) amiloride (macropinocytosis inhibitor, from 20 µM to 200 µM), B) chloroquine (clathrin-mediated endocytosis inhibitor, from 10 µM to 100 µM), C) chlorpromazine (clathrin-mediated endocytosis inhibitor, from 10 µM to 100 µM), D) dynasore (dynamin-dependent endocytosis inhibitor, from 20 µM to 200 µM), E) LY294002 (phagocytosis inhibitor, from 10 µM to 100 µM), and F) Cytochalasin (actin polymerization inhibitor, from 0.1 µM to 40 µM). After 4.5 hours of treatment, cell viability was assessed using the MTT assay. Results are shown as mean ± SD (N = 3, n = 3). Figure S9: Kaplan-Meier graph shows the percentage of survival up to 48 hours post-injection with Ef-EVs and PBS. Zebrafish larvae were injected with either 4 nL Ef-EVs (200,000 EVs) or 4 nL PBS at the 3rd-dpf into the yolk sac (N = 3, n = 20). Results indicate the number of live larvae was monitored for 48 hours post-injection. Figure S10: HMDMs (A) and HUVECs (B) were incubated with Ef-EVs (1000-10,000 EVs/cell). After 24 hours of incubation, cell viability was assessed using the MTT assay. Results are shown as mean ± SD of three individual donors (N = 3, n = 3) for HMDMs and mean ± SD of two individual donors (N = 2, n = 6) for HUVECs. Results were analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison post hoc test.

## Data Availability

The mRNA-Seq raw and processed data were stored in the GEO database (GEO accession number: GSE304960).

## Abbreviations

2-DG: 2-Deoxy-D-glucose
3Rs: Replacement, reduction, and refinement
ACTB: Actin beta
ANOVA: Analysis of variance
AP-1: Activator protein 1
APC: Allophycocyanin
BCA: Bicinchoninic acid
BHI: Brain heart infusion
BMDCs: Bone marrow–derived dendritic cells
BP: Biological processes
BSA: Bovine serum albumin
CC: Cellular components
CD: Cluster of differentiation
cryo-TEM: Cryogenic transmission electron microscopy
CTL: Cytotoxic T lymphocyte
Cyanine 5 PE: 1,2-dioleoyl-sn-glycero-3-phosphoethanolamine-N-(Cyanine 5)
DAPI: 4′,6-Diamidino-2-phenylindole dihydrochloride
DEGs: Differentially expressed genes
DGE: Differential gene expression
DMEM: Dulbecco’s Modified Eagle Medium
DMSO: Dimethyl sulfoxide
dpf: Day post fertilization
DSMZ: German Collection of Microorganisms and Cell Cultures
DTT: Dithiothreitol
ECAR: Extracellular acidification rate
EDTA: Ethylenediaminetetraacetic acid
Ef-EVs: E. faecalis-derived EVs
Egg PC: Egg L-α-phosphatidylcholine
Egg PG: Egg L-α-phosphatidylglycerol
eNOS: Endothelial nitric oxide synthase
EVs: Extracellular vesicles
FACS: Fluorescence‑activated cell sorting
FCS: Fetal calf serum
FITC: Fluorescein isothiocyanate
FSC: Forward scatter
FSL-1: Fibroblast-stimulating lipopeptide-1
GEO: Gene Expression Omnibus
GFP: Green fluorescent protein
GI track: Gastrointestinal tract
GILZ: Glucocorticoid-induced leucine zipper
GO: Gene Ontology
HEPES: N-2-hydroxyethylpiperazine-N-2-ethane sulfonic acid
HMDMs: Human monocyte-derived macrophages
HUVECs: Human umbilical vein endothelial cells
ICAM1: Intercellular adhesion molecule-1
IFN: Interferon
IL: Interleukin
KEGG: Kyoto Encyclopedia of Genes and Genomes
LPS: Lipopolysaccharides
LTA: Lipoteichoic acid
MCP-1: Monocyte chemoattractant protein-1
M-CSF: Macrophage colony-stimulating factor
MF: Molecular functions
MTC: Maximum tolerated concentration
MTT: 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide
NF-κB: Nuclear factor kappa-light-chain-enhancer of activated B cells
NLR: NOD-like receptor
NOD: Nucleotide-binding oligomerization domain
NTA: Nanoparticle tracking analysis
OD: Optical density
Pam_3_CSK_4_: Synthetic bacterial lipopeptide Pam_3_-Cys-Ser-Lys_4_
PAMPs: Pathogen-associated molecular patterns
PBMCs: Peripheral blood mononuclear cells
PBS: Phosphate buffered saline
PC: Principal components
PCA: Principal Component Analysis
PE: Phycoerythrin
PFA: Paraformaldehyde
PGNs: Peptidoglycans
PMA: Phorbol 12-myristate-13-acetate
PRRs: Pattern recognition receptors
PVDF: Polyvinylidene fluoride
RPMI: Roswell Park Memorial Institute
SD: Standard deviation
SEAP: Secreted embryonic alkaline phosphatase
SEC: Size exclusion chromatography
SEM: Standard error of the mean
SSC: Side scatter
SUVs: Small unilamellar vesicles
TLR: Toll-like receptor
TNF: Tumor necrosis factor alpha
TNFR: Tumor necrosis factor receptor
TPM: Transcripts per kilobase million
UC: Ultracentrifugation
VCAM1: Vascular cell adhesion molecule-1
VEGFA: Vascular endothelial growth factor
WGA: Wheat germ agglutinin

# Supplementary material for: Extracellular vesicles derived from Enterococcus faecalis: inflammatory activation does not require internalization
**Source:** Cell Commun Signal. 2026 May 18;24:301. doi: 10.1186/s12964-026-02926-9
**Supplement:** Supplementary file 2 — Supplementary Material 2: Figure S1: Growth curve of clinical E. faecalis bloodstream isolates and E. faecalis DSM 20478. The optical density (OD600) was measured from E. faecalis cultures in BHI medium grown under static conditions at 37 °C. Results are shown as mean ± SD (N = 3, n = 3). Figure S2: Isolation and characterization of EVs derived from clinical E. faecalis bloodstream isolates and E. faecalis DSM 20478. (Left panel) Representative chromatogram obtained by protein concentration analysis of the first 20 eluted fractions after size exclusion chromatography for each bacteria strain. Protein concentration was quantified by the BCA assay. Results are shown as mean ± SD (N = 1, n = 3). (Right panel) Representative size distribution of particles in the vesicle-richest fraction by Nanoparticle Tracking Analysis. Figure S3: Pro-inflammatory effects of EVs derived from clinical E. faecalis bloodstream isolates and E. faecalis DSM 20478. dTHP1-XBlue cells were treated with EVs derived from clinical E. faecalis bloodstream isolates (1000-10,000 EVs/cell). LPS (100 ng/mL) and Pam3CSK4 (100 ng/mL) were used as positive controls. After 4 hours of treatment, the concentration of TNF and the combined concentration of IL-1α and IL-1β secreted in the cell culture supernatants were quantified using HEK-Blue™ TNF-α and HEK-Blue™ IL-1R cells, respectively. Cytokine concentrations were determined by interpolation from a standard curve, generated with recombinant human TNF (1 pg/mL - 10 ng/mL) or recombinant human IL-1β (0.01 pg/mL - 10 ng/mL). Data are shown as means ± SD of three independent experiments (N = 3, n = 3) and analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison post hoc test. Figure S4. TLR2 controls EV-induced immune activation but does not function as an endocytic receptor for EV uptake. HEK-Dual™ hTLR2 cells were pretreated with anti-hTLR2-IgA mAb (1 µg/mL) or human IgA2 control mAb (1 µg/mL) for 1 hour. Cells were then treated with DiI-labe

# Supplementary results

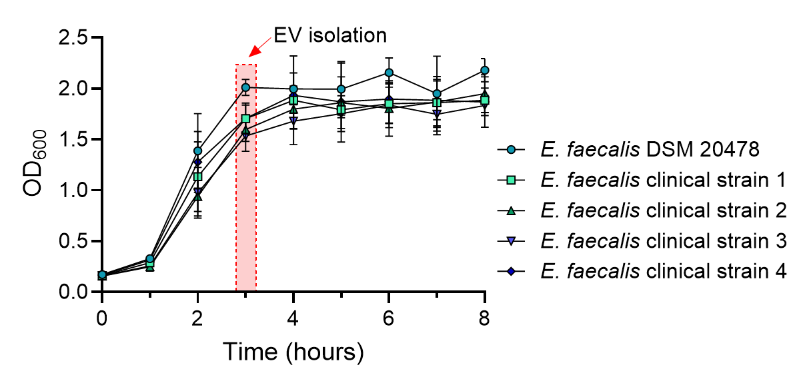

**Figure S1**: Growth curve of clinical *E. faecalis* bloodstream isolates and *E. faecalis* DSM 20478. The optical density (OD_600_) was measured from *E. faecalis* cultures in BHI medium grown under static conditions at 37 °C. Results are shown as mean ± SD (N = 3, n = 3).

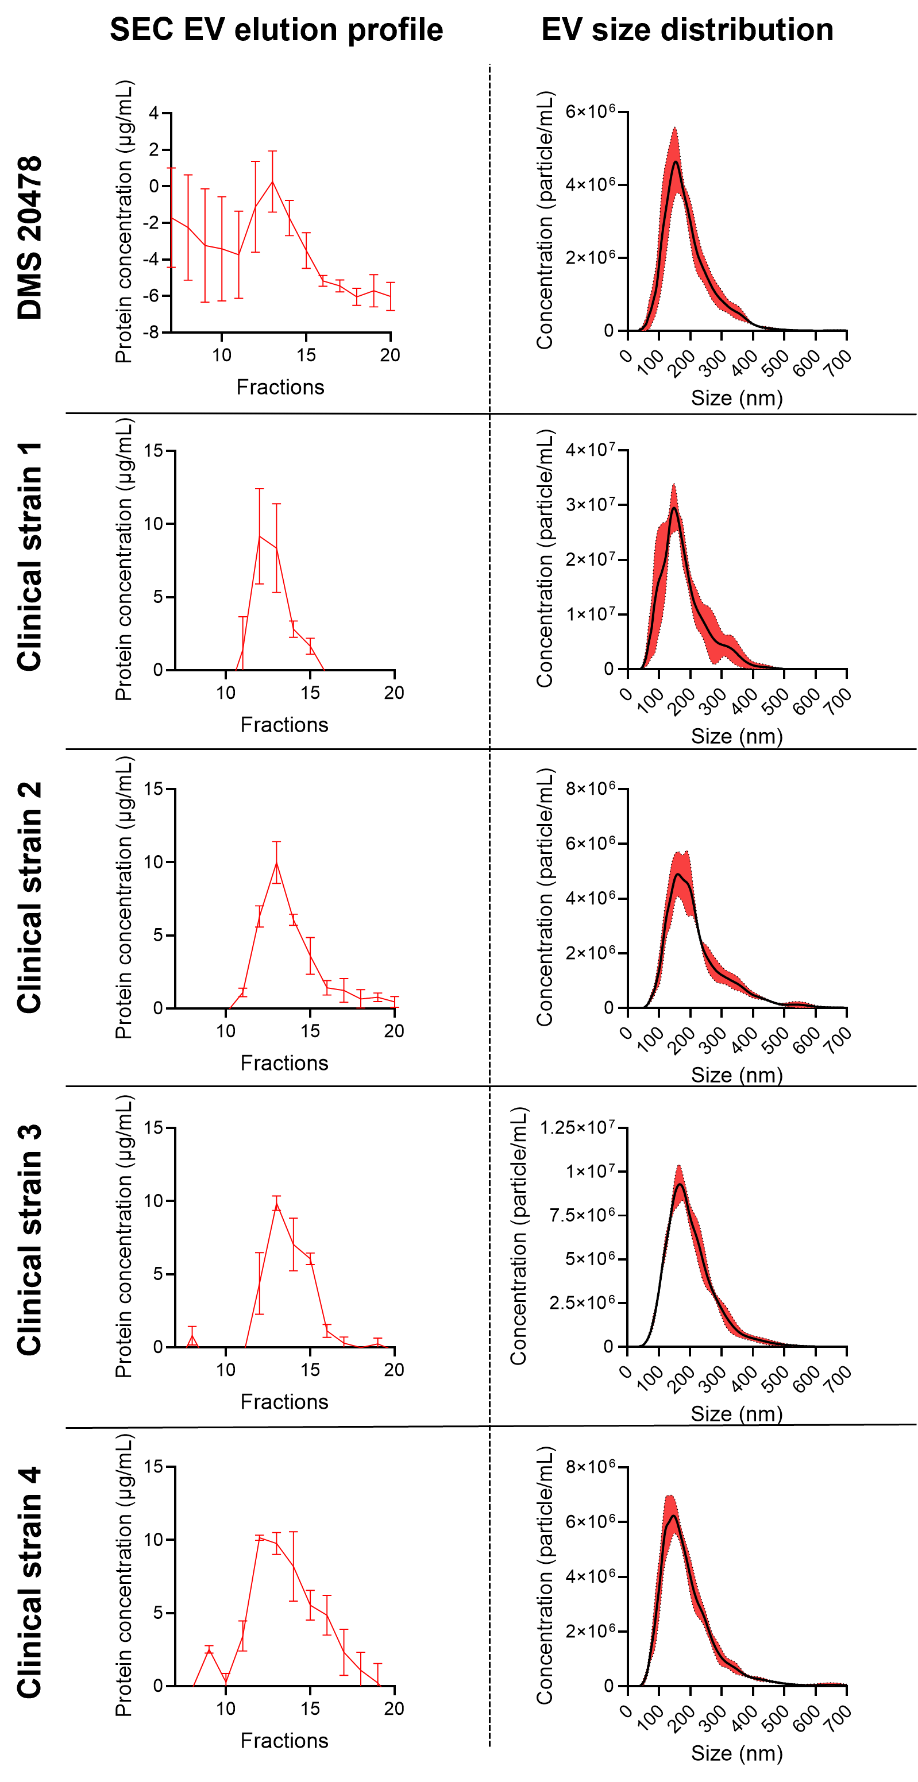

**Figure S2**: Isolation and characterization of EVs derived from clinical *E. faecalis* bloodstream isolates and *E. faecalis* DSM 20478. (Left panel) Representative chromatogram obtained by protein concentration analysis of the first 20 eluted fractions after size exclusion chromatography for each bacteria strain. Protein concentration was quantified by the BCA assay. Results are shown as mean ± SD (N = 1, n = 3). (Right panel) Representative size distribution of particles in the vesicle-richest fraction by Nanoparticle Tracking Analysis.

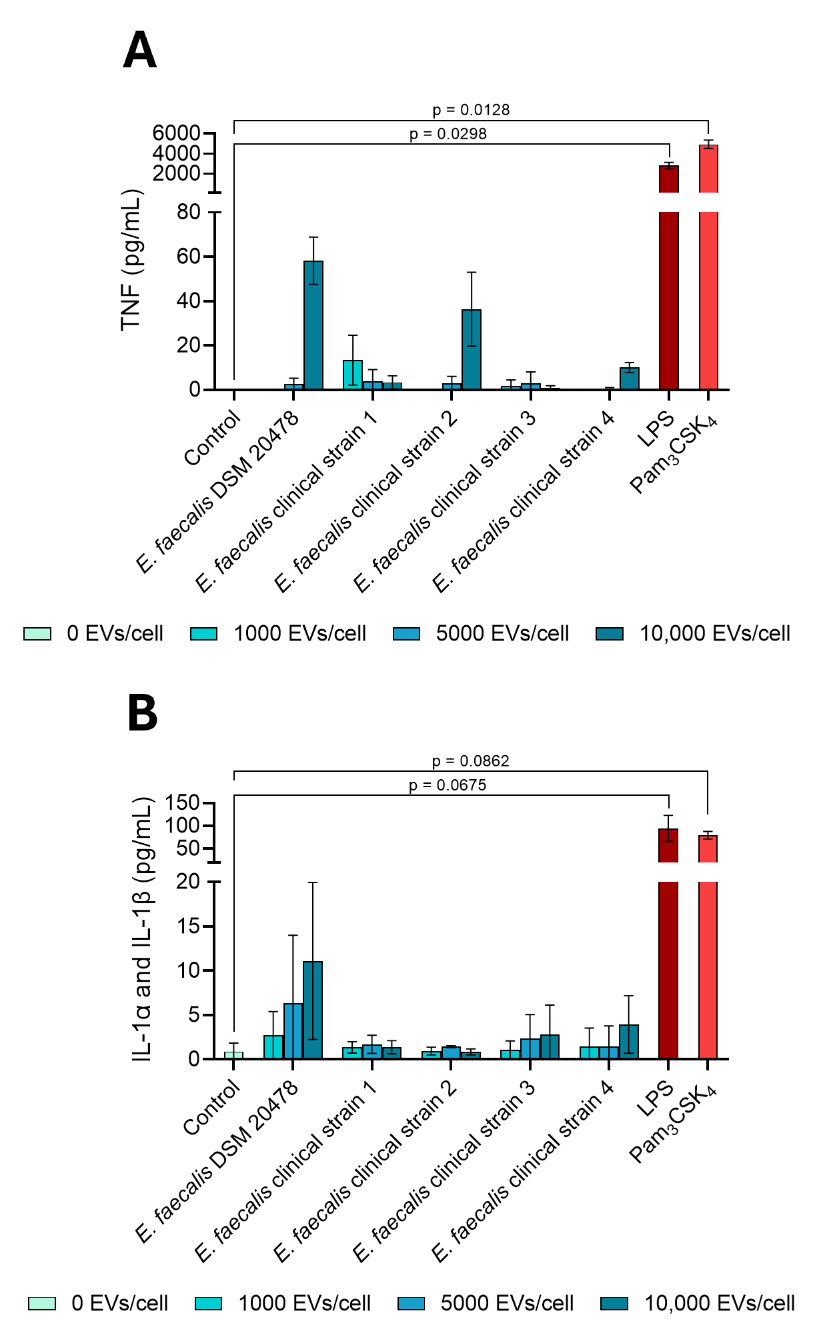

**Figure S3**: Pro-inflammatory effects of EVs derived from clinical *E. faecalis* bloodstream isolates and *E. faecalis* DSM 20478. dTHP1-XBlue cells were treated with EVs derived from clinical *E. faecalis* bloodstream isolates (1000-10,000 EVs/cell). LPS (100 ng/mL) and Pam_3_CSK_4_ (100 ng/mL) were used as positive controls. After 4 hours of treatment, the concentration of TNF and the combined concentration of IL-1α and IL-1β secreted in the cell culture supernatants were quantified using HEK-Blue™ TNF-α and HEK-Blue™ IL-1R cells, respectively. Cytokine concentrations were determined by interpolation from a standard curve, generated with recombinant human TNF (1 pg/mL - 10 ng/mL) or recombinant human IL-1β (0.01 pg/mL - 10 ng/mL). Data are shown as means ± SD of three independent experiments (N = 3, n = 3) and analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison *post hoc* test.

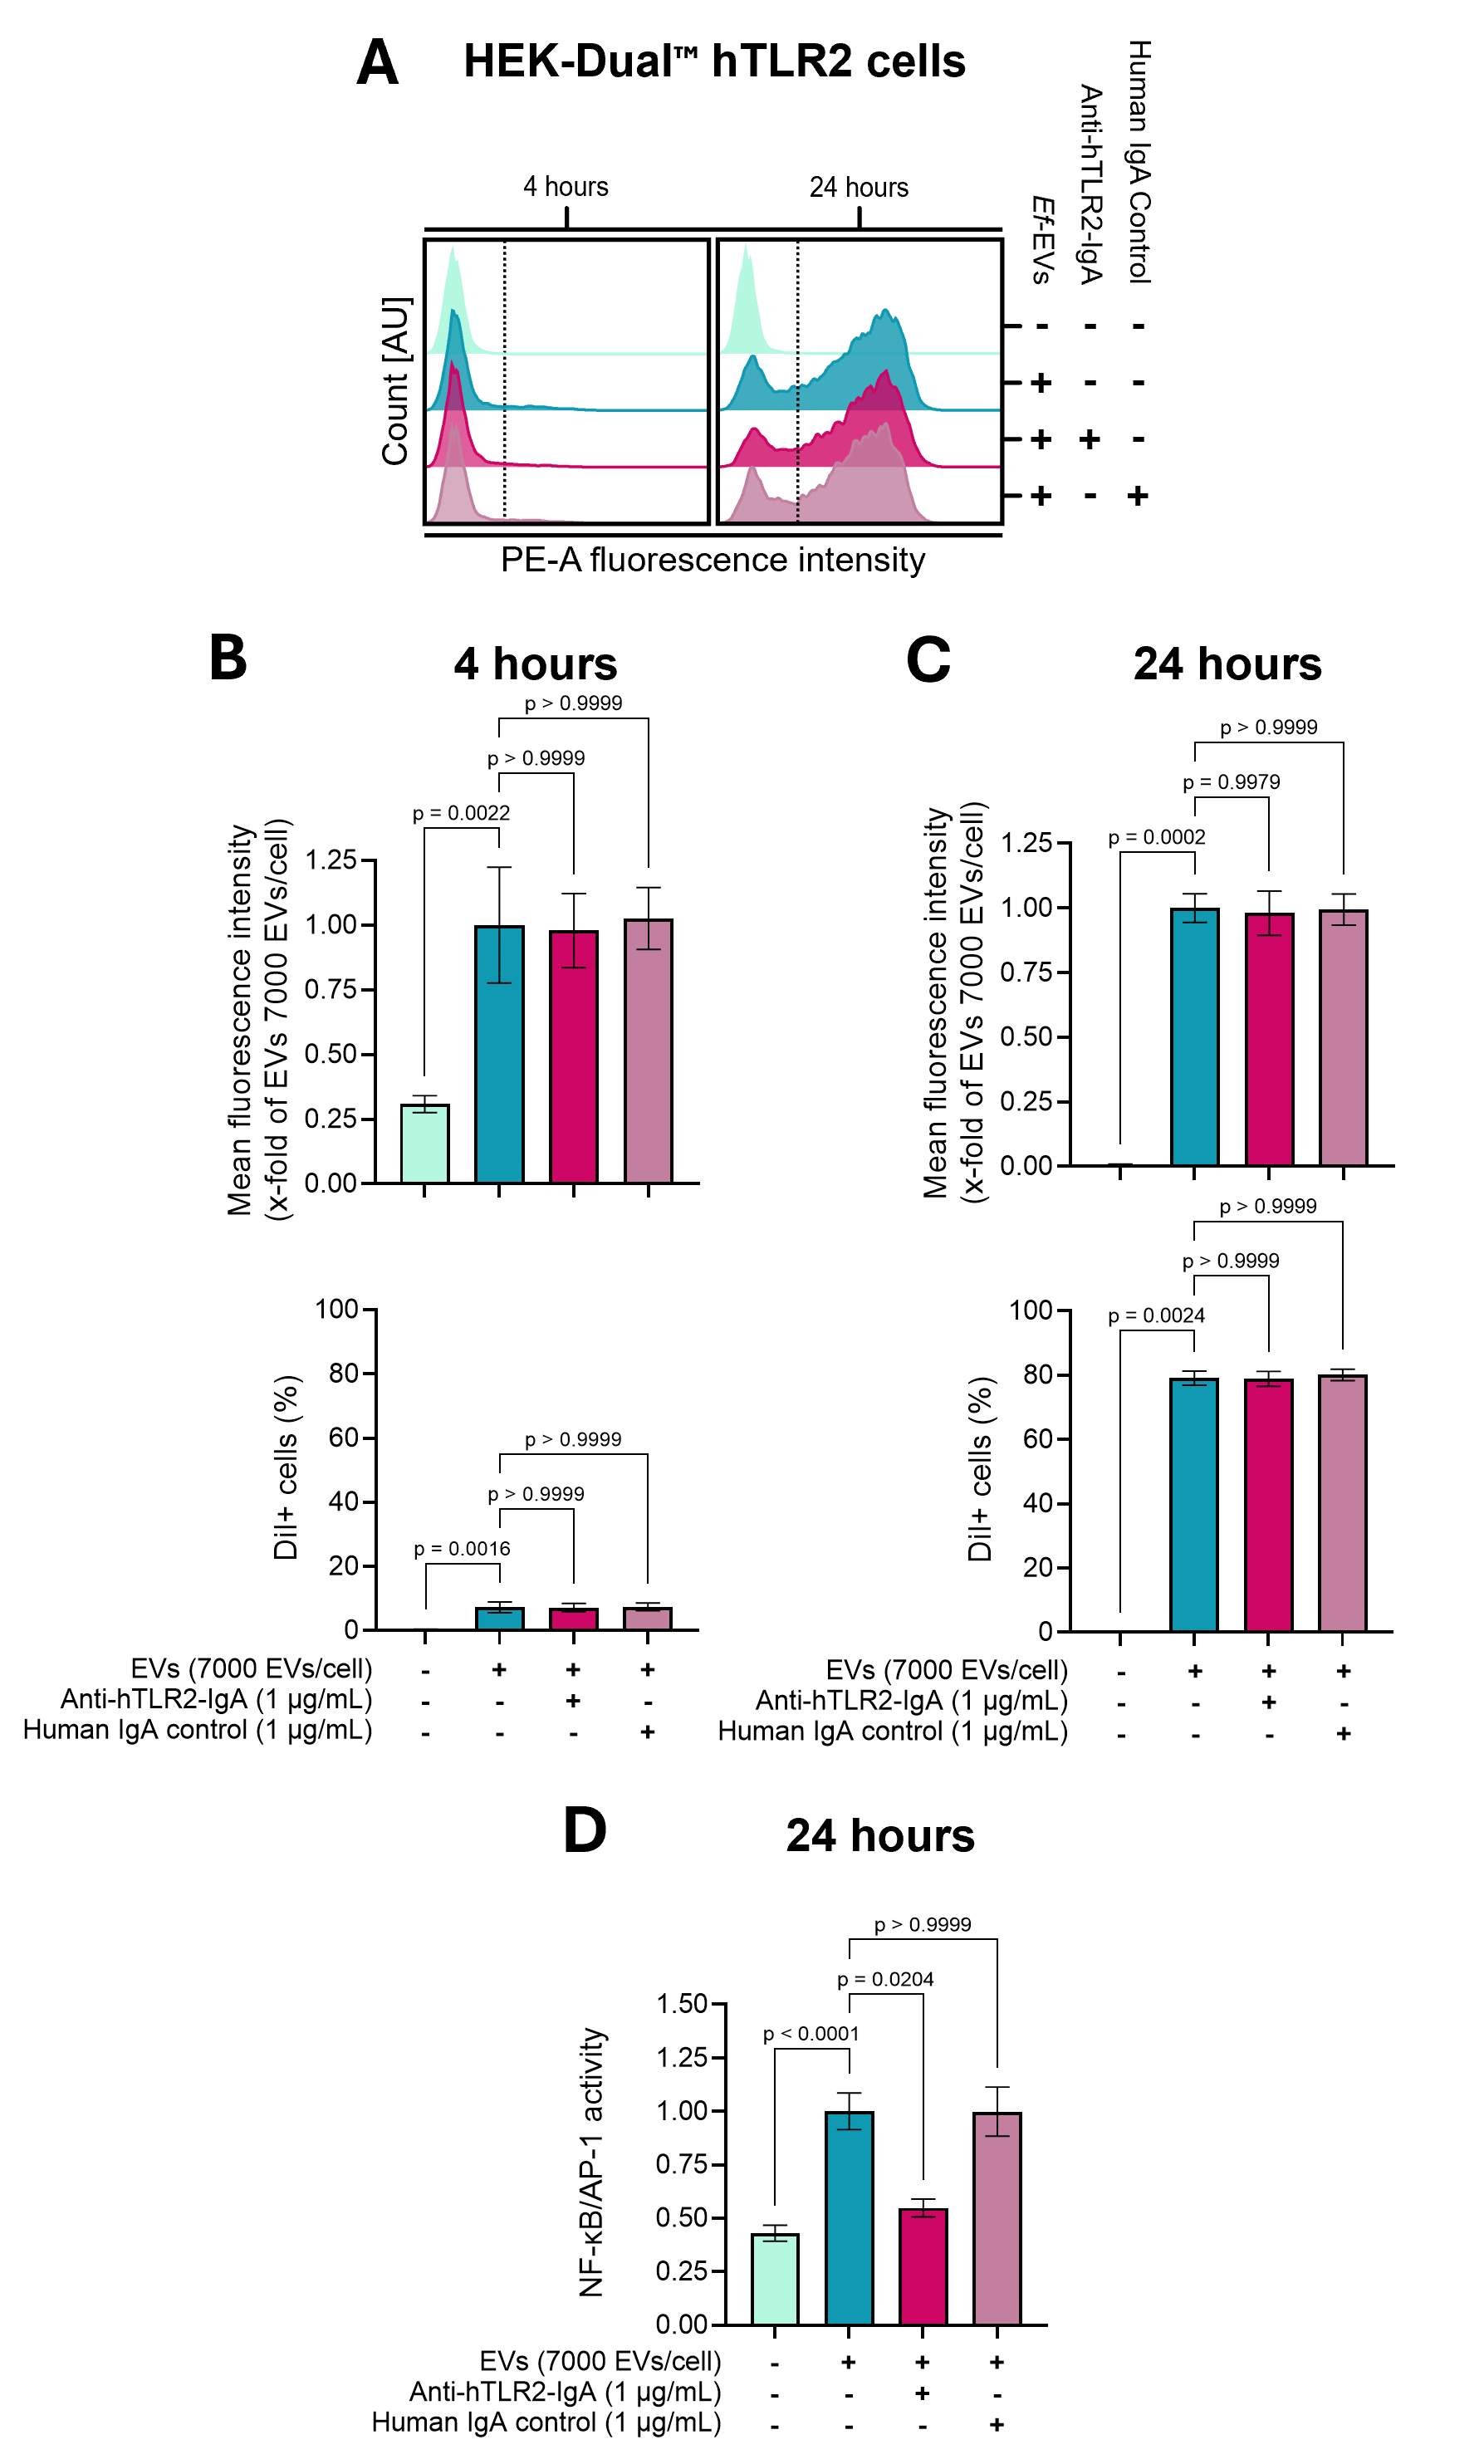

**Figure S4**. TLR2 controls EV-induced immune activation but does not function as an endocytic receptor for EV uptake. HEK-Dual™ hTLR2 cells were pretreated with anti-hTLR2-IgA mAb (1 µg/mL) or human IgA2 control mAb (1 µg/mL) for 1 hour. Cells were then treated with DiI-labeled *Ef*-EVs (7000 EVs/cell) in the presence of antibodies for 4 and 24 hours. Cells incubated in cell culture medium alone were used as negative controls. Cells treated with cell culture medium supplemented with DiI-labeled *Ef*-EVs (7000 EVs/cell) were used as positive activating controls. For EV internalization assays, mean fluorescence intensity (B and C, upper panel) and EV-positive cells (B and C, lower panel) were quantified after 4 (A and B) and 24 hours (A and C) of EV treatment by measuring fluorescence intensity associated with DiI-labeled *Ef*-EVs on the PE channel. NF-κB/AP-1 activation in D was measured after 24 hours of EV incubation as the activity of secreted SEAP and expressed normalized to the positive controls. Quantitative results are presented as mean ± SD (N = 3, n = 3) and were analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison *post hoc* test.

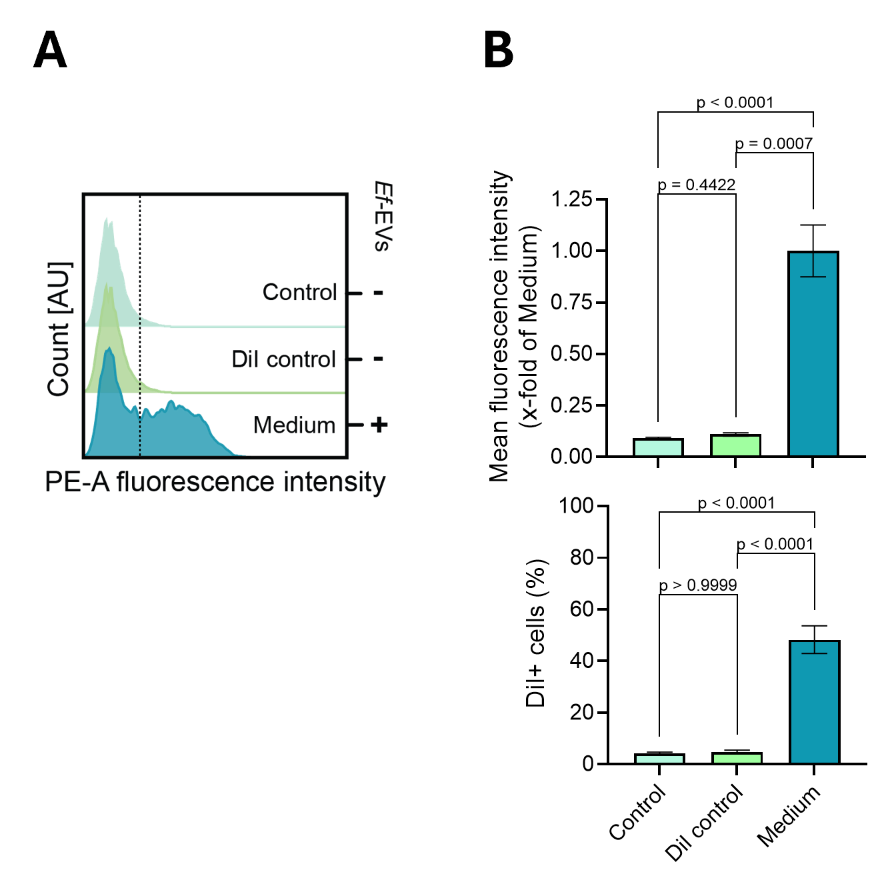

**Figure S5**: A and B) dTHP1-XBlue cells were treated with a control EV-mock solution (DiI control) consisting of SEC-fractionated DiI in PBS (final DiI concentration: 2 µM, DiI control) and DiI-labeled *Ef*-EVs (7000 EVs/cell). Cells incubated in cell culture medium alone were used as negative controls. Cells treated with cell culture medium supplemented with DiI-labeled *Ef*-EVs (7000 EVs/cell) were used as positive controls. Mean fluorescence intensity (B, upper panel) and EV-positive cells (B, lower panel) were quantified after 4 hours of treatment by measuring fluorescence intensity associated with DiI-labeled *Ef*-EVs on the PE channel. Results are presented as mean ± SD (N = 3, n = 3) and were analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison *post hoc* test

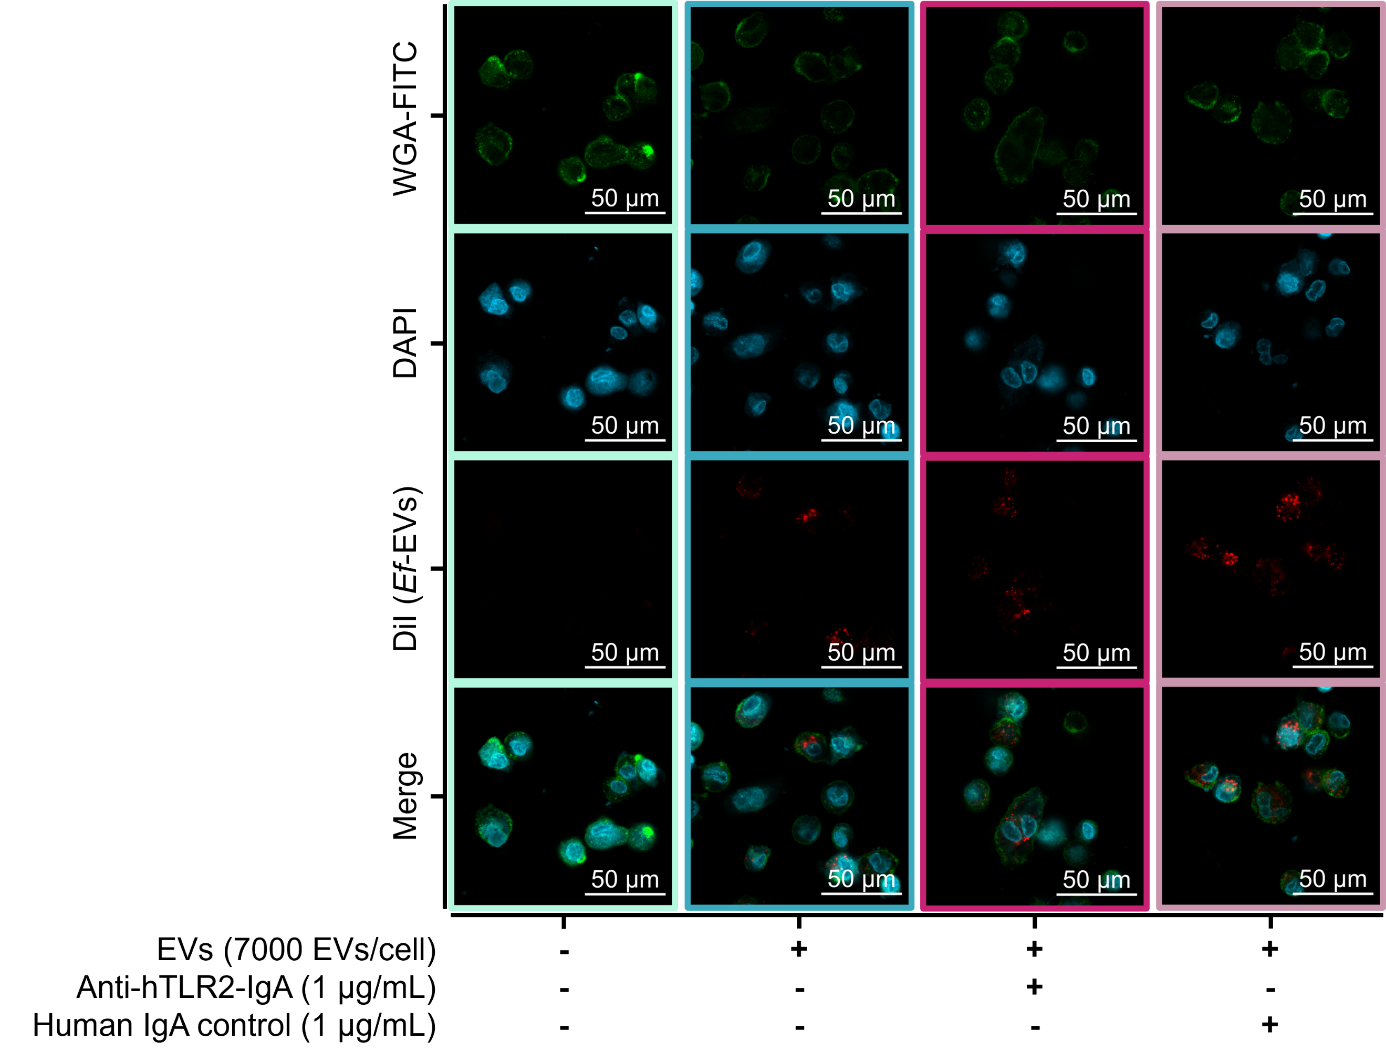

**Figure S6**: TLR2 does not function as an endocytic receptor for EV uptake. dTHP1-XBlue cells were pretreated with anti-hTLR2-IgA mAb (1 µg/mL) or human IgA2 control mAb (1 µg/mL) for 1 hour. Cells were then treated with *Ef*-EVs (7000 EVs/cell) in the presence of antibodies for 24 hours. Confocal micrographs present cell membrane (WGA-FITC panel), cell nuclei (DAPI panel), and fluorescence associated with DiI-labeled Ef-EVs (DiI panel) independently and merged (Merge panel) (scale bar = 50 µm).

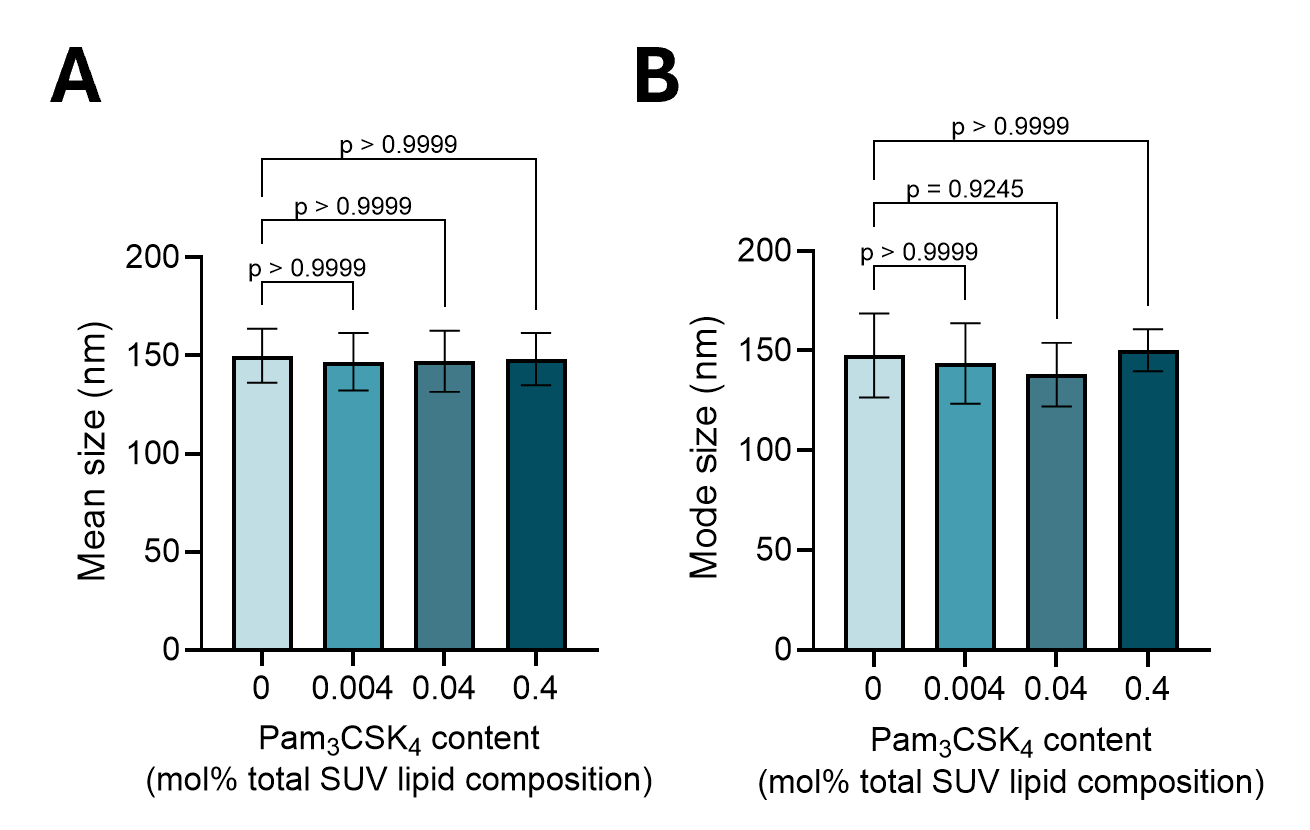

**Figure S7**: Particle size characterization of Pam_3_CSK_4_-SUVs as measured by NTA. A) Average mean size and B) average mode size of SUVs containing increasing amounts of Pam_3_CSK_4_ (from 0 to 0.4 mol% total SUV lipid composition). Results are presented as mean ± SD (N = 3, n = 3) and were analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison *post hoc* test.

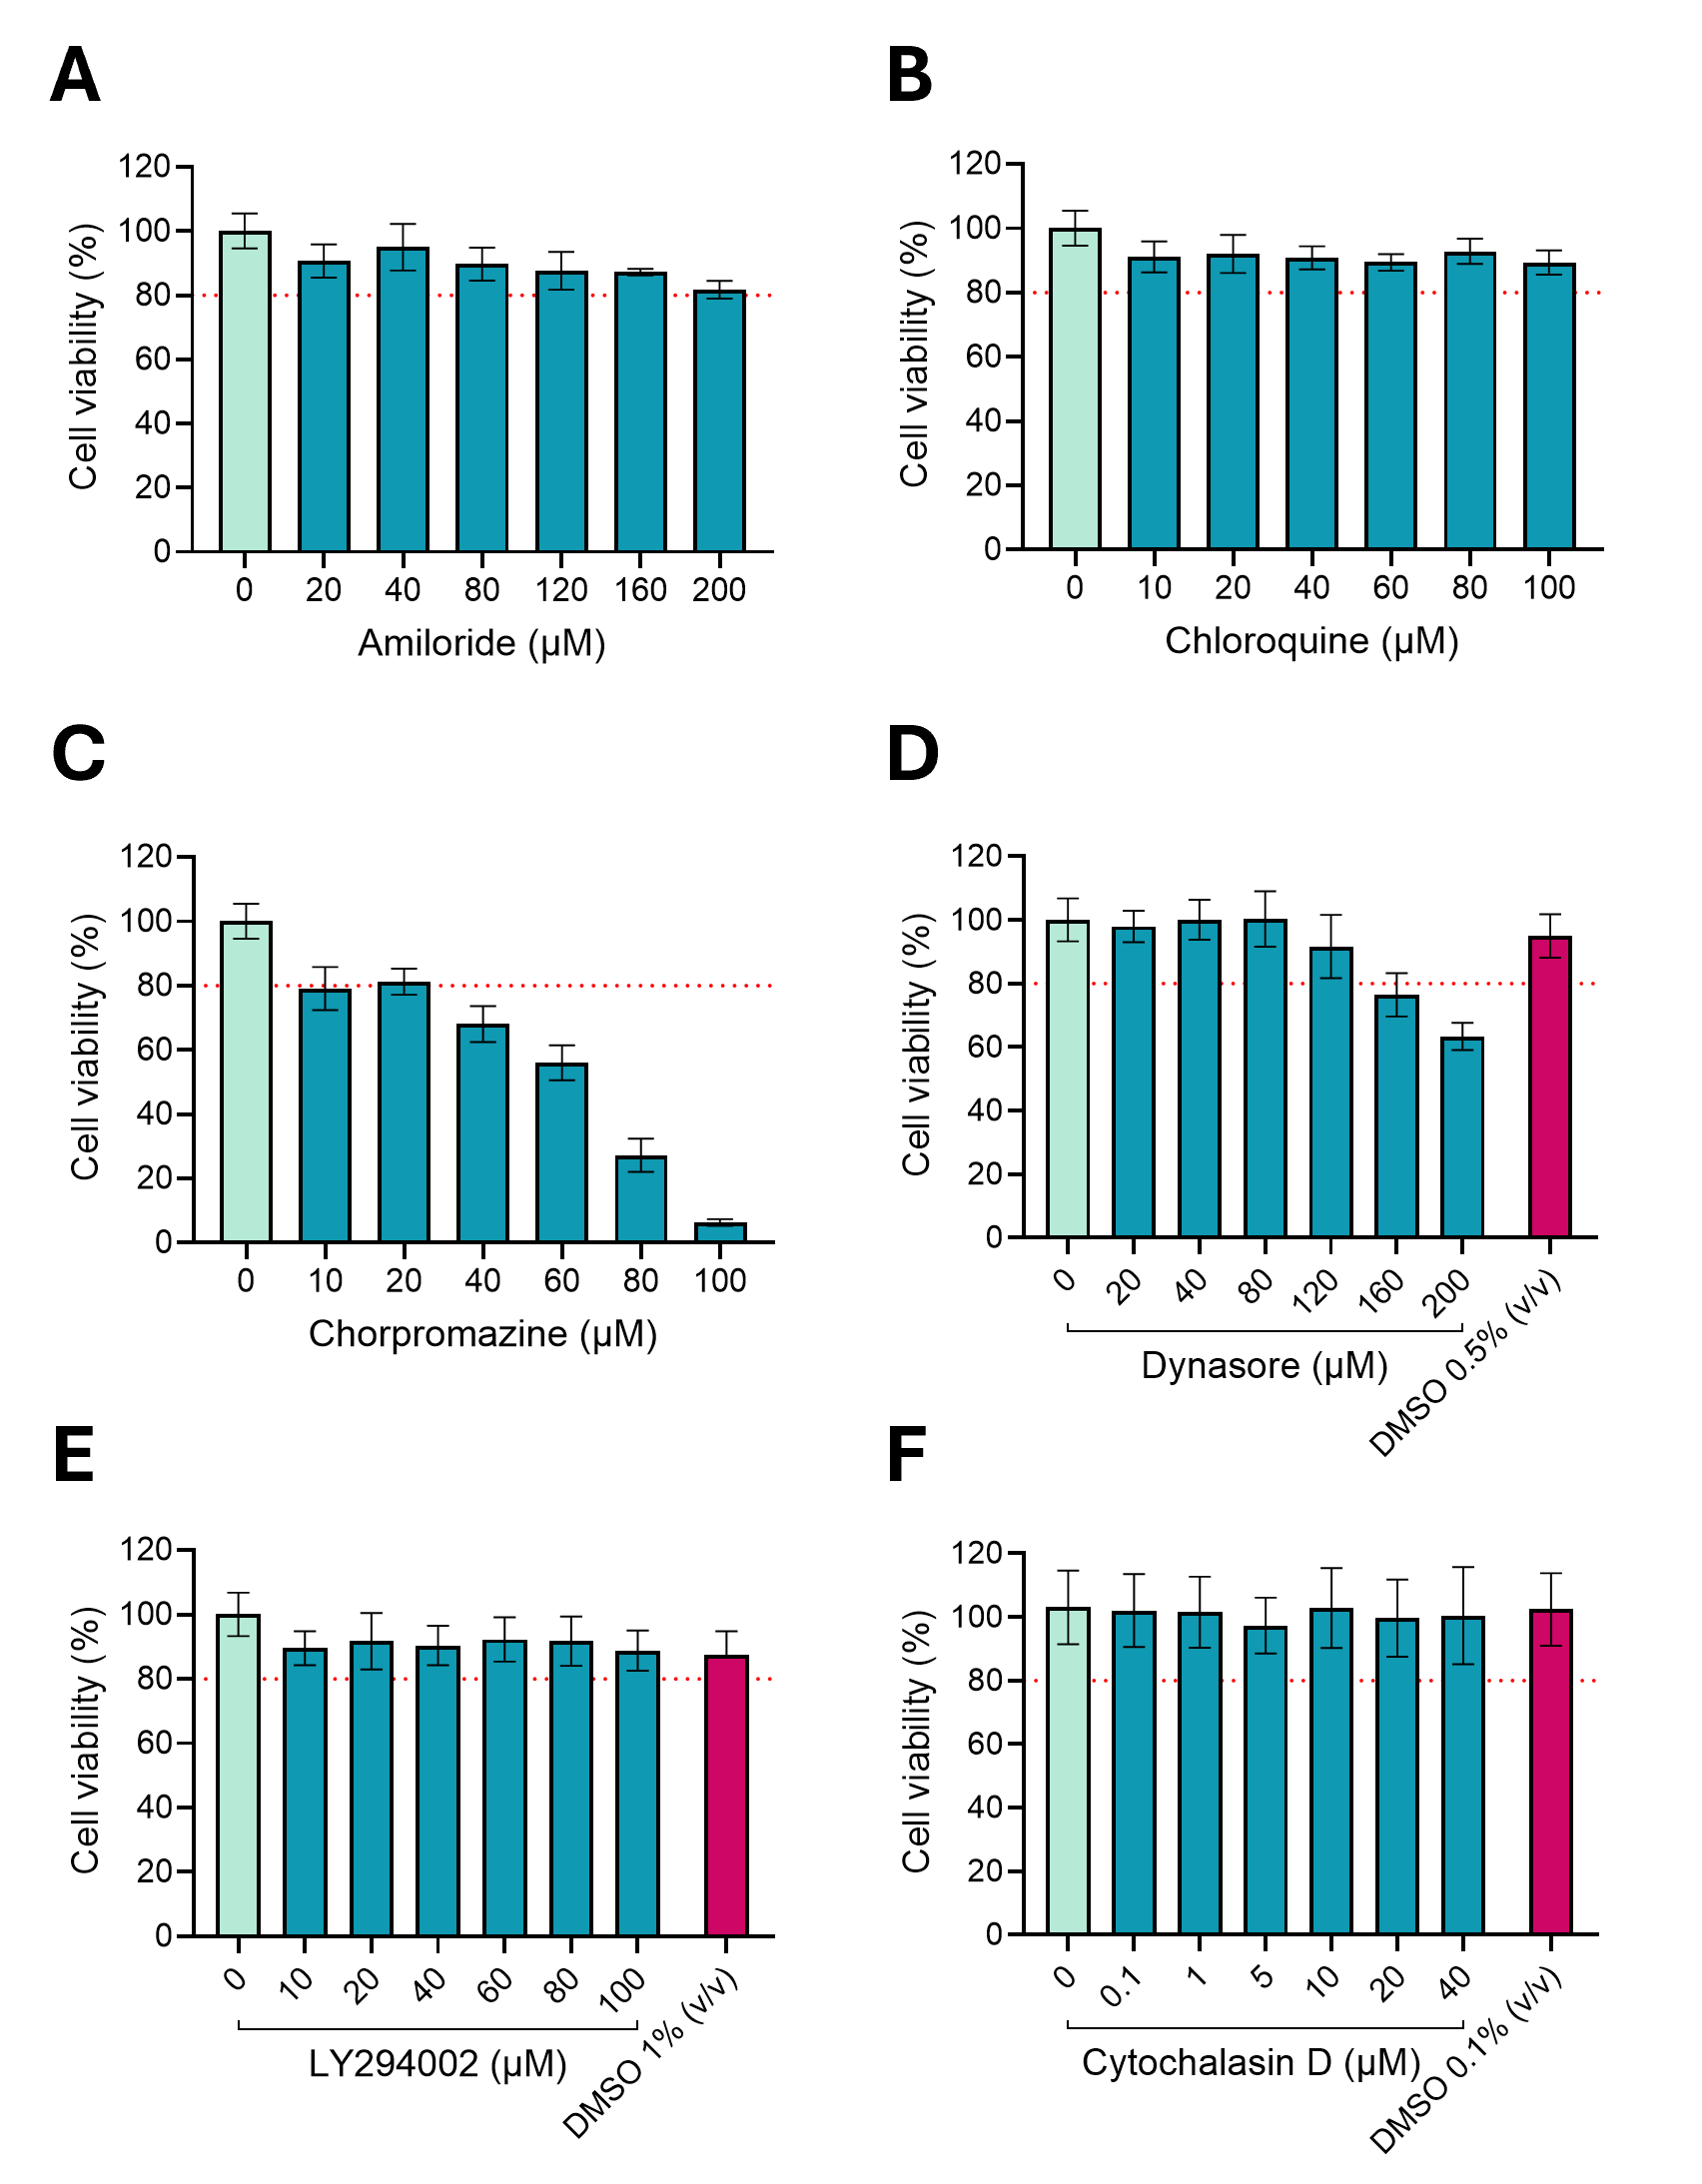

**Figure S8**: Toxicity screening of pharmacological inhibitors of endocytosis in dTHP1-XBlue cells. Cells were treated with different amounts of A) amiloride (macropinocytosis inhibitor, from 20 µM to 200 µM), B) chloroquine (clathrin-mediated endocytosis inhibitor, from 10 µM to 100 µM), C) chlorpromazine (clathrin-mediated endocytosis inhibitor, from 10 µM to 100 µM), D) dynasore (dynamin-dependent endocytosis inhibitor, from 20 µM to 200 µM), E) LY294002 (phagocytosis inhibitor, from 10 µM to 100 µM), and F) Cytochalasin (actin polymerization inhibitor, from 0.1 µM to 40 µM). After 4.5 hours of treatment, cell viability was assessed using the MTT assay. Results are shown as mean ± SD (N = 3, n = 3).

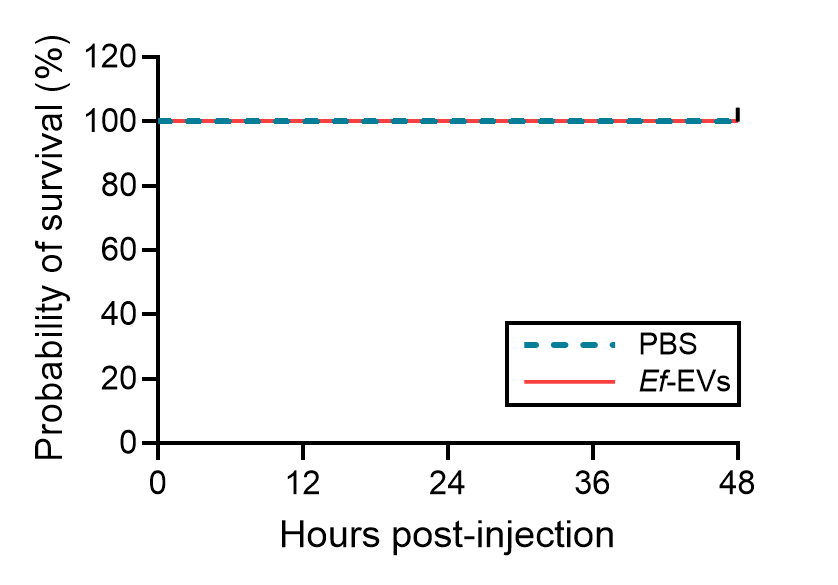

**Figure S9**: Kaplan-Meier graph shows the percentage of survival up to 48 hours post-injection with *Ef*-EVs and PBS. Zebrafish larvae were injected with either 4 nL *Ef*-EVs (200,000 EVs) or 4 nL PBS at the 3rd-dpf into the yolk sac (N = 3, n = 20). Results indicate the number of live larvae was monitored for 48 hours post-injection.

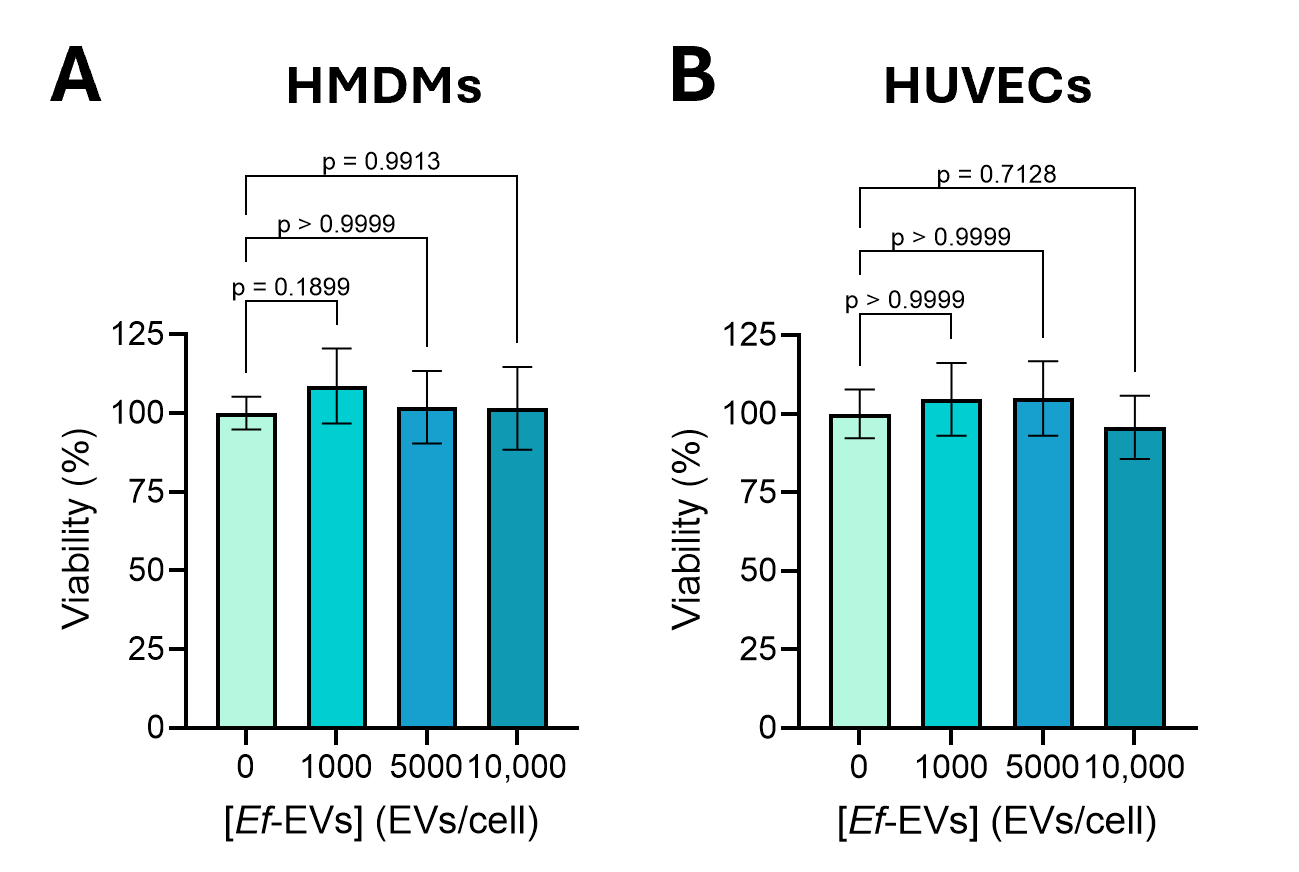

**Figure S10**: HMDMs (A) and HUVECs (B) were incubated with *Ef*-EVs (1000-10,000 EVs/cell). After 24 hours of incubation, cell viability was assessed using the MTT assay. Results are shown as mean ± SD of three individual donors (N = 3, n = 3) for HMDMs and mean ± SD of two individual donors (N = 2, n = 6) for HUVECs. Results were analyzed by Kruskal-Wallis test followed by Dunn’s multiple comparison *post hoc* test.

How the deposited data were processed for this re-analysis (not part of the article)

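RNA-Seq was available for 6 libraries of GFP-positive cells sorted from zebrafish larvae 18 h after injection of *Ef*-EVs or PBS, 3 per group. The authors trimmed the reads with Trim Galore, aligned them to GRCz10 with STAR and assigned them to genes with RSEM within the Grape-NF pipeline. They deposited the result as TPM for 15725 genes, with 1 column per library and 0 columns of values without a sample. The annotation version and the rule that left these genes in the table are not given in the sources used here. TPM keep no read depth, so no counting error was computed, and the number of reads that the paper states per sample cannot be set against the values of a gene. The 10 highest genes held between 13.1% and 17.3% of the TPM of a library. The paper's own calls came from DESeq2, which needs read counts, at an unadjusted p below 0.05 and a fold change above 2. That test cannot be repeated on TPM.

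From the deposited TPM, log2(TPM + 0.5) was tested with limma 3.58.1 in R 4.3.3, with an intensity trend, for the 13705 genes with a mean of at least 1 TPM over all 6 libraries. Gene lists were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, over 16 lists that were written before the data were examined, with the study's tables already seen. They hold glycolysis enzymes, inflammatory genes, hypoxia targets outside glycolysis, heat shock genes, immediate early genes, oxidative phosphorylation genes, and markers of macrophages, neutrophils, keratinocytes, photoreceptors, lens, muscle, erythrocytes, neurons, hepatocytes and yolk, and exocrine pancreas. 2 genes are in more than 1 list. Symbols were matched to the identifiers of the table by exact name, and otherwise by a human symbol that fits a single identifier or several listed paralogs. Principal components were computed on centred values, and k-means on the genes of Tables S2 and S3. The genes named in the text are those the study names for this experiment, the members of its glycolysis and inflammatory response terms, il10, tlr2 and tsc22d3 as counterparts of genes it measured in human cells, and the 5 largest rises and 5 largest falls among called genes with a name and with groups that do not overlap. This rule was written after the values of Tables S1 to S3 had been seen and before the deposited table was. Abundant members of other lists, hsp70.3, NDRG1, hif1al, BNIP3L, ATP5F1B, npsn, krt4, krt18b, STMN1 and pfn1, are named outside this rule and were chosen after their values had been seen. Fold changes are *Ef*-EV minus PBS.

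The replicate numbers were checked for pairing, since PBS and *Ef*-EV libraries share them. Deviations from the group means correlated over genes at 0.63, 0.37 and 0.44 between libraries with the same number, all above 0.1, and between -0.48 and 0.20 for the other numbers. The pairing comes from the values alone, as the paper's text does not say what libraries with the same number share. The comparison without a block had been fixed before the data were examined, and the replicate block was an alternative. The other alternatives were pseudocounts of 0.1 and 1, no filter and a mean of at least 5 TPM, median-of-ratios rescaling, quantile normalization, array weights, no intensity trend, each library left out in turn, the 500 most variable genes or scaled genes for the principal components, and 4 or 8 clusters for k-means. Leaving out both libraries with the same number was added after the data had been seen, and so was the reading of the share by treatment and of the groups that do not overlap over the splits that part all 3 numbers. Taking the columns by Tables S2 and S3 was planned for the case that they disagreed with the deposited table. It was not needed, since all 230 and 393 genes of these tables have equal TPM under the same names, within 0.005 TPM.

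The procedure was tested on 10 simulated tables of 13705 genes in 3 against 3 libraries for each case, with each gene drawn independently of the others. With 200 genes changed by 2 on the log2 scale and no effect of the replicate number, a median of 86.2% of these were called and at least 98% of them had the right sign. With an effect of the replicate number and no block, the median was 71%. Table S1 was held as its first 1997 genes only, and no enrichment was tested on it. No genomic coordinates are given, since no annotation of GRCz10 was used here.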

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

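The tests of low oxygen, of stress during dissociation and sorting, and of a smaller share of other cells were chosen after the results were seen, as was that of the TPM normalization for oxidative phosphorylation genes, and that of the TPM normalization for glycolysis genes before. The lists below drew attention as a signal in genes that the paper's results text does not report for these libraries. Of the lists past the threshold of limma's camera test with a preset correlation, none of the 5 that rose, of heat shock, hypoxia, immediate early, oxidative phosphorylation and neutrophil genes, held under fry or an estimated correlation.

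Heat shock genes had a median log2 fold change of 1.04, with 15 of 15 higher in the *Ef*-EV group (limma camera adjusted p = 2.76e-07, fry adjusted p = 0.228), hypoxia targets outside glycolysis one of 0.57, with 16 of 27 higher (limma camera adjusted p = 1.40e-05, fry adjusted p = 0.380), and immediate early genes one of 0.36, with 26 of 28 higher (limma camera adjusted p = 2.61e-06, fry adjusted p = 0.271). Between the libraries numbered 1, 2 and 3 the medians were 0.10, 0.98 and 1.59 for heat shock, -0.30, 0.91 and 1.01 for hypoxia targets and 0.24, -0.10 and 0.95 for immediate early genes. The study's own tables hold 7 of the 15 heat shock genes, 8 of the 27 hypoxia targets and 5 of the 28 immediate early genes. Without these, the medians were 0.47 for heat shock (limma camera adjusted p = 0.00232), -0.08 for hypoxia targets (0.297) and 0.29 for immediate early genes (0.00111). The study chose its genes by their change on these libraries, so a lower median without them decides nothing. Among the most abundant members, hsp70.3 was at 93.5, 93.3 and 193 TPM with PBS and 74.1, 310 and 671 TPM with *Ef*-EVs, and NDRG1 (ENSDARG00000032849) at 222, 141 and 168 TPM and 204, 465 and 908 TPM. Of the other abundant hypoxia targets, hif1al was lower with *Ef*-EVs, with a log2 fold change of -0.47, and so was BNIP3L (ENSDARG00000025468), with -0.46.

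These lists bear on why glycolytic enzyme genes were higher with *Ef*-EVs. The TPM normalization as the whole cause is argued against, since after rescaling and quantile normalization the glycolysis median was 0.45 or more. The camera test stayed past its threshold, with adjusted p of 1.57e-05 and 1.99e-04 in limma and 0.0104 at most over the alternatives at the preset correlation. That test compares a list with the other genes of the same libraries, so it says little about scaling. Without rescaling, the adjusted p of the list in limma was 0.189 with an estimated correlation and 0.271 under fry, so the threshold is that of the preset correlation alone. Low oxygen or its signalling may contribute, as the hypoxia targets passed camera (adjusted p = 1.40e-05 in limma). They did not pass fry, but neither did the glycolysis list. Their medians of -0.30, 0.91 and 1.01 between the libraries numbered 1, 2 and 3 moved with those of the glycolysis list, -0.07, 0.73 and 0.71. The lower values between the libraries numbered 1 therefore do not count against it. Stress during dissociation and sorting might also contribute, since the immediate early and heat shock lists both passed camera, the larger limma adjusted p being 2.61e-06. They did not pass fry, and the immediate early median was below 0 between the libraries numbered 2, where the glycolysis median was 0.73. Neither can be told apart from a response of the macrophages to *Ef*-EVs, which the design allows and which was not tested separately.

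Oxidative phosphorylation genes had a median log2 fold change of 0.28, with 95 of 100 higher (limma camera adjusted p = 1.40e-16, fry adjusted p = 0.0776). Of the 100, 89, 83 and 94 were higher between the libraries numbered 1, 2 and 3, and the study's tables hold 4 of them. The median was 0.39 after median-of-ratios rescaling and 0.20 after quantile normalization, which argues against the TPM normalization as the whole cause. The camera test at the preset correlation stayed past its threshold (limma adjusted p = 5.62e-14 and 1.31e-07), but for the same reason it says little about scaling. Table S4 lists the term. The paper's discussion names this pathway as one that inflammatory macrophages turn away from, and its results text gives no values of it for these libraries. Their median level was 241 TPM in the PBS group, with ATP5F1B at 2290, 2148 and 2791 TPM with PBS and 2351, 2566 and 2763 TPM with *Ef*-EVs, and no other explanation, technical or biological, was tested for this list.

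Neutrophil genes had a median log2 fold change of 0.49, with 10 of 11 higher (limma camera adjusted p = 1.20e-04, fry adjusted p = 0.233), and medians of -0.07, 0.50 and 0.89 between the libraries numbered 1, 2 and 3. Their median level of 123 TPM in the PBS group leaves open how much of it is RNA of the macrophages themselves. The most abundant, npsn, was at 1401, 1054 and 1022 TPM with PBS and 1702, 1158 and 842 TPM with *Ef*-EVs. Genes of the other cell types were mostly lower, with 8 of 9 medians below 0. Keratinocyte genes had a median of -1.12, with 3 of 23 higher (limma camera adjusted p = 2.12e-07), and this list was past the threshold under fry as well (adjusted p = 0.0160), though not with an estimated correlation (adjusted p = 0.0633). Neuron genes had a median of -1.06 (adjusted p = 4.94e-14 by limma camera, 0.0642 by fry), photoreceptor genes -1.01 (1.21e-11 and 0.0642) and muscle genes -0.57 (0.0191 and 0.348). Medians of -0.43 for erythrocytes (limma camera adjusted p = 0.823), -0.46 for exocrine pancreas (0.588), -0.36 for hepatocytes and yolk (0.357) and -0.58 for lens (0.309) were not past the threshold, and neither was that of -0.32 for macrophages (0.0510). With the replicate block, erythrocytes (0.0164) and macrophages (0.0453) were. The macrophage fall was also past it with a pseudocount of 1 (0.0434), a mean of at least 5 TPM (0.00978), quantile normalization (0.00201) and array weights (0.0063). It was not with a pseudocount of 0.1 (0.0525), no filter (0.0688), no intensity trend (0.0510) or median-of-ratios rescaling (0.125). Leaving out the PBS library numbered 3 put it past (0.0103), and leaving out that numbered 1 did not (0.429). The study's tables hold 12 of the 23 keratinocyte, 11 of the 24 neuron and 11 of the 25 photoreceptor genes. Without these, the medians were -0.50 for keratinocytes (limma camera adjusted p = 0.363), -0.70 for neurons (5.74e-04) and -0.88 for photoreceptors (0.00111), which decides nothing for the same reason. krt4 was at 625, 964 and 2470 TPM with PBS and 139, 425 and 830 TPM with *Ef*-EVs, but krt18b, of the same list, at 929, 818 and 660 TPM and 929, 931 and 1208 TPM, with a log2 fold change of 0.35. STMN1 (ENSDARG00000004169) was at 83.6, 176 and 122 TPM and 68.7, 61.5 and 45.5 TPM, while pfn1 of the keratinocyte list, at 21817 TPM in the PBS library numbered 1, is abundant in all libraries.

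A smaller share of other cells in the Ef-EV sorts is a candidate explanation for the falls, with 8 of the 9 lists of other cells lower by group median. Of the 8, keratinocyte, neuron, photoreceptor and erythrocyte medians were below 0 between all 3 numbers. The lens median was 0.83 between the libraries numbered 1. Between those numbered 2, exocrine pancreas (2.14), hepatocytes and yolk (0.29) and muscle (0.05) were above 0. Against this explanation stand the neutrophil list, which rose, and the macrophage list, which fell rather than rose. Neither change passed fry, so the tables do not decide. A response of the larvae to *Ef*-EVs stays open and was not tested. Genes with at least 1 TPM were also fewer in the *Ef*-EV library of each number. They numbered 11787, 13325 and 13122, against 12676, 13539 and 13835 with PBS. Requiring a mean of at least 5 TPM lowered the falls from 322 to 122 and the rises from 132 to 87. Whether the number of genes detected bears on the falls was not tested.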

How the results depend on the processing

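The choice of leaving out both libraries with the same number was made after the data had been seen, and all other alternatives before. All 7 genes that the study names and both lists at its conclusions kept their direction under every alternative run. Among 19 single genes 18 kept their direction, and 7 also their side of both thresholds, namely SAA2, cox4i1l and the 5 largest falls. The log2 fold change of tsc22d3, -0.08, reversed to 0.031 after median-of-ratios rescaling and ran from -0.33 to 0.14 with libraries left out. Of the 14 other lists 10 kept their direction and 8 also their side of the camera threshold. With libraries left out, medians ran from -1.52 to 0.20 for erythrocytes, -1.82 to 1.32 for exocrine pancreas, -0.996 to 0.14 for hepatocytes and yolk and -0.92 to 0.16 for lens. The number of other lists past the threshold was 8 to 12, against 9.

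A mean of at least 5 TPM gave 209 differentially expressed genes (87 higher, 122 lower), with 280 of the study's genes in the same direction and 160 called, fewer because fewer genes were tested. Median-of-ratios rescaling gave 199 higher and called 6 of the 7 named genes, quantile normalization gave 213 higher, and array weights gave 971 (435 higher, 536 lower) and 7 named genes. The fit without an intensity trend called 1 of the named genes. The replicate block gave 838 (237 higher, 601 lower). It added tnfa and il10 to the called genes and the erythrocyte and macrophage lists to those past the threshold. It changed no other call among the 19 single genes and the lists. For the glycolysis list, with a median of 0.53, and the inflammatory list, with 0.86, neither was past the threshold under fry or an estimated correlation. Apart from the filter, the cause was not tested.

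With 1 library left out, the count ran from 271 to 798 (71 to 363 higher, 200 to 523 lower), and with both libraries of a number left out it was 1089 without replicate 1, 167 without replicate 2 and 132 without replicate 3. Rises numbered 495, 23 and 32 and falls 594, 144 and 100. At adjusted p limma called 35 genes without replicate 1, with 2051 at an unadjusted p below 0.05, and 0 under each other alternative, with 176 to 1863 at an unadjusted p below 0.05. Of the 35 genes, 32 were higher with *Ef*-EVs. They include tnfa, il6 and pgam1a (limma adjusted p = 0.0375, 0.0362 and 0.0453), while the other named genes did not pass. That fit was chosen after the data had been seen. With libraries left out, named genes called ran from 0 to 7, and the study's genes called from 100 without replicate 2 to 424 without replicate 1. From 5 libraries the share of the sum of squares by treatment ran from 17.1% to 30.0%, where 25% is the average without an effect and without pairing. Fits with 2 libraries in a group assume that these vary like the other group. How far depth limits these results cannot be given, since TPM hold no depth.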

Differences from the paper's values

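The paper's count of upregulated genes is 230, and 132 were called here. Of the alternatives set before the data were examined, the count falls within 1.5 times the paper's with no filter on low values (156), median-of-ratios rescaling (199), quantile normalization (213), the replicate block (237) and without the PBS library numbered 1 (275). It does not with pseudocounts of 0.1 (125) or 1 (141), a mean of at least 5 TPM (87), array weights (435), no intensity trend (126), or without the *Ef*-EV library numbered 1 (363), the PBS libraries numbered 2 (71) or 3 (100), or the *Ef*-EV libraries numbered 2 (73) or 3 (71).

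The paper counts tnf, cxcl8a, aldoaa and hk1 among its upregulated genes. All were higher here, but with log2 fold changes of 1.64, 1.20, 0.98 and 0.91 they were not past both thresholds, whereas il6, il1b and pgam1a were. tnfa passed both with median-of-ratios rescaling, quantile normalization, the replicate block, array weights and without the *Ef*-EV library numbered 1. cxcl8a and aldoaa passed with median-of-ratios rescaling, array weights and without either library numbered 1, and hk1 with array weights and without the *Ef*-EV library numbered 1. Leaving out both libraries numbered 1, which was chosen after seeing the values, called all 7, and called 192 of the paper's 230 upregulated and 232 of its 393 downregulated genes.

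The paper gives Cluster A, its largest, as the one with the activated pathways. Here the largest cluster, of 182 genes, held falls alone, as it did under each alternative run, and the largest cluster of rises held 106 genes. Genes were centred here, and no alternative scaled them to unit variance for k-means. The paper clustered with iDEP.96, and its text does not give the scaling of genes, so the methods may differ. The paper reads a separation of the groups from the first 2 principal components. Here the groups did not overlap on the second, which held 20.1% of the variance, while on the first, with 51.8%, treatment accounted for 2.09% of the spread.

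Table S1 places the TPM of 4 libraries under other headings than the deposited table. Its EV1 and PBS3 match the libraries of the same name in 1996 of the 1997 genes held each. In contrast, the values headed EV2 equal those of the PBS library numbered 1 in 1996 genes, those headed EV3 the *Ef*-EV library numbered 2 in 1997, those headed PBS1 the PBS library numbered 2 in 1997 and those headed PBS2 the *Ef*-EV library numbered 3 in 1996, each within 0.005 TPM. Tables S2 and S3 carry the names of the deposited table in all 230 and 393 genes. Across 1795 tested genes, the fold changes of Table S1 correlate at 0.948 with those of the deposited grouping and at 0.342 with those of the grouping by its headings, a correlation across genes, which are not independent replicates. The sheet titles of Tables S2 and S3 name the opposite direction to their values, which are above 0 for all 230 genes of Table S2 and below 0 for all 393 of Table S3. In Fig. 8E the bars of the KEGG, molecular function and cellular component panels run in the reverse order of the adjusted p in Table S4.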

Other observations

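Of the tests in this part, those of the splits for counts of genes, of a swap of labels, with its comparisons within groups, and of a missing response were chosen after the result was seen. Those of the splits for the lists, of other cells in the sorts numbered 1 and of the number of genes detected were set before.

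Other splits of the 6 libraries into 3 and 3 leave chance open, since 10 splits never give a share under 0.1. As many genes past both thresholds as the 454 came from 5 of the 10 splits. At adjusted p limma called 0 genes, with 727 at an unadjusted p below 0.05, and since every split has at least 0, the 10 of 10 that reach this count decide nothing. A camera p as small came from 1 of 10 for the glycolysis list and 2 of 10 for the inflammatory list, and as many of the other lists were past the threshold in 4 of 10. The 4 splits that keep both libraries numbered 1 together gave 1598, 1189, 1280 and 1383 genes. Among the 4 splits that part all 3 numbers, as the real one does, the counts were 454 for the real one and 29, 79 and 199 for the others, or 838 against 113, 185 and 402 with the replicate block. The other 6 splits part 1 number each. In simulated comparisons of 13705 genes without any change, a median of 488 genes passed both thresholds without an effect of the replicate number and 153.5 (at most 162) with one, in limma without the block. With the block and an effect of the replicate number the median was 488.5 and the largest count 523, beside 838 in the data. The simulation drew each gene independently of the others, and its counts varied less than those of the splits. Its largest count is therefore no bound for the data.

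The libraries numbered 1 lay apart on the first principal component, and 3300 genes passed both thresholds between these and the other 4 libraries, 255 higher and 3045 lower. A lower number of genes detected may be part of this, as the libraries numbered 1 had at most 12676 genes with at least 1 TPM and the others at least 13122. Cells of other types in the sorts numbered 1 are also a possible explanation, with 3 of 9 lists of other cells higher in them, all past the camera threshold, erythrocytes (limma adjusted p = 0.0369), hepatocytes and yolk (0.0215) and neutrophils (0.0215). The other 6 were lower by median, none past the threshold. Camera compares a list with all other genes, and its direction was up for these 6 as well. Most genes past both thresholds were lower in these libraries, so a median below 0 does not count against a larger share. The lists therefore do not decide on a larger share of other cells as a whole. A larger share of erythrocytes, hepatocytes and yolk, and neutrophils alone would not require the other 6 to rise. Against a larger share of other cells, the macrophage list was higher as well, with a median of 0.22 (limma camera adjusted p = 0.0344), though its mean was -0.05, so the tables do not decide. Oxidative phosphorylation (2.66e-07), inflammatory (0.0129) and immediate early genes (0.0211) were also higher past the threshold. What the libraries numbered 1 share, and whether a biological difference lies behind it, was not tested.

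In the *Ef*-EV library numbered 1, tnfa, il6, il1b and cxcl8a were at the level of the PBS libraries, while il10, at 17.5 TPM, and ccl34a.4, at 1037 TPM, were above every PBS library. The inflammatory list in this library had a median log2 difference of -0.66 from the other *Ef*-EV libraries, and in the PBS library numbered 1 one of 0.88 from the other PBS libraries. A swap of the labels of these libraries was tested with the genes called from the other 4 libraries alone. Of 594 genes called lower, 75.4% were lower with *Ef*-EVs between the libraries numbered 1 as labelled, against 62.5% of all genes, and of 495 called higher, 46.9% were higher, against 37.3%. A swap would put both shares below those of all genes, and they lay above by 12.9 and 9.60 points. Between these libraries as labelled, 89 of 100 oxidative phosphorylation genes were higher, and 1 of 24 neuron and 1 of 25 photoreceptor genes, with medians of 0.18, -1.20 and -1.56, as in the other numbers by direction. Between libraries of one group, up to 84 of 100, 21 of 24 and 20 of 25 of these genes moved one way, with medians up to 0.26, 0.43 and 0.80 in size. These values argue against a swap but do not exclude it. Genes called with the labels of 1 of the other numbers crossed, of which there were only 22 and 67, departed in the share higher by -10.0 and -5.93 points from all genes in the same libraries, and by up to 30.4 points in the others, and that these lists follow the treatment is not established, as none passed fry. On the side of a swap are the medians of the inflammatory list and its camera p, 1.23e-11 with these labels exchanged and 2.77e-09 as labelled. The glycolysis list goes the other way, with a camera p of 8.68e-05 and a median of 0.43 when exchanged and 8.76e-06 and 0.53 as labelled. With the exchange, 199 genes passed both thresholds, against 454. A missing response to the injection in these libraries would leave both shares equal to those of all genes. The falls argue against it, with 75.4% against 62.5% and a median log2 difference of -0.49 against -0.16, and the rises less so, with 46.9% against 37.3%. Given the same departures with crossed labels, it stays open and cannot be told apart from a weaker response.

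Of the counterparts of genes that the study measured in human cells, il10 was at 8.72 ± 4.82 TPM with PBS and 16.5 ± 3.12 TPM with *Ef*-EVs (SD, n = 3 libraries each), a log2 fold change of 1.01 (standard error 0.47, limma adjusted p = 0.938), and was higher between all 3 numbers. tsc22d3 was at 92.3 ± 24.2 and 87.8 ± 28.6 TPM, and tlr2, with 0.81 ± 0.679 and 0.827 ± 0.375 TPM, was below the filter.

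Leaving the study's own genes out of the lists lowered the medians to 0.05 over 17 glycolysis genes (limma camera adjusted p = 0.104) and 0.13 over 18 inflammatory genes (limma camera adjusted p = 0.126). Because this removes the genes with the largest changes, it does not show that the rest did not respond.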
